# Neutrophils Driving Unconventional T Cells Mediate Resistance against Murine Sarcomas and Selected Human Tumors

**DOI:** 10.1016/j.cell.2019.05.047

**Published:** 2019-07-11

**Authors:** Andrea Ponzetta, Roberta Carriero, Silvia Carnevale, Marialuisa Barbagallo, Martina Molgora, Chiara Perucchini, Elena Magrini, Francesca Gianni, Paolo Kunderfranco, Nadia Polentarutti, Fabio Pasqualini, Sabrina Di Marco, Domenico Supino, Clelia Peano, Ferdinando Cananzi, Piergiuseppe Colombo, Silvana Pilotti, Suliman Yousef Alomar, Eduardo Bonavita, Maria Rosaria Galdiero, Cecilia Garlanda, Alberto Mantovani, Sebastien Jaillon

**Keywords:** neutrophils, tumor immunology, unconventional T cells, soft tissue sarcomas, innate immunity, carcinogenesis, interleukin-12, macrophages

## Abstract

Neutrophils are a component of the tumor microenvironment and have been predominantly associated with cancer progression. Using a genetic approach complemented by adoptive transfer, we found that neutrophils are essential for resistance against primary 3-methylcholantrene-induced carcinogenesis. Neutrophils were essential for the activation of an interferon-γ-dependent pathway of immune resistance, associated with polarization of a subset of CD4^−^ CD8^−^ unconventional αβ T cells (UTC_αβ_). Bulk and single-cell RNA sequencing (scRNA-seq) analyses unveiled the innate-like features and diversity of UTC_αβ_ associated with neutrophil-dependent anti-sarcoma immunity. In selected human tumors, including undifferentiated pleomorphic sarcoma, *CSF3R* expression, a neutrophil signature and neutrophil infiltration were associated with a type 1 immune response and better clinical outcome. Thus, neutrophils driving UTC_αβ_ polarization and type 1 immunity are essential for resistance against murine sarcomas and selected human tumors.

## Highlights

• Neutrophils mediate antitumor response by sustaining an IL-12/IFNγ-dependent pathway
• Neutrophils are essential for unconventional αβ T cell (UTCαβ) type 1 polarization
• Type 1 UTC_αβ_ possess an innate-like phenotype and display antitumor potential *in vivo*
• Neutrophil infiltration is associated with good prognosis in selected human tumors

## Introduction

Neutrophils are the most abundant cell type in human peripheral blood and represent the first line of defense against invading microorganisms (Kolaczkowska and Kubes, 2013). Neutrophils play an important role in the activation and orchestration of acute inflammatory reactions (Borregaard, 2010, Ley et al., 2018). Moreover, neutrophils have emerged as important players in the regulation of innate and adaptive immunity and in chronic inflammation (Mantovani et al., 2011, Nicolás-Ávila et al., 2017).

Neutrophils are present in the tumor microenvironment (TME) and their function is regulated by signals produced by cancer cells and immune cells (Coffelt et al., 2016, Eruslanov et al., 2017, Ponzetta et al., 2017). Neutrophils and the myeloid growth factor granulocyte-colony stimulating factor (G-CSF) have predominantly been associated with tumor progression (Coffelt et al., 2016, Wculek and Malanchi, 2015). On the other hand, unleashed neutrophilic effectors have also been reported to mediate anti-cancer resistance (Colombo et al., 1991, Finisguerra et al., 2015, Fridlender et al., 2009, Granot et al., 2011, Massara et al., 2018, Sagiv et al., 2015, Singhal et al., 2016). For instance, neutrophils have been shown to regulate the function of conventional CD4^+^ and CD8^+^ tumor-infiltrating T cells with activating or suppressive effects, thus influencing tumor growth (Mantovani et al., 2011, Nicolás-Ávila et al., 2017). In addition to conventional T cells, neutrophils can also modulate the activation of γδ T cells, regulating their interleukin (IL)-17A production in cancer (Coffelt et al., 2015).

Available evidence on the role of neutrophils in carcinogenesis and tumor progression is essentially based on antibody-mediated cell depletion (Coffelt et al., 2015, Fridlender et al., 2009, Granot et al., 2011, Ponzetta et al., 2017). Given the intrinsic limitations of this approach including duration, specificity, and perturbation of the system (Faget et al., 2018, Granot et al., 2011, Moses et al., 2016), we set out to assess the role of neutrophils using a genetic strategy and a classic model of 3-methylcholanthrene (3-MCA)-induced carcinogenesis (Bonavita et al., 2015, Kaplan et al., 1998, Shankaran et al., 2001). We took advantage of genetic deficiency of G-CSF-R, a strategy analogous to that used to dissect the role of tumor-associated macrophages (TAMs) (Lin et al., 2001).

Unexpectedly, we found that neutrophils mediate resistance against primary carcinogenesis. Neutrophil-driven antitumor resistance was dependent on interferon-γ (IFNγ) produced by T cells. Neutrophil deficiency was associated with a selective impairment of type 1 polarization and IFNγ production by a subset of unconventional CD4^−^ CD8^−^ αβ T cells (UTC_αβ_). As assessed by flow cytometry and single-cell RNA sequencing (scRNA-seq) analyses, UTC_αβ_ were present in the sarcoma TME and were functionally regulated by neutrophils. Neutrophil infiltration was found to be associated with better prognosis and higher *IFNG* expression in human undifferentiated pleomorphic sarcomas (UPS) and in selected tumors. Thus, in murine sarcomas and selected human tumors, neutrophils are an essential component of type 1 antitumor immunity. More in general, the role of UTC_αβ_ in antitumor immunity may have been underestimated.

## Results

### Neutrophils Mediate Resistance against Primary 3-MCA Sarcomagenesis

Genetic deficiency of the G-CSF-R (*Csf3r*^−/−^) caused a profound neutropenia in the peripheral blood of healthy mice (Figure S1A) (Liu et al., 1996). In the 3-MCA-induced sarcoma model, *Csf3r*^−/−^ mice showed earlier tumor development and increased tumor growth and weight, compared to wild type mice (Figures 1A, 1B, and S1B). The increased susceptibility of *Csf3r*^−/−^ to 3-MCA carcinogenesis was consistently observed in 20 experiments conducted over a period of 4 years, although as expected for primary carcinogenesis, with variability from experiment to experiment (6 experiments are shown in Figures 1A and S1C–S1G).

**Figure S1:**
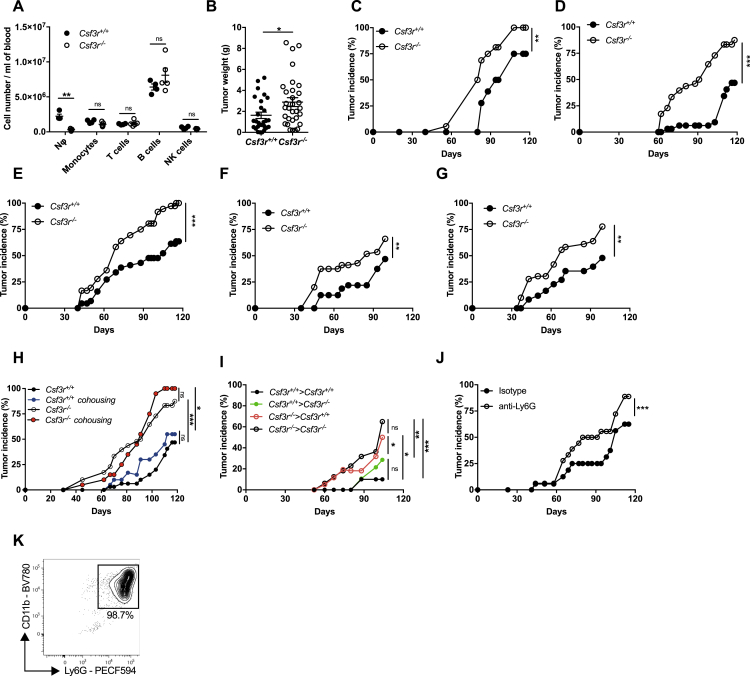
Neutrophil Deficiency in *Csf3r*^*−/−*^ Mice and Neutrophil Depletion in *Csf3r*^*+/+*^ Mice Increase Induction of 3-MCA-Sarcomagenesis, Related to Figure 1 (A) Absolute counts of main leukocyte populations in peripheral blood of healthy *Csf3r*^+/+^and *Csf3r*^−/−^mice. (B) *Csf3r*^+/+^and *Csf3r*^−/−^ sarcoma weight of mice sacrificed at the same time point (120 days after 3-MCA injection). (C-G) Tumor incidence of 5 representative experiments of 3-MCA induced sarcomas in *Csf3r*^+/+^and *Csf3r*^−/−^mice conducted over a period of 4 years. (H) Incidence of 3-MCA induced sarcomas in *Csf3r*^+/+^ and *Csf3r*^−/−^ mice bred separately or in cohousing conditions. (I) Incidence of 3-MCA induced sarcomas in bone marrow chimeras (donor > recipient). ( (J) Incidence of 3-MCA-induced sarcomas in *Csf3r*^+/+^ and *Csf3r*^−/−^ mice treated with anti-Ly6G antibody or with isotype control. (K) Representative dot plots showing the purity of naive neutrophils used in adoptive transfer experiments, gated on total isolated cells. (A-B) Data are mean ± SEM. ^∗^*p ≤* 0.05, ^∗∗^p ≤ 0.01 ^∗∗∗^p ≤ 0.001, ns, not statistically significant. (A) Two-tailed multiple Student’s t tests. (B) Two-tailed Mann-Whitney *U* test. (C-G), (J) Wilcoxon matched-pairs signed ranked test. (H-I) Friedman test with Dunn’s multiple comparison test. (A) n = 4 (*Csf3r*^+/+^) or n = 5 (*Csf3r*^−/−^) mice. (B) n = 27 (*Csf3r*^+/+^) or n = 31 (*Csf3r*^−/−^) mice. (C-G) n = 8-10 mice per group. (H) n = 8 (*Csf3r*^+/+^ separate), n = 12 (*Csf3r*^−/−^ separate), n = 5 (*Csf3r*^+/+^ cohoused), n = 8 (*Csf3r*^−/−^ cohoused) mice. (I) n = 11 *Csf3r*^+/+^ > *Csf3r*^−/−^, n = 12 *Csf3r*^−/−^ > *Csf3r*^−/−^, n = 13 *Csf3r*^−/−^ > *Csf3r*^+/+^, n = 14 *Csf3r*^+/+^ > *Csf3r*^+/+^. (J) n = 8 (*Csf3r*^+/+^ isotype) or n = 9 (*Csf3r*^−/−^ anti-Ly6G) mice. (A-J) One experiment performed. (B) Pooled data of four independent experiments. (C-G) 5 experiments out of twenty conducted over a period of 4 years.

**Figure 1:**
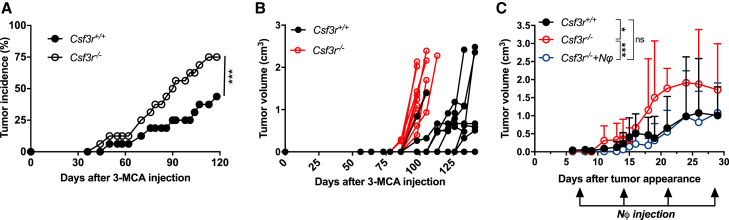
Neutrophils Mediate Resistance to 3-MCA-Induced Sarcomagenesis (A and B) Tumor (A) incidence and (B) growth of 3-MCA induced sarcomas in *Csf3r*^+/+^ and *Csf3r*^−/−^ mice. (C) Tumor growth of 3-MCA-induced sarcoma in *Csf3r*^+/+^ and *Csf3r*^−/−^ mice upon adoptive transfer of neutrophils (NΦ) in *Csf3r*^−/−^ mice. 3 × 10^6^ BM NΦ were intravenously (i.v.) transferred once a week (time points indicated by arrows) starting from the first day the tumor was palpable. Tumor growth is represented as volume over time after the first tumor observation. Data are mean ± SEM (A and B) or mean ± SD (C). ^∗^*p ≤* 0.05, ^∗∗∗^p ≤ 0.001. (A and C) Wilcoxon matched-pairs signed-rank test. See also Figures S1 and S2 and Table S1.

Dysbiosis is known to impact on carcinogenesis and anti-tumor responses (Zitvogel et al., 2015). However, cohousing did not affect sarcoma susceptibility (Figure S1H), excluding that a potential dysbiosis associated with *Csf3r* deficiency was involved in the observed phenotype.

In bone marrow chimeras, increased susceptibility to sarcomagenesis was associated with G-CSF-R deficiency in hematopoietic cells and neutrophil depletion by an anti-Ly6G antibody accelerated tumor development (Figures S1I and S1J). Adoptive transfer of bone marrow *Csf3r*^+/+^ neutrophils (purity >98.5%) (Figure S1K) into *Csf3r*^−/−^ sarcoma-bearing mice was sufficient to completely rescue tumor growth to the level of *Csf3r*^+/+^ controls (Figure 1C). Collectively, these results provide unequivocal genetic evidence that neutrophils mediate protection against primary 3-MCA sarcomagenesis.

### Tumor-Associated Neutrophils in *Csf3r*^**+/+**^ Mice Display an Activated Phenotype

The number of CD45^+^ cells infiltrating the tumor was similar in *Csf3r*^−/−^ and *Csf3r*^+/+^ mice (Figure S2A). Tumor-associated neutrophils (TANs) were virtually absent in *Csf3r*^−/−^ tumors (Figures S2B and S2C). In *Csf3r*^+/+^ sarcoma-bearing mice, TANs displayed an activated phenotype, characterized by increased expression of CD11b and CD54 and decreased expression of CD62L, compared to peripheral blood neutrophils (Figures S2D–S2F). mRNA expression of pro-inflammatory genes such as *Cxcl10*, *Il23a*, *Arg1*, *Nos2*, *Ccl2*, *Ifng*, *Ccl3*, *Met*, and *Il27p28* in sorted TANs was increased, compared to naive bone marrow neutrophils (Figure S2G). Thus, TANs presented a mixed phenotype expressing both N1-like (e.g., CD54, *Ccl3*, *Nos2*, and *Met*) and N2-like (e.g., *Arg1* and *Ccl2*) markers (Finisguerra et al., 2015, Fridlender et al., 2009).

**Figure S2:**
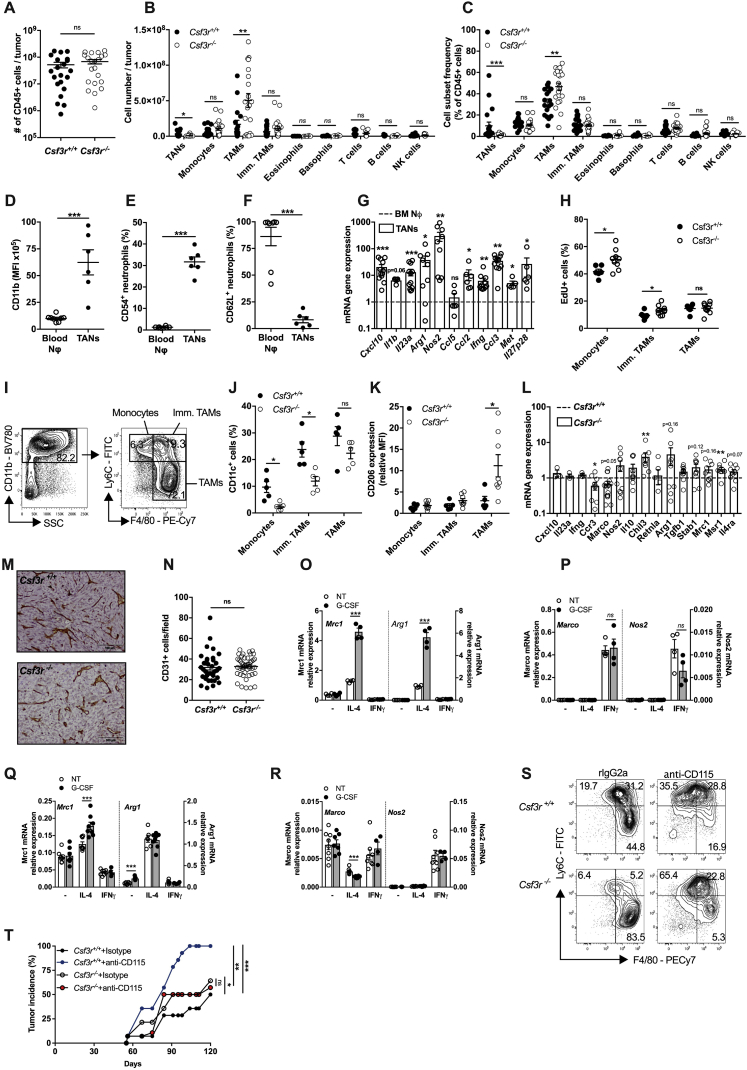
TANs in *Csf3r*^*+/+*^ Mice Display an Activated Phenotype; Role of Macrophages in the Increased Susceptibility of *Csf3r*^*−/−*^ to 3-MCA Sarcomagenesis, Related to Figures 1 and 2 (A-C) Number of sarcoma-infiltrating CD45^+^ cells (A), leukocyte cell subset frequencies (B) and absolute numbers (C) assessed by flow cytometry (tumor volume ≅ 2000 mm^3^). (D-F) Quantification by flow cytometry of CD11b, CD54 and CD62L expression in TANs and peripheral-blood neutrophils from *Csf3r*^+/+^ sarcoma-bearing mice. (G) mRNA gene expression in purified TANs. Gene expression was relative to Gapdh expression and normalized on the mean expression in naive bone marrow neutrophils (BM NΦ). (H) Proliferative activity of tumor-infiltrating myeloid subsets, assessed by flow cytometry (intracellular EdU staining). (I) Gating strategy for tumor-associated non-granulocytic myeloid populations. Cells represented in left dot plot are pregated on Aqua^-^/CD45^+^/Ly6G^-^ cells. (J-K) Flow cytometry analysis of CD206 and CD11c expression on tumor-associated non-granulocytic myeloid cells (L) mRNA expression of M1- and M2-selected genes in tumor-infiltrating TAMs. Gene expression was relative to Gapdh expression and normalized on the mean of expression found in *Csf3r*^+/+^ TAMs. (M-N) Immunohistochemical analysis and relative quantification of CD31^+^ cells in *Csf3r*^+/+^ and *Csf3r*^−/−^ sarcomas. 5 random fields per sample were counted. Scale bar, 100 μm. (O-R, mRNA expression of M1- and M2-related genes in BMDMs generated with M-CSF (O-P) or GM-CSF (Q-R) (see Methods). Gene expression was normalized on Gapdh expression. (S) Representative dot plots showing depletion of TAMs after treatment with anti-CD115 antibody. (T) Incidence of 3-MCA-induced sarcomas in *Csf3r*^+/+^ and *Csf3r*^−/−^ mice treated with anti-CD115 antibody or with isotype control. (A-F), (H), (J-K), (N-R). Data are mean ± SEM. ^∗^*p ≤* 0.05, ^∗∗^p ≤ 0.01 ^∗∗∗^p ≤ 0.001, ns, not statistically significant. (A), (D-F). Two-tailed Mann-Whitney *U* test. (B-C), (H), (J-K), (O-R) Two-tailed multiple Student’s t tests. (G), (L) Wilcoxon signed rank test. (T) Friedman test with Dunn’s multiple comparison test. (A) n = 21 mice per group. (B) n = 6 *Csf3r*^*+/+*^ eosinophils, basophils, n = 8 *Csf3r*^*−/−*^ eosinophils, basophils, n = 14 *Csf3r*^*+/+*^ T, NK cells, n = 9 *Csf3r*^*−/−*^ T, NK cells, n = 9 *Csf3r*^*+/+*^ B cells, n = 6 *Csf3r*^*−/−*^ B cells, n = 17 *Csf3r*^*+/+*^ TANs, monocytes, TAMs, immature TAMs, n = 20 *Csf3r*^*−/−*^ TANs, monocytes, TAMs, immature TAMs. (C) n = 6 *Csf3r*^*+/+*^ eosinophils, basophils, n = 8 *Csf3r*^*−/−*^ eosinophils, basophils, n = 18 *Csf3r*^*+/+*^ T, B, NK cells and TAMs, n = 19 TANs, monocytes, n = 20 *Csf3r*^*−/−*^ B cells, n = 21 *Csf3r*^*−/−*^ NK, T cells, n = 23 *Csf3r*^*−/−*^ TANs, monocytes, immature TAMs, TAMs. (D-F) n = 6 TANs, n = 8 blood neutrophils. (G) n = 5 Il1b, Met, n = 6 *Il27p28*, *Ccl5*, *Ccl2*, n = 9 *Nos2, Arg, Tnfa*, n = 11 *Ifng, Ccl3*, n = 12 *Cxcl10*. (H) n = 6 (*Csf3r*^+/+^) or n = 9 (*Csf3r*^−/−^) mice. (J-K) n = 5 mice. (L) n = 3 (*Cxcl10, Il23a, Ifng*), n = 7 (*Retnla*), n = 8 (*Chil3*), n = 9 (*Arg1, Stab1, Mrc1, Msr1, Il4ra*), n = 10 (*Ccr3, Nos2, Il10, Tgfb1*). (M-N) n = 7 (*Csf3r*^+/+^) or n = 9 (*Csf3r*^−/−^) mice. (O-P) n = 4 mice per group. (Q-R), n = 8 (NT, IL-4, IL-4 + G-CSF, IFNγ), n = 7 (G-CSF), n = 4 (IFNγ+G-CSF). (H) n = 7 (*Csf3r*^+/+^ Isotype, *Csf3r*^−/−^ Isotype, *Csf3r*^*−/−*^ anti-CD115) or n = 8 (*Csf3r*^+/+^ anti-CD115) mice per group. (A-C) Pooled data of four experiments are shown. (D-H), (M-N). (S-T) One experiment performed. (J-L) Pooled data from two (J-K) or three (L) experiments are shown. (O-R) Pooled data from two experiments.

### Neutrophil Deficiency Is Associated with Altered Polarization of Tumor-Associated Macrophages

The number of TAMs was significantly increased in *Csf3r*^−/−^ mice (Figures S2B and S2C). The increased frequency of TAMs in *Csf3r*^−/−^ mice was associated with increased proliferation observed in monocytes and immature macrophages (Figure S2H). In G-CSF-R-incompetent mice, monocytes and TAMs showed increased expression of the M2-associated marker CD206 and decreased expression of the M1-associated marker CD11c (Figures S2I–S2K), likely a reflection of defective type 1 immunity (see below). Gene expression analysis on sorted TAMs confirmed the increased expression of M2-like-related genes (Murray et al., 2014), including *Chil3*, *Tgfb1*, and *Msr1*, in *Csf3r*^−/−^-derived TAMs, while the expression of M1-related genes was either not modulated or decreased (Figure S2L). Intratumor vessel density was not altered in *Csf3r*^−/−^ mice (Figures S2M and S2N).

The G-CSF-R is expressed by monocytic lineage cells, although to a much lower extent compared to neutrophils (Christopher et al., 2011). However, G-CSF did not affect macrophage polarization by classical M1 or M2 signals (IFNγ and IL-4), and if anything, it skewed these cells in an M2-like direction (Figures S2O–S2R).

Therefore, the M2-like phenotype found in *Csf3r*^−/−^ TAMs is due to the absence of neutrophil-dependent response and not to lack of G-CSF-R signaling in the monocytic lineage.

### Neutrophils and Macrophages Cooperate to Promote an IFNγ-Dependent Antitumor Response

Macrophages obtained during 3-MCA carcinogenesis in G-CSF-R-competent mice expressed IL-12 and those from *Csf3r*^−/−^ mice displayed reduced *Il12a* and *Il12b* mRNA expression (Figure 2A). These results raised the issue of the role of TAMs in the increased susceptibility of *Csf3r*^−/−^ mice to 3-MCA carcinogenesis. As shown in Figures S2S and S2T, TAM depletion using an anti-CSF-1R (CD115) monoclonal antibody (mAb) did not rescue the phenotype of G-CSF-R-deficient mice, consistently with an essential role of neutrophils. Interestingly, TAM depletion increased carcinogenesis in G-CSF-R competent mice (Figure S2T) and drastically reduced the tissue levels of IL-12p70 and IFNγ (Figures 2B and 2C). As shown in Figures 2B–2E and Table S1, the increased sarcoma development observed in *Csf3r*^−/−^ neutrophil-deficient mice was associated with lower levels of IL-12p70 and IFNγ. Neutrophil adoptive transfer restored the expression of IL-12p70 and IFNγ in the TME of sarcoma-bearing *Csf3r*^−/−^ mice (Figures 2D and 2E). *In vivo* neutralization of IFNγ caused a dramatic increase of tumor incidence in *Csf3r*^+/+^ mice as previously reported (Kaplan et al., 1998, Koebel et al., 2007, Shankaran et al., 2001), but not in *Csf3r*^−/−^ mice (Figure 2F), abolishing the difference in sarcoma susceptibility between *Csf3r*^+/+^ and *Csf3r*^−/−^ control mice. These results indicate that the protective effect exerted by neutrophils was dependent on type 1 immunity and on the production of IFNγ.

**Figure 2:**
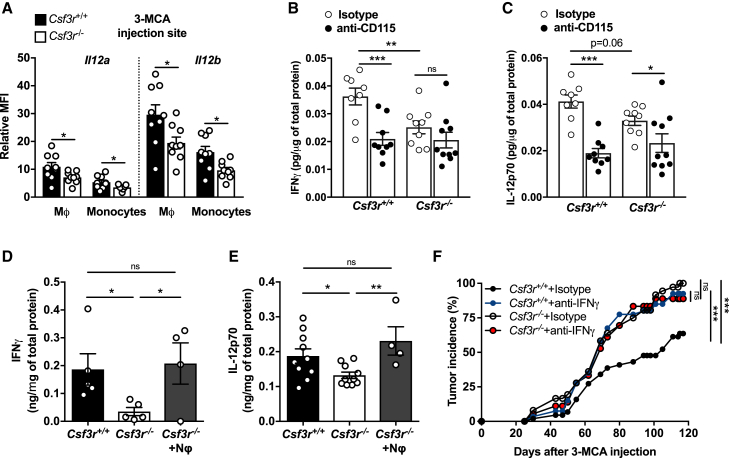
Neutrophils Mediate Tumor Resistance by Inducing a Macrophage-Dependent Activation of Type 1 Immunity (A) *Il12a* and *Il12b* mRNA expression (normalized on fluorescence minus one [FMO]) in myeloid cells infiltrating the 3-MCA injection site, analyzed by PrimeFlow RNA assay. (B and C) IFNγ (B) and IL-12p70 (C) concentrations at the 3-MCA injection site (10 days after 3-MCA administration) after treatment with anti-CD115 antibody or isotype control. (D and E) IFNγ (D) and IL-12p70 (E) concentrations in tumor homogenates after adoptive transfer of 3 × 10^6^ neutrophils once a week starting from the first day the tumor was palpable. (D) and (E) are two independent experiments conducted 12 months apart. (F) Incidence of 3-MCA induced sarcomas in *Csf3r*^+/+^ and *Csf3r*^−/−^ mice treated with anti-iFNγ antibody or with isotype control. (A–E) Data are mean ± SEM. ^∗^*p ≤* 0.05, ^∗∗^p ≤ 0.01, ^∗∗∗^p ≤ 0.001. (A) two-tailed multiple Student’s t tests. (B–E) One-way ANOVA. (F) Friedman test with Dunn’s multiple comparison test. See also Figure S2 and Table S1.

### Neutrophils Are Essential for Type 1 Polarization of Unconventional αβ T Cells

Having established that IFNγ played a key role in neutrophil-mediated resistance to 3-MCA carcinogenesis, it was important to identify the cellular source of this cytokine. Analysis of *Ifng* mRNA indicated T cells as the major source of this cytokine in the TME (Figure S3A). No difference was observed in IFNγ production in CD4^+^, CD8^+^, and γδ T cells between *Csf3r*^+/+^ and *Csf3r*^−/−^ mice (Figure 3A). In contrast, the frequency of IFNγ^+^ CD4^−^ CD8^−^ unconventional αβ T cells (UTC_αβ_) was drastically reduced (by 61.3% ± 11.4%; mean ± SEM in 2 experiments) in *Csf3r*^−/−^ tumors (Figure 3A). We then assessed the polarization of tumor-infiltrating CD3^+^ T cell subsets by flow cytometry (gating strategy in Figure S3B). UTC_αβ_ from *Csf3r*^−/−^ tumors displayed reduced expression of T-bet and Eomes and increased expression of Rorγt, indicating a skewing toward a type 3 activation state (Figures 3B and 3C). A trend toward a skewed UTC_αβ_ polarization was also observed in the spleen of *Csf3r*^−/−^ tumor-bearing mice, although to a minor degree compared to sarcoma-infiltrating cells (Figure S3C). γδ T cells from *Csf3r*^−/−^ sarcomas showed increased Rorγt expression, while Eomes and T-bet expression was not altered in this cell type (Figure S3D). Minor or no differences were observed in conventional CD4^+^ T cells and CD8^+^ T cells (Figure S3D). Neutrophil adoptive transfer reversed to a significant extent the polarization defect observed in UTC_αβ_ from *Csf3r*^−/−^ tumors (Figure 3D). Increased T-bet expression was also observed in γδ T cells and CD8^+^ T cells (Figure S3E). IL-17A expression was significantly increased in *Csf3r*^−/−^ UTC_αβ_ and γδ T cells, in agreement with their increased expression of Rorγt (Figure S3F). Natural killer (NK) cells are known to be important IFNγ producers (Vivier et al., 2018) and have been shown to undergo a functional conversion toward ILC1 during sarcoma progression (Gao et al., 2017), but no difference was observed in abundance or maturation state of the NK cell compartment in *Csf3r*^−/−^ tumors (Figures S3G and S3H).

**Figure S3:**
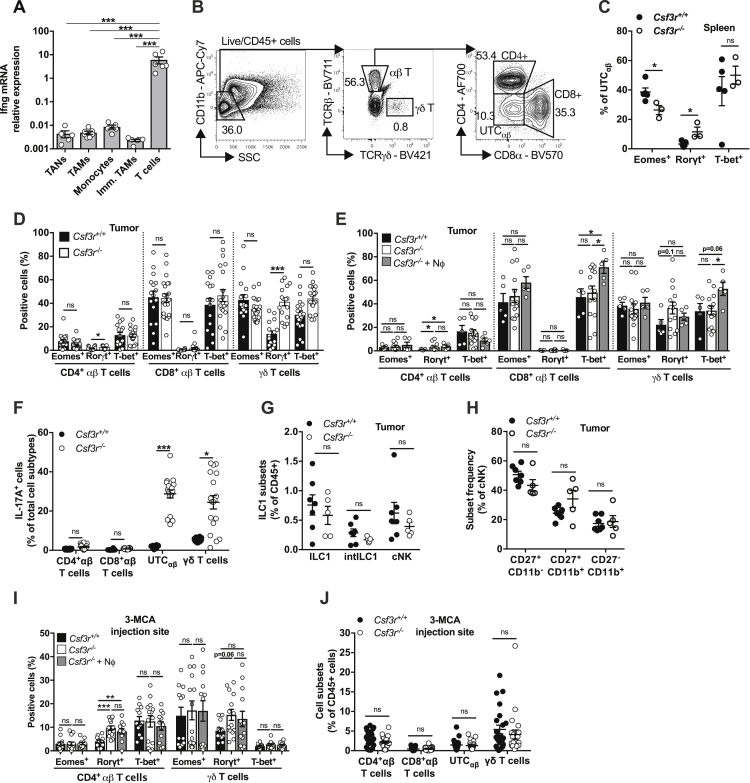
The Polarization of Conventional T Cells Is Not Altered in *Csf3r*^−/−^ Mice, Related to Figure 3 (A) *Ifng* mRNA expression determined by qPCR on sorted leukocyte subsets from *Csf3r*^+/+^ sarcomas. Gene expression was normalized on *Gapdh* expression. (B) Gating strategy used for tumor-infiltrating T cell subset characterization. Left panel represents Live/CD45^+^ cells. (C) Expression of Eomes, Rorγt and T-bet in splenic UTC_αβ_ from sarcoma-bearing *Csf3r*^+/+^ and *Csf3r*^−/−^ mice. (D) Expression of Eomes, Rorγt and T-bet in CD4+, CD8+ αβ T cells and γδ T cells infiltrating *Csf3r*^+/+^ and *Csf3r*^−/−^ sarcomas. (E) Expression of Eomes, Rorγt and T-bet in CD4+, CD8+ αβ T cells and γδ T cells infiltrating *Csf3r*^+/+^ and *Csf3r*^−/−^ sarcomas after neutrophil adoptive transfer. (F) Expression of IL-17A by tumor-infiltrating T cells stimulated *ex vivo* by PMA plus ionomycin. (G) Frequency of ILC1 subsets infiltrating *Csf3r*^+/+^ and *Csf3r*^−/−^ sarcomas determined by flow cytometry. (H) Maturation-related subset frequency within cNK cells infiltrating *Csf3r*^+/+^ and *Csf3r*^−/−^ sarcomas, determined by flow cytometry. (I) Expression of Eomes, Rorγt and T-bet in UTC_αβ_, CD4^+^ and γδ T cells infiltrating the 3-MCA injection site (10 days after administration of 3-MCA) after neutrophil adoptive transfer. CD8^+^ T cell polarization state could not be evaluated due to their low frequency in the tissue. (J) Frequency of T cell subsets infiltrating 3-MCA injection site (10 days after 3-MCA administration). (A), (C-J) Data are mean ± SEM. ^∗^*p ≤* 0.05, ^∗∗^p ≤ 0.01, ^∗∗∗^p ≤ 0.001; ns, not statistically significant. (A), (C), (F-H), (J) Two-tailed multiple Student’s t tests. (E, I) Kruskal-Wallis test with Dunn’s multiple comparison test. (D-E) 3x10^6^ neutrophils were i.v. transferred once a week starting from the first day the tumor was palpable. (I-J) 3x10^6^ neutrophils were i.v. transferred at days −1, 0, 1 and 9 with respect to 3-MCA administration. (A) n = 5 (TAN, Monocytes), n = 6 (Immature Monocytes, T cells), n = 7 (TAMs). (C) n = 5 (*Csf3r*^+/+^) or n = 3 (*Csf3r*^−/−^) mice. (D) n = 16 (*Csf3r*^+/+^) or n = 21 (*Csf3r*^−/−^) mice. (E) n = 5 (*Csf3r*^*+/+*^), n = 14 (*Csf3r*^−/−^), n = 5 (*Csf3r*^−/−^ + neutrophils) mice. (F) n = 10 (*Csf3r*^+/+^) or n = 18 (*Csf3r*^−/−^) mice. (G-H) n = 7 (*Csf3r*^+/+^) or n = 5 (*Csf3r*^−/−^) mice; i, n = 12 (*Csf3r*^*+/+*^), n = 14 (*Csf3r*^−/−^), n = 12 (*Csf3r*^−/−^ + Nϕ) mice. (J) n = 23 mice per group. (A), (C), (E), (G-H) One experiment performed. Pooled data from two (D, I) or three (F, J) experiments are shown.

**Figure 3:**
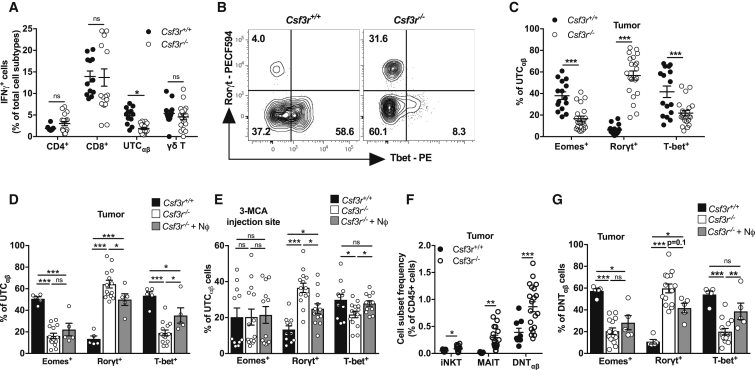
Neutrophils Drive DNT_αβ_ Type 1 Polarization (A) Expression of IFNγ by tumor-infiltrating T cells stimulated *ex vivo* by PMA plus ionomycin. (B) Representative dot plot showing Rorγt, and T-bet expression in UTC_αβ_ from *Csf3r*^+/+^ and *Csf3r*^−/−^ tumors. (C and D) Quantification of Eomes, Rorγt, and T-bet expression in UTC_αβ_ from *Csf3r*^+/+^ and *Csf3r*^−/−^ tumors (C) and in *Csf3r*^−/−^ mice after adoptive transfer of neutrophils (D). (E) Expression of Eomes, Rorγt, and T-bet in UTC_αβ_ infiltrating the 3-MCA injection site (10 days after administration of 3-MCA). (F) Quantification of iNKT, MAIT, and DNT_αβ_ frequencies among sarcoma-infiltrating CD45^+^ cells. (G) Polarization of tumor-associated DNT_αβ_ cells after neutrophil adoptive transfer. (D and G) 3 × 10^6^ neutrophils were transferred i.v. once a week starting from the first day the tumor was palpable. (E) 3 × 10^6^ neutrophils were transferred i.v. at days −1, 0, 1, and 9 with respect to 3-MCA administration. (A and C–G) Data are mean ± SEM. ^∗^p ≤ 0.05, ^∗∗^p ≤ 0.01, ^∗∗∗^p ≤ 0.001. (A, C, and F) Two-tailed multiple Student’s t tests. (D) One-way ANOVA. (E and G) Kruskal-Wallis test with Dunn’s multiple comparison test. See also Figures S3 and S4.

Previous reports indicated that innate-like γδ T lymphocytes, represented an early source of IFNγ during the 3-MCA-induced sarcomagenesis (Gao et al., 2003). Here, the impaired type 1 activation state of UTC_αβ_ was observed as early as 10 days after 3-MCA injection, while little or no differences were observed in the polarization of γδ and CD4^+^ T cells (Figures 3E and S3I). The frequency of UTC_αβ_, γδ T cells, and conventional CD4^+^ T cells was not appreciably altered at the 3-MCA injection site (Figure S3J). It should be noted that at early times (10 days after 3-MCA injection), CD8^+^ T cells were virtually absent (Figure S3J). Bone marrow neutrophil transfer induced a complete rescue of T-bet expression and partially reduced the expression of Rorγt in *Csf3r*^−/−^ UTC_αβ_ present at the 3-MCA injection site, as early as 10 days after 3-MCA administration, indicating that neutrophils are an essential component of UTC_αβ_ polarization early in 3-MCA-induced sarcomagenesis (Figure 3E). In contrast, the polarization of other T cell subsets was not affected by neutrophil transfer at early time points (Figure S3I).

*Csf3r*^−/−^ UTC_αβ_ expressed high levels of Plzf (Figures S4A and S4B), a commonly expressed transcription factor in invariant natural killer T (iNKT) cells and mucosal-associated invariant T (MAIT) cells (Koay et al., 2016, Kovalovsky et al., 2008). These innate-like T cell subsets are also prevalently negative for CD4 and CD8 and can express Rorγt and T-bet (Cui et al., 2015, Engel et al., 2016, Rahimpour et al., 2015). Dissection of intratumor UTC_αβ_ into MAIT, iNKT, and a third cell subset, referred to as αβ double negative T (DNT_αβ_) cells, showed the heterogeneity of UTC_αβ_ in 3-MCA-treated mice (Figures S4C and S4D). We found increased frequencies of iNKT, MAIT, and DNT_αβ_ cells in *Csf3r*^−/−^ sarcomas, but only the polarization of DNT_αβ_ cells was altered in neutropenic mice (Figures 3F, 3G, S4E, and S4F). In the same line, neutrophil adoptive transfer modulated the polarization of DNT_αβ_ cells but not iNKT and MAIT cells both at the early time point (at the 3-MCA injection site, day 10) (Figures S4G–S4I) and in established tumors (Figures 3G, S4E, and S4F). On day 10, the frequency of UTC_αβ_ subsets was unaffected in *Csf3r*^−/−^ mice (Figure S4J). The presence and polarization of UTC_αβ_ subsets were not altered in the subcutaneous tissue of healthy mice (Figures S4K–S4N). Altogether, these data showed that neutrophils specifically regulated the polarization of DNT_αβ_ cells at early and late time points during carcinogenesis.

**Figure S4:**
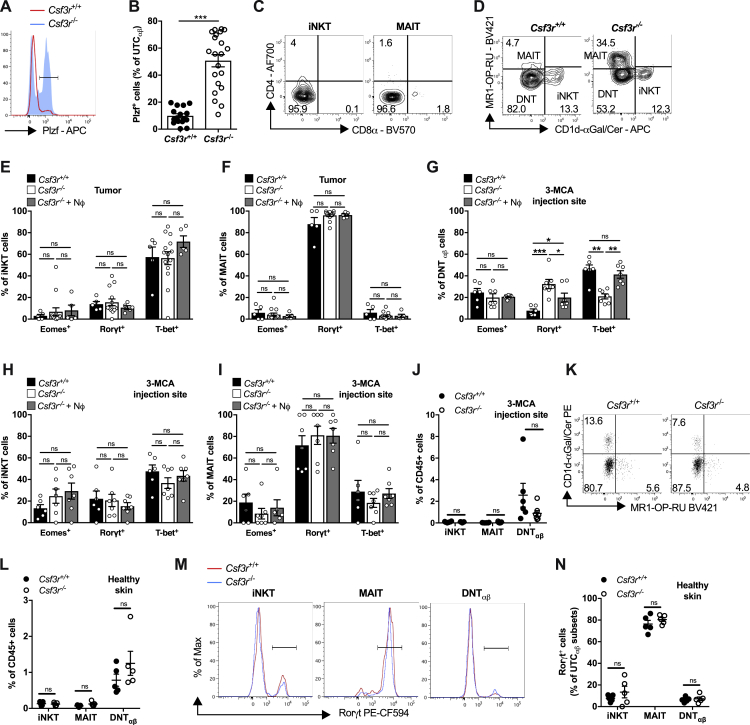
Frequency and Polarization of MAIT and iNKT Cells Are Not Altered in *Csf3r*^*−/−*^ Mice, Related to Figures 3 and 4 (A-B) Representative histogram and relative quantification of Plzf expression in tumor-infiltrating *Csf3r*^+/+^ and *Csf3r*^−/−^ UTC_αβ_, assessed by flow cytometry. (C) Representative dot plots from a *Csf3r*^−/−^ sarcoma. Expression of CD4 and CD8 on tumor-infiltrating iNKT and MAIT cells. (D) Representative plots showing iNKT, MAIT and DNT_αβ_ frequencies among sarcoma-infiltrating UTC_αβ_ in *Csf3r*^+/+^ and *Csf3r*^−/−^ mice. (E-F) Expression of Eomes, Rorγt and T-bet in sarcoma-infiltrating iNKT and MAIT cells after adoptive neutrophil transfer. (G-I) Expression of Eomes, Rorγt and T-bet in UTC_αβ_, iNKT and MAIT cells at the 3-MCA injection site (10 days after 3-MCA administration) after adoptive neutrophil transfer. (J) iNKT, MAIT and DNT_αβ_ frequencies among CD45^+^ cells infiltrating the 3-MCA injection site (10 days after administration of 3-MCA) in *Csf3r*^+/+^and *Csf3r*^−/−^ mice. (K-L) Representative dot plots (K) and quantification (L) of iNKT, MAIT and DNT_αβ_ frequencies among CD45+ cells in dorsal skin of healthy *Csf3r*^+/+^and *Csf3r*^−/−^ mice. (M-N) Representative histograms (M) and relative quantification (N) of Rorγt expression in iNKT, MAIT and DNT_αβ_ cells from dorsal skin of healthy *Csf3r*^+/+^and *Csf3r*^−/−^ mice. (B), (E-J), (L), (N) Data are mean ± SEM. ^∗∗∗^p ≤ 0.001; ^∗^p ≤ 0.05; ns, not statistically significant. (B), (J), (L), (N) Two-tailed multiple Student’s t tests. (E), (F), (I) Kruskal-Wallis test with Dunn’s multiple comparison test. (G-H) One-way ANOVA. (E-F) 3x10^6^ neutrophils were i.v. transferred once a week starting from the first day the tumor was palpable. (G-I) 3x10^6^ neutrophils were i.v. transferred at days −1, 0, 1 and 9 with respect to 3-MCA administration. (B) n = 16 (*Csf3r*^+/+^) or n = 21 (*Csf3r*^−/−^) mice. (E-F) n = 5 (*Csf3r*^+/+^), n = 14 (*Csf3r*^−/−^) or n = 5 (*Csf3r*^−/−^ + neutrophils). (G-I) n = 6 (*Csf3r*^+/+^), n = 7 (*Csf3r*^−/−^) or n = 7 (*Csf3r*^−/−^ + Nϕ) mice. (J) n = 6 (*Csf3r*^+/+^), n = 7 (*Csf3r*^−/−^) mice. (L), (N) n = 7 mice per group. (B) Two pooled experiments. (E-J), (L), (N) One experiment performed.

### Neutrophil-Dependent IL-12 Production Is Essential for IFNγ Expression in UTC_αβ_

In an effort to better characterize the features of UTC_αβ_ associated with neutrophil-sustained anti-sarcoma type 1 immunity, bulk RNA-seq analysis of sorted sarcoma-infiltrating UTC_αβ_ was performed. 95 genes were differentially expressed between *Csf3r*^+/+^ and *Csf3r*^−/−^ UTC_αβ_ (Figure 4A; Table S2). The expression of *Il17a*, *Tbx21*, *Eomes*, and *Ifng* genes in *Csf3r*^−/−^ UTC_αβ_ was in line with data obtained by flow cytometry at the protein level with decreased expression of T-bet, Eomes, and IFNγ and increased expression of IL-17A (Figures 3A–3C and S3F). Ingenuity pathway analysis (IPA) highlighted the upregulation of pathways involved in inflammatory responses and neutrophil recruitment and downregulation of the pathway of Th1 immune response in *Csf3r*^−/−^ UTC_αβ_ (Figure S5A; Table S3). To identify the signaling pathways specifically activated on cancer-associated UTC_αβ_, we compared the transcriptome of tumor-associated *Csf3r*^+/+^ UTC_αβ_ with γδ T cells and conventional CD4^+^ and CD8^+^ T cells and found 190 differentially expressed genes (Figure S5B; Table S2). The *Ifng* mRNA levels detected in UTC_αβ_ isolated from *Csf3r*^+/+^ sarcomas were comparable to that expressed by CD8^+^ and γδ T cells (Figure S5C), indicating the significance of UTC_αβ_-derived IFNγ in the TME.

**Figure 4:**
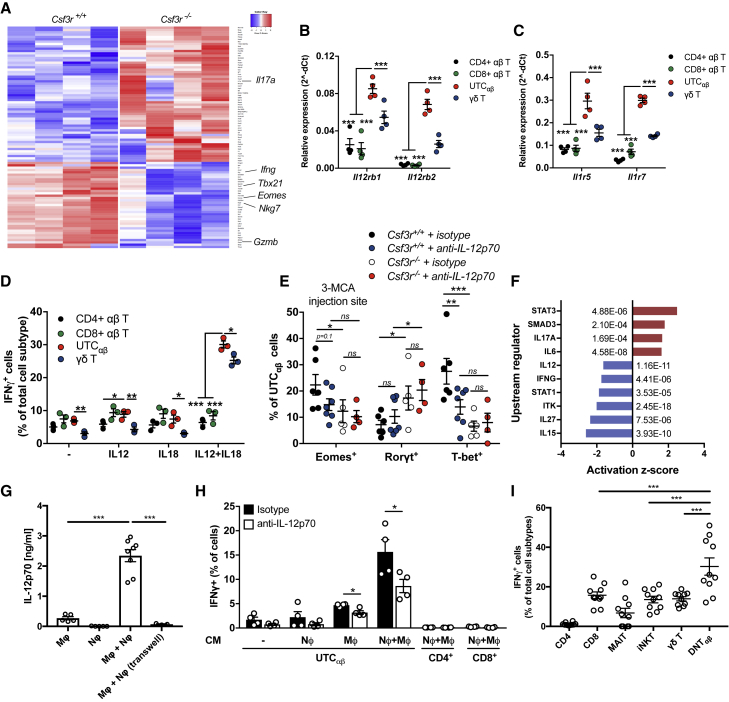
IL-12-Dependent Polarization and IFNγ Production Is Impaired in Tumor-Infiltrating UTC_αβ_ from *Csf3r*^−/−^ Mice (A) Heatmap showing differential transcriptional profiles of *Csf3r*^+/+^ and *Csf3r*^−/−^ tumor-associated UTC_αβ_. Differentially expressed genes (p ≤ 0.001) are shown (arrows indicate genes associated with effector functions). (B and C) mRNA expression of (B) *Il12rb1* and *Il12rb2* and (C) *Il1r5* and *Il1r7* in splenic T cell subsets isolated from untreated *Csf3r*^+/+^ mice. (D) Expression of IFNγ by splenic T cell subsets isolated from untreated *Csf3r*^+/+^ mice. (E) Eomes, Rorγt, and T-bet expression in UTC_αβ_ infiltrating the 3-MCA injection site after treatment with IL-12p70-neutralizing antibody or isotype control. (F) Predicted upstream regulators in tumor-infiltrating *Csf3r*^−/−^ UTC_αβ_ compared with tumor-infiltrating *Csf3r*^+/+^ UTC_αβ_, generated by IPA analysis. Associated p p value is shown for each regulator. (G) IL-12p70 levels detected by ELISA in supernatants of BMDM-neutrophil cocultures after stimulation with GM-CSF+CpG. (H) Expression of IFNγ in naive splenic αβ T cell subsets stimulated for 24 h with supernatants collected in (G) in the presence of IL-12p70-neutralizing antibody or isotype control, assessed by flow cytometry. (I) IFNγ production from *Csf3r*^+/+^ sarcoma-infiltrating T cells upon stimulation with IL-2+IL-12+IL-18 for 24 h assessed by flow cytometry. (B–I) Data are mean ± SEM. ^∗∗∗^p ≤ 0.001; ^∗∗^p ≤ 0.01; ^∗^p ≤ 0.05; ns, not statistically significant. (B–E and I) One-way ANOVA. (G and H) Two-tailed Student’s t test. See also Figures S4 and S5 and Tables S2 and S3.

**Figure S5:**
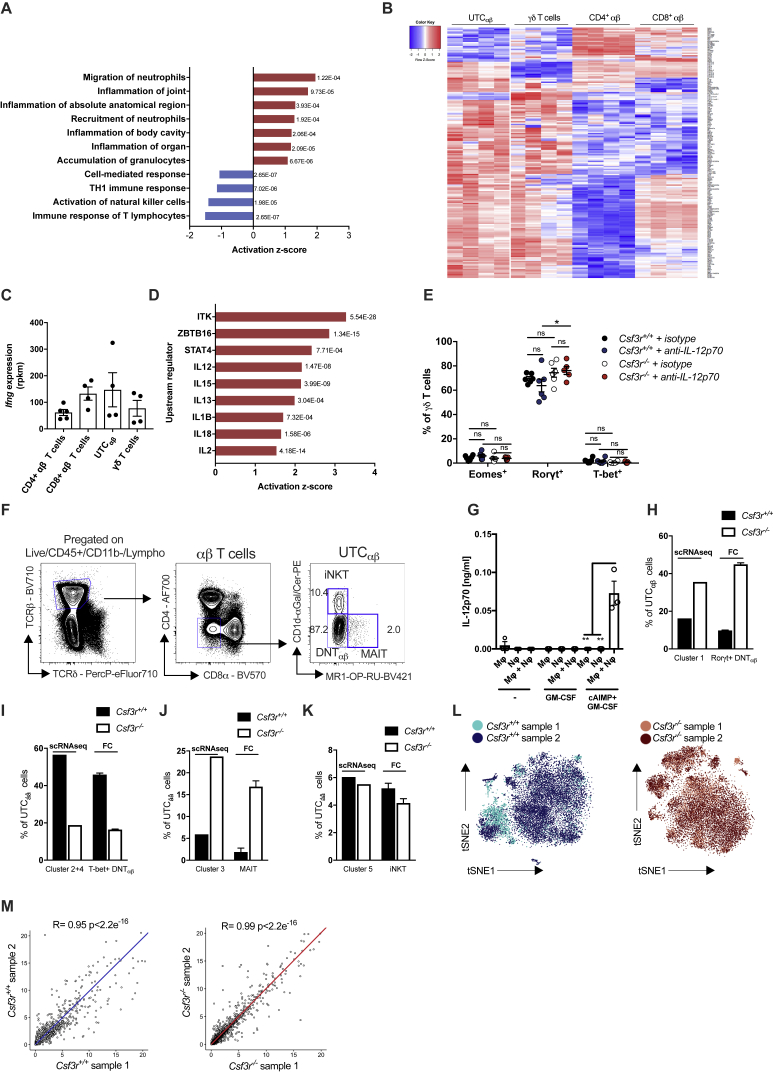
UTC_αβ_ from *Csf3r*^+/+^ Mice Show High Expression of Type 1 Immune Response-Related Genes and Are Responsive to IL-12, Related to Figures 4 and 5 (A) Diagram showing predicted upregulated and downregulated biological pathways using IPA software on *Csf3r*^−/−^ tumor-associated UTC_αβ_, compared to *Csf3r*^+/+^ tumor-associated UTC_αβ_. (red: upregulated pathways; blue: downregulated pathways). Associated *p-value* is shown for each pathway. (B) RNA-seq analysis of tumor-infiltrating T cell subsets isolated from *Csf3r*^+/+^ mice. Differentially expressed genes (p ≤ 0.001) in UTC_αβ_ compared with γδ T cells, CD4^+^ and CD8^+^ T cells are shown. Scale bar representing expression z-score in shown on the left. (C) Relative expression of *Ifng* mRNA in *Csf3r*^+/+^ T cell subsets determined by bulk RNA-seq. (D) Predicted upstream regulators in tumor-infiltrating *Csf3r*^+/+^ UTC_αβ_ compared with other tumor-infiltrating *Csf3r*^+/+^ T cell subsets, generated by IPA analysis; Associated *p-value* is shown for each regulator. (E) Expression of Eomes, Rorγt and T-bet in γδ T cells infiltrating the 3-MCA injection site after treatment with IL-12p70-neutralizing antibody or isotype control. (F) Representative gating strategy for identification of splenic *Csf3r*^+/+^ DNT_αβ_ cells. (G) IL-12p70 levels detected by ELISA in supernatants of BMDM-neutrophil cocultures after stimulation with GM-CSF+STING agonist cAIMP. (H-K) Frequency of indicated UTC_αβ_ subsets within total pool of tumor-infiltrating UTC_αβ_ cells in *Csf3r*^+/+^ and *Csf3r*^−/−^ mice analyzed by scRNaseq and by flow cytometry. (L) t-SNE projections showing overlap between *Csf3r*^+/+^ and *Csf3r*^−/−^ biological replicates. (M) Pearson correlation analyses of total gene expression averages between the 2 biological replicates across *Csf3r*^+/+^ and *Csf3r*^−/−^ conditions. (C, E, G–K) Data are mean ± SEM. ^∗∗∗^p ≤ 0.001; ^∗∗^p ≤ 0.01; ^∗^p ≤ 0.05; ns, not statistically significant. (E) One-way ANOVA, (G) two-tailed Student’s t test. (C) n = 4 per group. (E) n = 6 (*Csf3r*^+/+^ isotype), n = 6 (*Csf3r*^−/−^ isotype), n = 6 (*Csf3r*^+/+^ anti-iL-12p70), n = 5 (*Csf3r*^−/−^ anti-iL-12p70). (G) n = 3, (H-K) (flow cytometry data), n = 6 *Csf3r*^+/+^, n = 14 *Csf3r*^*−/−*^. (H-K) (scRNaseq data), pooled data from n = 2 *Csf3r*^+/+^ and n = 2 *Csf3r*^*−/−*^*mice*. (A-E, G-M) One experiment performed.

Upstream regulator analysis predicted the increased activation of STAT4, IL-18, and IL-12 pathways in tumor-associated UTC_αβ_, compared to other T cell subsets (Figure S5D; Table S3). qPCR performed on splenic T cell subsets from untreated mice confirmed the higher expression of *Il12rb1*, *Il12rb2*, *Il1r5*, and *Il1r7* in UTC_αβ_ compared to conventional T cells (Figures 4B and 4C). Accordingly, UTC_αβ_ produced higher IFNγ levels in response to IL-12 plus IL-18 stimulation, compared to other T cell subsets (Figure 4D). *In vivo* IL-12p70 neutralization skewed the polarization of *Csf3r*^+/+^ UTC_αβ_ to a T-bet^low^ phenotype (Figure 4E), while no effect was observed in γδ T cells (Figure S5E). Consistently, signaling related to several type 1 cytokines in *Csf3r*^−/−^ UTC_αβ_, including IL-12, were predicted to be significantly inhibited compared to *Csf3r*^+/+^ UTC_αβ_ (Figure 4F; Table S3).

The results discussed above suggest that in 3-MCA carcinogenesis neutrophils, in concert with macrophages, trigger a protective type 1 response involving IFNγ-producing UTC_αβ_ cells. In an effort to explore the cellular basis for this tripartite interaction, an *in vitro* coculture system was set up. For these studies, spleen-isolated UTC_αβ,_ which are composed by more than 85% of DNT_αβ_ cells, were used (Figure S5F). In an *in vitro* coculture model, neutrophils dramatically amplified IL-12 production by macrophages in response to triggering by cytokines and TLR9 agonist (Figure 4G) or, to a lesser extent, STING agonist (Figure S5G), which mimic conditions of tissue damage and remodeling. Neutrophil-mediated amplification was contact-dependent (Figure 4G). The amount of IL-12 produced in this experimental setting was sufficient to trigger IFNγ production by UTC_αβ_ but not by CD4^+^ and CD8^+^ conventional T cell populations isolated from the spleen of untreated control mice (Figure 4H). Importantly, upon exposure to relevant cytokines, sarcoma-infiltrating DNT_αβ_ cells are the most potent producers of IFNγ compared to other T cell subsets (Figure 4I). Collectively, these data suggest that the neutrophil-mediated maintenance of UTC_αβ_ type 1 polarization is driven by their higher sensitivity to IL-12 compared with other T cell populations.

### Single-Cell RNA-Seq Analysis of Tumor-Infiltrating UTC_αβ_

To dissect the diversity of tumor-associated UTC_αβ_ subsets, scRNA-seq was performed on sorted sarcoma-infiltrating UTC_αβ,_ isolated from *Csf3r*^+/+^ (14,721 cells) and *Csf3r*^−/−^ (16,902 cells) tumors. scRNA-seq analysis revealed the transcriptional complexity of the UTC_αβ_ population. 

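UTCαβ, the αβ T cells that carry neither CD4 nor CD8, were sorted from sarcomas induced by 3-methylcholanthrene in 2 Csf3r+/+ and 2 Csf3r-/- mice. Each tumor gave 1 library of 3′ transcript ends in droplets, in which every captured molecule carries a unique molecular identifier (UMI). The authors aligned the reads to the mouse genome (mm10) and counted UMIs per gene and cell barcode with Cell Ranger. Its aggregate option pooled both libraries of a genotype, and 1 matrix of raw UMI counts per genotype was deposited, covering 27998 genes. The paper's text does not state whether that option lowered the libraries to an equal number of reads. The number at the end of each barcode separates both libraries of a genotype, here named library 1 and library 2. Which animal each number stands for is not known, so the libraries were used as unnumbered replicates. Csf3r+/+ libraries 1 and 2 held 3625 and 11512 barcodes with 12483656 and 38559291 UMIs, and Csf3r-/- libraries 1 and 2 held 7178 and 10210 barcodes with 18136748 and 23234493 UMIs. The median barcode had 2972 and 2758 UMIs in the Csf3r+/+ libraries, and 2104 and 1907 in the Csf3r-/- libraries. The paper gives its depth in reads per cell, which is another unit than the UMIs used here. A UMI of Cd3e was found in 2851 (78.6%) and 6459 (56.1%) barcodes of the Csf3r+/+ libraries, 9310 in all. It was found in 5218 (72.7%) and 6844 (67.03%) barcodes of the Csf3r-/- libraries, 12062 in all. The limits of the methods were then applied, which keep barcodes with at least 200 genes, at most 3500 (Csf3r+/+) or 4000 (Csf3r-/-) genes, at most 20000 UMIs and at most 10% mitochondrial UMIs. These left 9290 Csf3r+/+ and 12041 Csf3r-/- cells, with 33400857 and 30408235 UMIs. Cells of a library are not replicates, so UMI counts were summed per library, or per library and class of cells, and compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With 2 libraries against 2, the smallest p-value of a two-sided exact permutation test is 0.333.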

Unsupervised clustering using Seurat methodology (Butler et al., 2018) allowed the identification of 12 clusters (Figures 5A and 5B).

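The cells were clustered with Seurat along the methods, on 30 canonical correlation components between both genotypes, after scaling to 10000 UMIs per cell, log transformation and regression of cell-cycle scores. The 1000 most variable genes of each genotype entered, without 100 genes whose expression is reported here, so that no class is defined by a gene it is then shown to express. At resolution 0.6 the 21331 cells formed 14 clusters. Each cluster was matched to the paper's clusters through the 12 genes of highest average log fold change per cluster in the part of Table S4 used here, which lacks its last rows. A match required at least 3 of a cluster's 12 markers among the 50 genes with the highest fold in the new cluster. On this basis 13 clusters were assigned to 11 classes, which carry the numbers of the paper's clusters. Classes 2 and 11 took 2 clusters each, and no cluster was assigned to class 6. Class 7 was led by stress genes such as Hspa1a, Hspa1b and Hsph1. The last cluster held 283 cells, was led by H2-Aa, Apoe, Cd79a and C1qa, and stayed unnamed. The clustering gave 10 clusters at resolution 0.4 and 19 at resolution 1.0, the alternative that moved the number most. No doublets were removed, and the methods name no step against them; Scrublet marked only 4 cells, all in Csf3r+/+ library 1, and was taken not to have worked.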

**Figure 5:**
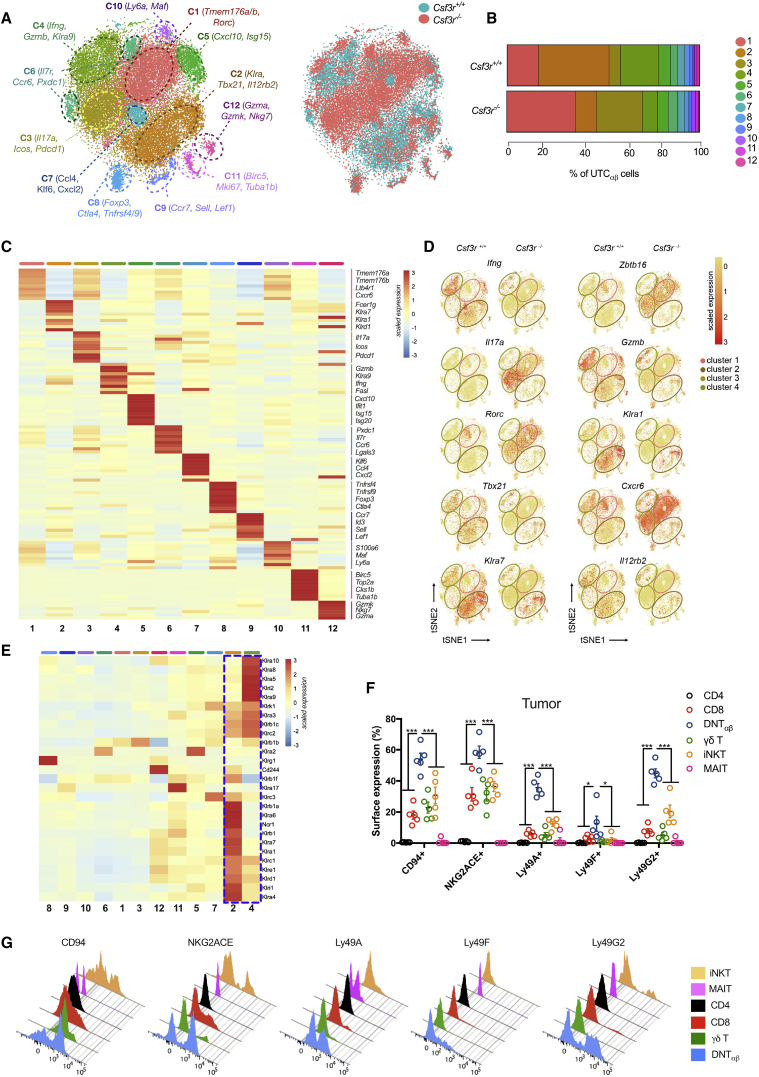
scRNA-Seq Analysis of Tumor-Infiltrating UTC_αβ_ (A) t-Distributed stochastic neighbor embedding (t-SNE) projection showing Seurat-guided unsupervised clustering and distribution of 31,623 UTC_αβ_ pooled from 2 *Csf3r*^+/+^ (14,721 cells) and 2 *Csf3r*^−/−^ (16,902 cells) sarcomas (see STAR Methods). Each point represents a single-cell colored according to cluster designation (left) or according to *Csf3r*^+/+^ and *Csf3r*^−/−^ conditions (right). (B) Bar graph showing the relative abundance of each cluster in *Csf3r*^+/+^ and *Csf3r*^−/−^ sarcomas, colored according to cluster designation. (C) Heatmap showing the top 10 differentially expressed genes in clusters 1–12. For each cluster, the average expression is plotted. Blue indicates lower expression, red indicates higher expression. Expression scale is shown on the right. (D) t-SNE projections showing the relative distribution of selected genes in *Csf3r*^+/+^ and *Csf3r*^−/−^ UTC_αβ_ cells. The position of clusters 1, 2, 3, and 4 are indicated. (E) Heatmap showing the expression of NK cell-related genes in sarcoma-infiltrating UTC_αβ_ cells. Clustering is based on their cluster-specific gene expression. A dotted blue line highlights the enrichment of NK cell-related genes in clusters 2 and 4. (F) Expression of NK cell-related molecules on *Csf3r*^+/+^ sarcoma-infiltrating T cell subsets as assessed by flow cytometry. (G) Representative histograms of the analysis shown in (F). (F) Data are mean ± SEM. ^∗∗∗^p ≤ 0.001. One-way ANOVA. See also Figures S5 and S6 and Table S4.

Each cluster was characterized by a specific gene signature, associated to distinct effector functions, biological processes, and activation states (Figures 5A and 5C; Table S4). 

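The genes kept out of the clustering were compared between classes; the paper names most of them from these same cells, so a high number is no independent evidence that the classes differ. For each of 9 classes, those that the paper describes by named genes and the others of classes 1 to 5, UMI counts summed over the class were compared with those of the other cells in the libraries with at least 20 cells of the class (edgeR, library as a block). Of 90 such genes tested, 80 were higher in at least 1 class, and DESeq2 called 77 of the same 90. Without any filter on low counts 82 of 100 were called, and with no gene kept out of the clustering 82 of 91. Of the 10694 other genes tested that were not used for the clustering either, 3139 (29.4%) were higher in at least 1 class, and 95% of 10000 random lists of these genes with like expression held 28 to 45 of 90. Leaving out 1 library lowered the number to 74 of 89 (without Csf3r+/+ library 1), 73 of 86 (without Csf3r+/+ library 2), 66 of 91 (without Csf3r-/- library 1) and 65 of 90 (without Csf3r-/- library 2).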

Clusters 1–4 represented more than 75% of total UTC_αβ_ and were differentially enriched in *Csf3r*^+/+^ and *Csf3r*^−/−^ sarcomas (Figures 5A and 5B). In particular, clusters 1 and 3 were enriched in *Csf3r*^−/−^ sarcomas (Figures 5A and 5B) and displayed pronounced expression of genes compatible with MAIT cell phenotype (e.g., *Cxcr6*, *Rorc*, *Icos*, *Zbtb16*) (Koay et al., 2016, Rahimpour et al., 2015) (Figures 5C and 5D; Table S4) and with the type 3 polarization state of Rorγt^+^ DNT_αβ_ cells (i.e., *Tmem176a-b*, *Il17a*, *Rorc)* (Figures 5C and 5D). On the other hand, clusters 2 and 4 were enriched in *Csf3r*^+/+^ sarcomas (Figures 5A and 5B) and presented high expression of effector molecules (i.e., *Gzmb*, *Ifng*, *Tbx21*) compatible with the type 1 activation state of T-bet^+^ DNT_αβ_ cells and genes related to Ly49 family (*Klra1*, *Klra7*, *Klra9*) (Figures 5C and 5D). 

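Classes 1 to 4 together held 72.4% and 71.3% of the cells of Csf3r+/+ libraries 1 and 2, and 70.2% and 69.8% of the cells of Csf3r-/- libraries 1 and 2. Over all cells the share was 70.7%, and the alternative that moved it most, resolution 0.4, gave 82.0%. Class 1 held 44.4% and 8.89% of the cells of the Csf3r+/+ libraries, a mean of 26.6% ± 25.1 (SD, n = 2), and 33.2% ± 14.1 (SD, n = 2) of the Csf3r-/- libraries. For class 2 the means were 25.7% ± 8.19 (SD, n = 2) in Csf3r+/+ and 13.5% ± 2.90 (SD, n = 2) in Csf3r-/- sarcomas. Class 3 held 5.64% ± 6.33 (SD, n = 2) and 15.3% ± 13.4 (SD, n = 2), and class 4 held 13.8% ± 9.77 (SD, n = 2) and 8.05% ± 3.41 (SD, n = 2), respectively. None of these shares passed the threshold in edgeR's quasi-likelihood test on the numbers of cells per library (adjusted p = 0.964 for each of the 4 classes, Benjamini-Hochberg). That test shared its estimate of spread across all classes, so its p-values do not measure the spread of a single class. In class 2 the difference of -12.3 percentage points was larger than the SD of either genotype. The classes did not hold the same cells in each library, by a count of markers at 1500 UMIs per cell that was chosen after the data were seen. In classes 1 and 3, 92.0% and 31.4% of the cells of Csf3r+/+ libraries 1 and 2 held more UMIs of class 1 than of class 2 markers, against 99.8% and 99.9% of those of Csf3r-/- libraries 1 and 2. In classes 2 and 4 these shares were 6.97%, 2.10%, 35.5% and 51.8%; without the marker Eif3f, that of Csf3r+/+ library 2 in classes 1 and 3 was 34.7% and that of Csf3r-/- library 2 in classes 2 and 4 was 51.4%. The class shares therefore do not give the shares of cells with these markers, and comparisons of classes or within classes mix cells differently in each library. The difference in class 1, Csf3r-/- minus Csf3r+/+, was 6.57 percentage points, and it turned to -11.2 without Csf3r+/+ library 2 and to -3.43 without Csf3r-/- library 1. That in class 4 was -5.79 percentage points, and 1.11 without Csf3r+/+ library 2. Without the genes that differ between the genotypes within a class, the clustering gave no class 3, and class 4 held 28.7% and 27.5% of the pooled Csf3r+/+ and Csf3r-/- cells in place of 16.5% and 8.37%. The classes are thus other ones there, and these genes were chosen by the genotypes, so that setting does not test the differences. The difference in class 2, -12.3 percentage points, became -6.46 without Csf3r+/+ library 2, and that in class 3, 9.64, became 0.194 without Csf3r-/- library 2.

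**Figure D1:**
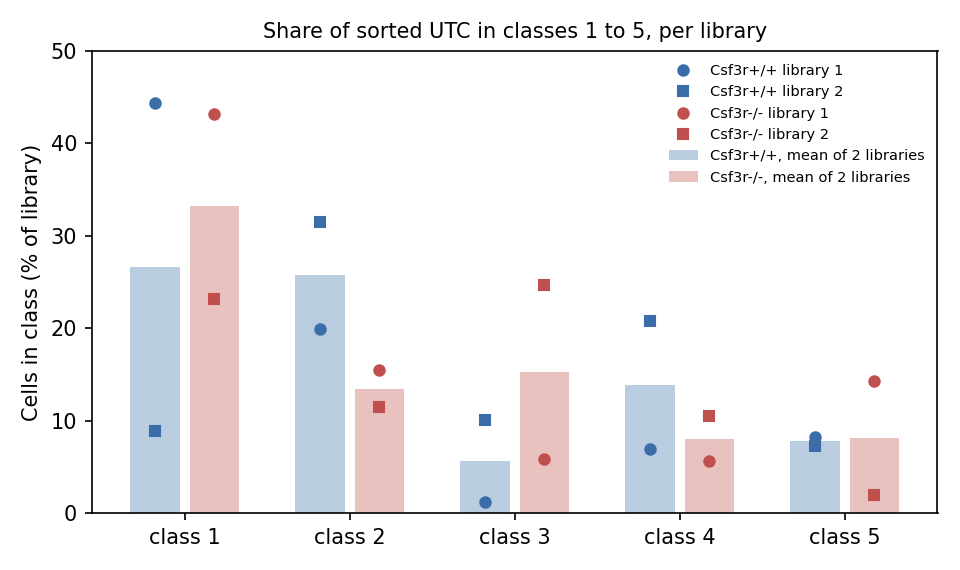
Share of cells (percent, vertical axis) in classes 1 to 5 in each library. Bars give the mean of the 2 libraries of a genotype, circles library 1 and squares library 2. In class 1 the Csf3r+/+ libraries sit at 44.4% and 8.89%.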

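Together, classes 1 and 3 held 45.5% and 19.0% of the cells of Csf3r+/+ libraries 1 and 2, and 49.0% and 47.9% of those of Csf3r-/- libraries 1 and 2. The means were 32.3% ± 18.8 (SD, n = 2) and 48.5% ± 0.786 (SD, n = 2), a difference of 16.2 percentage points that was smaller than the spread between the Csf3r+/+ libraries. It was 2.93 percentage points without Csf3r+/+ library 2 and 29.5 without Csf3r+/+ library 1, and 40.9 with principal components in place of canonical correlation. Principal components do not align the genotypes, and class 1 held 0.710% and class 3 2.12% of the pooled Csf3r+/+ cells there. The Csf3r-/- cells held 21.9% and 25.1%. That setting cannot tell a difference in shares from other differences in expression between the genotypes. edgeR's quasi-likelihood test on the cells of both classes together gave an unadjusted p of 0.627, of 0.0339 without Csf3r+/+ library 1 and of 0.0180 with principal components. Expression was compared within libraries, with UMI counts summed over classes 1 and 3 and over classes 2 and 4 of each library (edgeR's quasi-likelihood test, library as a block, 10065 genes). Cxcr6 (chromosome 9 of GRCm38, 123806475 to 123811760) had 2149 ± 1113 CPM (counts scaled to the sum of their library and class; SD, n = 4 libraries) in classes 1 and 3 and 762 ± 513 CPM (SD, n = 4) in classes 2 and 4. Its log2 fold change, classes 2 and 4 over classes 1 and 3, was -1.44 (standard error 0.15, adjusted p = 0.0175). Icos (chromosome 1, 60977927 to 61000320) changed by -1.45 on the log2 scale (adjusted p = 0.0414) and Zbtb16 (chromosome 9, 48654297 to 48836222), which encodes PLZF, by -1.77 (adjusted p = 0.0244). Tmem176a and Tmem176b lie on opposite strands of chromosome 6 and overlap at their ends (48840919 to 48847071 and 48833818 to 48841496), so reads there could have been given to either gene. They had log2 fold changes of -2.34 (standard error 0.47, adjusted p = 0.0268) and -2.11 (standard error 0.44, adjusted p = 0.0281). Il17a (ENSMUSG00000025929; chromosome 1, 20730905 to 20734496) had a log2 fold change of -2.52 (standard error 0.78), which did not pass the threshold (adjusted p = 0.0707), and Csf3r-/- library 2 had 1685 CPM in classes 1 and 3, against 22.5, 46.2 and 293 CPM in the other libraries. DESeq2 called Il17a (adjusted p = 0.0192), and over the alternatives its adjusted p-value ranged from 0.0122 to 0.164. When either Csf3r-/- library was left out, none of these genes passed the threshold (adjusted p of up to 0.164) and every log2 fold change kept its sign, between -1.57 and -1.24 for Cxcr6 with each library left out in turn. By mean CPM, Tmem176a and Tmem176b were highest in class 1, Cxcr6 in class 1 (2160 CPM) and then in class 10 (2064 CPM), Icos in class 3, Zbtb16 in class 10 and Il17a in class 7.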

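Classes 2 and 4 held 26.9% and 52.3% of the cells of Csf3r+/+ libraries 1 and 2, a mean of 39.6% ± 18.0 (SD, n = 2), and 21.2% and 21.9% of those of Csf3r-/- libraries 1 and 2, a mean of 21.5% ± 0.510 (SD, n = 2). The difference of -18.0 percentage points was about the size of the spread between the Csf3r+/+ libraries, and it was -5.35 without Csf3r+/+ library 2 and -30.7 without Csf3r+/+ library 1. edgeR's quasi-likelihood test on the cells of both classes together gave an unadjusted p of 0.513, and of 0.0423 without Csf3r+/+ library 1. It was 0.687 percentage points when the genes that differ between the genotypes within a class were kept out of the clustering, which changes the classes and is no test of the difference. Between classes 2 and 4 and classes 1 and 3, edgeR called 1688 of 10065 genes (872 higher and 816 lower in classes 2 and 4), and DESeq2 1687. Without Csf3r+/+ library 2 the number was 2214, without Csf3r+/+ library 1 it was 282, and without either Csf3r-/- library it was 0 (2259 and 2351 genes at an unadjusted p under 0.05). Of 27 genes that the paper names and that are reported here for these classes, 19 passed over all genes tested and 26 when adjusted over the list alone; the study picked these genes on the same samples, so that the second number is not independent evidence. Gzmb (ENSMUSG00000015437; chromosome 14, 56258838 to 56262260), which encodes granzyme B, had 1044 ± 414 CPM (SD, n = 4) in classes 2 and 4 and 244 ± 271 CPM (SD, n = 4) in classes 1 and 3, a log2 fold change of 2.84 (standard error 0.51, adjusted p = 0.0249). Ifng (ENSMUSG00000055170; chromosome 10, 118441046 to 118445892) had 221 ± 116 and 64.2 ± 82.1 CPM (SD, n = 4), a log2 fold change of 2.63 (standard error 0.49, adjusted p = 0.0257). Tbx21 (ENSMUSG00000001444; chromosome 11, 97098071 to 97115331), which encodes T-bet, had 52.5 ± 12.5 and 14.7 ± 18.5 CPM (SD, n = 4), and its log2 fold change of 2.55 (standard error 0.71) did not pass the threshold (adjusted p = 0.0536). DESeq2 called Tbx21 (adjusted p = 0.00677; 0.00423 to 0.176 over the alternatives), and in class 4 alone it was higher than in the other cells (log2 fold change 1.63, standard error 0.27, adjusted p = 0.00154). The Ly49 genes Klra1 (ENSMUSG00000079853; chromosome 6, 130363917 to 130386874), Klra7 (ENSMUSG00000067599; 130218605 to 130233322) and Klra9 (ENSMUSG00000033024; 130178675 to 130193112) are near-identical copies, and reads that fit several copies could have been split or lost in counting, so their values are uncertain. Their log2 fold changes were 4.08 (standard error 0.94, adjusted p = 0.0352), 3.93 (standard error 0.99, adjusted p = 0.0418) and 3.55 (standard error 0.87, adjusted p = 0.0392). Klra1 and Klra7 had their highest mean in class 2 (519.8 and 725 CPM), with 142 and 223 CPM in class 4, while Klra9 had its highest mean in class 4 (654 CPM). Gzmb, Ifng and Tbx21 were highest in class 4 (2032, 404 and 77.1 CPM). Without Csf3r-/- library 1, without Csf3r-/- library 2 or without Csf3r+/+ library 1, neither Gzmb, Ifng nor the 3 Klra genes passed the threshold (adjusted p of up to 0.162 for Klra7), with log2 fold changes between 2.37 and 5.05. To compare shares of cells at 1 depth, each cell was thinned to 1500 UMIs, which left out 792 cells of classes 1 and 3, 215 of classes 2 and 4 and 12 of the unnamed cluster as too shallow. A Gzmb UMI was then found in 43.7% ± 13.0 (SD, n = 4) of the cells of classes 2 and 4, 13.1% ± 10.8 (SD, n = 4) of classes 1 and 3 and 27.0% of the unnamed cluster led by macrophage and B cell genes. Without thinning these shares were 52.8%, 17.1% and 41.1%, at median depths of 2399 to 3448, 1891 to 2771.5 and 3844.5 to 4589 UMIs per library. The paper calls the effector genes expressed by these clusters compatible with the type 1 activation state of T-bet+ DNTαβ cells, and genes of clusters 1 and 3 compatible with a MAIT cell phenotype and a type 3 state of DNTαβ cells.

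**Figure D2:**
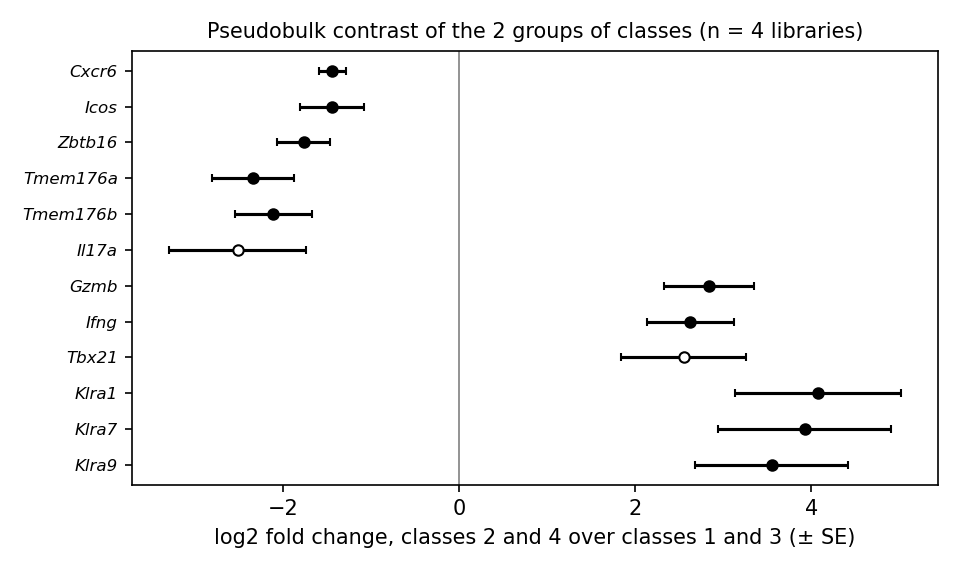
Log2 fold change of summed UMI counts, classes 2 and 4 over classes 1 and 3 (horizontal axis), for genes named in the paper (n = 4 libraries). Points give the fitted value and bars its standard error, filled where the adjusted p-value is under 0.05 and open for Il17a and Tbx21. Cxcr6 lies at -1.44 and Gzmb at 2.84.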

The relative frequencies of cell subtypes obtained through flow cytometric analysis indicated a complete quantitative overlap of Rorγt^+^ DNT_αβ_ cells with cluster 1, MAIT cells with cluster 3, and T-bet^+^ DNT_αβ_ cells with clusters 2 and 4 (Figures S5H–S5J). 

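In the single-cell data, pooled over all cells of a genotype, class 1 made up 19.7% of the Csf3r+/+ and 31.9% of the Csf3r-/- cells, and class 3 made up 7.37% and 16.5%. Classes 2 and 4 made up 28.0% and 16.5% of the Csf3r+/+ cells, 44.5% together, and 13.2% and 8.37% of the Csf3r-/- cells, 21.6% together. These pooled shares weight each library by its cells, and library 2 gave 6449 of the Csf3r+/+ and 6826 of the Csf3r-/- cells. The flow cytometry data were not analysed here.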

Cluster 5 displayed a gene signature related to iNKT cells (Table S4), in line with quantitative data from flow cytometry analysis (Figure S5K). 

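Class 5 held 8.20% and 7.29% of the cells of Csf3r+/+ libraries 1 and 2, and 14.2% and 1.89% of those of Csf3r-/- libraries 1 and 2. The means of 7.74% ± 0.646 (SD, n = 2) and 8.07% ± 8.74 (SD, n = 2) differed by 0.324 percentage points, less than the spread between the Csf3r-/- libraries (edgeR, adjusted p = 0.964). The sign of that difference turned without Csf3r+/+ library 2 (-0.133) and without Csf3r-/- library 1 (-5.85). Among the genes that define the class were the interferon-induced genes Ifi204, Rsad2, Mx1, Cmpk2, Ifit2 and Cxcl10. The receptor segments of iNKT cells (Trav11, Trav11d and Traj18) and of MAIT cells (Trav1 and Traj33) and the constant genes of the γδ receptor are not among the genes listed in the annotation used, 0 of 3, 0 of 2 and 0 of 4, so these cells could not be told apart by their receptor.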

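Csf3r (ENSMUSG00000028859; chromosome 4 of GRCm38, 126024550 to 126044440) encodes the receptor of G-CSF. In Csf3r+/+ cells it had 4 UMIs of 33400857 (exact 95% Poisson interval 1.09 to 10.2), 1 in library 1 and 3 in library 2. In Csf3r-/- cells it had 3 UMIs of 30408235 (0.619 to 8.77), 2 in library 1 and 1 in library 2, so that the count could not check the genotype labels at this depth. All 4 UMIs of the Csf3r+/+ cells lay in the unnamed cluster led by macrophage and B cell genes, which held 123 Csf3r+/+ cells. Each named class of Csf3r+/+ cells had 0 UMIs. A count of 0 in the 1834 cells of class 1 allows a share of up to 0.164% of cells with a UMI, 0 of 2598 in class 2 up to 0.115%, 0 of 685 in class 3 up to 0.438% and 0 of 1535 in class 4 up to 0.195%. In smaller classes the limit was higher, as in class 12, where 0 of 208 cells allows up to 1.44%; these limits cover counting error only. Over all deposited barcodes, without the filters, Csf3r had 13 UMIs in Csf3r+/+ and 10 in Csf3r-/- libraries.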

No expression of *Csf3r* was detected in any *Csf3r*^+/+^ UTC_αβ_ subset, thus excluding that lack of G-CSF-R signaling in UTC_αβ_ cells might impact on their polarization and function (data not shown).

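The mean log-normalized expression of each class, with the 4 libraries weighted equally, was compared between classes across 16980 genes. Spearman's rho was 0.968 between classes 1 and 3 and 0.970 between classes 2 and 4. Across these pairs it was 0.966 (classes 1 and 2, and classes 1 and 4), 0.958 (classes 3 and 2) and 0.957 (classes 3 and 4). Class 1 was nearest to class 5 (0.970), class 3 to class 1, and classes 2 and 4 to each other. In Csf3r-/- cells alone, across 15778 genes, class 1 was nearest to class 3 (0.970), with a rho of 0.956 to class 2. In Csf3r+/+ cells alone, across 15906 genes, class 1 was nearest to class 5 (0.961), followed by class 2 (0.955), and lower with class 3. Genes are not independent replicates, and no error was computed for these correlations.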

Correlation analysis performed on the whole transcriptome highlighted the existence of two main functionally distinct cluster groups (Figure S6A), which mirrored the respective composition of UTC_αβ_ subsets in *Csf3r*^+/+^ and *Csf3r*^−/−^ sarcomas. Gene set variation analysis (GSVA) performed on differentially expressed genes for each cluster showed the enrichment of IFNγ signaling and IL-12 signaling mediated by STAT4 in clusters enriched in *Csf3r*^+/+^ sarcomas (clusters 2 and 4) (Figure S6B), in line with data obtained by flow cytometry (Figure 3). Accordingly, *Il12rb2* expression was mainly confined to clusters 2 and 4 (Figure 5D), confirming their higher sensitivity to IL-12. These clusters were also characterized by enrichment in gene signatures associated with innate-like T cell activation and cytotoxic activity (e.g., DAP12 signaling, TRAIL signaling, FasL signaling, and T cytotoxic pathways) (Figure S6B).

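Il12rb2 (ENSMUSG00000018341; chromosome 6 of GRCm38, 67291318 to 67376188), which encodes a chain of the IL-12 receptor, was detected at low levels. Its mean was 45.4 ± 15.4 CPM (SD, n = 4 libraries) in class 4 and 19.1 ± 4.66 CPM (SD, n = 4) in class 2, followed by 16.2 CPM in class 7. Against all other cells of the same libraries it was higher in class 4 (log2 fold change 2.15, standard error 0.30, adjusted p = 0.000360 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and between 1.69 and 2.93 with each library left out in turn. In class 2 the log2 fold change of 0.73 did not pass the threshold (adjusted p = 0.298), but it did without Csf3r+/+ library 2 (1.54, adjusted p = 0.00341, the lowest of the alternatives, which ranged to 0.664). Classes 2 and 4 together had 27.4 ± 9.08 CPM (SD, n = 4) and classes 1 and 3 had 9.35 ± 16.6 CPM (SD, n = 4), of which Csf3r+/+ library 2 gave 34.2 CPM and the other libraries 0.812 to 1.55 CPM. That log2 fold change was 2.59 (standard error 0.81, adjusted p = 0.0733), and 4.72 (adjusted p = 0.000500) without Csf3r+/+ library 2. DESeq2 called it with an adjusted p of 0.00155, and the adjusted p-value ranged from 0.000500 to 0.231 over the alternatives.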

**Figure S6:**
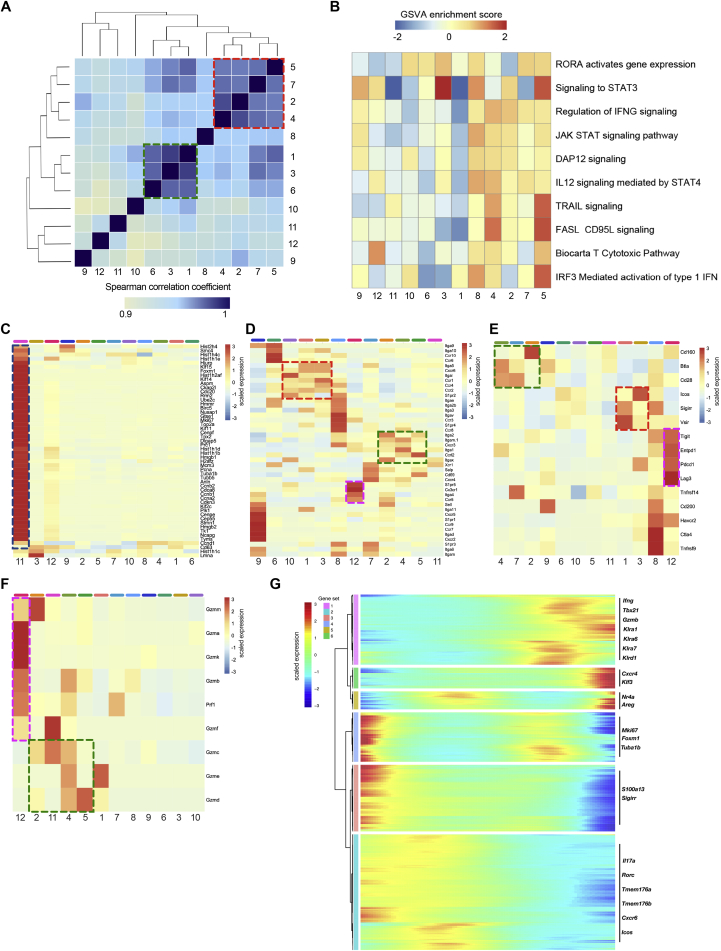
Functional Characterization of Sarcoma-Infiltrating UTC_αβ_ As Assessed by scRNA-Seq, Related to Figures 5 and 6 (A) Heatmap representing Spearman correlations among the twelve clusters identified, according to their transcriptional profiles. Green and red dashed boxes highlight the two functionally distinct cluster groups (red: type 1, abundant in *Csf3r*^+/+^ sarcomas; green: type 3, abundant in *Csf3r*^−/−^ sarcomas). (B) Heatmap showing GSVA enrichment score of selected pathways in clusters 1-12. Clusters are ordered according to their transcriptional similarity. (C-F) Heatmaps displaying expression of selected genes related to migration capacity (C), proliferation (D), checkpoint and costimulatory molecules (E) and cytolytic mediators (F). UTC_αβ_ cluster order is guided by gene expression. Green, red, blue and purple dashed boxes highlight the different functionally distinct cluster groups and are referred to in the main text. (G) Heatmap of differentially expressed genes, ordered according to their common expression variation through pseudotime (gene sets 1-6). Selected genes belonging to each gene set are highlighted on the right. (A-G) n = 2 mice per group. Scale bars showing Spearman correlation coefficient (A), GSVA enrichment score (B) or gene expression score (C-G) are provided. One experiment performed.

To better characterize the 12 identified UTC_αβ_ clusters and their functional heterogeneity, we analyzed the gene expression of molecules related to key biological pathways. In particular, we assessed the enrichment of genes related to cell proliferation (Li et al., 2019) (Figure S6C), cell migration (Zhang et al., 2018) (Figure S6D), costimulatory molecules and immune checkpoints (Śledzińska et al., 2015), and effector molecules (Guo et al., 2018) (Figures S6E and S6F). 

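Proliferation was measured with Mki67, Top2a, Birc5, Foxm1 and Cdk1, which were left out of the variable genes for clustering. No gene was removed from the cell-cycle lists whose scores had been regressed out, so these genes may have entered through the scores. The markers used to match class 11 include the cell-cycle genes Ube2c, Ccnb2 and Cdca8. High values of proliferation genes in class 11 are therefore no independent evidence. Mki67 (chromosome 7 of GRCm38, 135689784 to 135716361), which encodes the Ki-67 antigen of cycling cells, had 185 ± 31.7 CPM (SD, n = 4 libraries) in class 11, the highest mean of the 11 classes, and 71.1 ± 98.1 CPM (SD, n = 4) in class 8, the second highest. Against the other cells of the same libraries its log2 fold change in class 11 was 4.39 (standard error 0.19, adjusted p = 1.6e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Top2a (chromosome 11, 98992943 to 99024189) had 402 ± 31.7 CPM (SD, n = 4) in class 11 and 156 ± 231 CPM (SD, n = 4) in class 8, a log2 fold change of 3.89 in class 11 (standard error 0.11, adjusted p = 8.6e-19). Birc5 (chromosome 11, 117849251 to 117855743), Cdk1 (chromosome 10, 69335146 to 69352938) and Foxm1 (chromosome 6, 128362967 to 128376146) had their highest means in class 11 as well, at 437, 182 and 14.0 CPM. Their log2 fold changes were 5.43, 4.43 and 4.50 (adjusted p of at most 2.5e-09). With each library left out in turn, the 5 log2 fold changes stayed between 3.77 and 5.77 and all passed the threshold.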

Cluster 11 represented the only subset in active proliferation (Figure S6C). Clusters 1 and 3 were characterized by the expression of a specific set of immune checkpoints (i.e., *Icos*, *Sigirr*, and *Vsir*) and chemokine receptors (i.e., *Cxcr6*, *Ccr1*, and *Ccr4*). On the other hand, clusters 2 and 4 expressed several effector molecules (i.e., *Gzmb*, *Gzmd*, and *Prf1*) and a different set of chemokine receptors and costimulatory molecules, including *Cxcr3*, *Ccrl2*, and *Cd28* (Figures S6D–S6F). 

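Sigirr (chromosome 7 of GRCm38, 141091175 to 141100572) and Vsir (chromosome 10, 60346851 to 60372684), which encodes the checkpoint VISTA, were lower in classes 2 and 4 than in classes 1 and 3, without passing the threshold. Sigirr had 67.2 ± 11.9 CPM (SD, n = 4 libraries) in classes 1 and 3 and 51.2 ± 5.30 CPM (SD, n = 4) in classes 2 and 4, a log2 fold change of -0.24 (standard error 0.07, adjusted p = 0.0598 from edgeR's quasi-likelihood test). It was called only in the classes built with no gene left out (adjusted p = 0.0426, range over the alternatives 0.0426 to 0.208). For Vsir the means were 254 ± 118 and 138 ± 34.9 CPM (SD, n = 4), a log2 fold change of -0.63 (standard error 0.18, adjusted p = 0.0586). DESeq2 called Vsir with an adjusted p of 0.0169 (0.0138 to 0.178 over the alternatives). Ccr1 (chromosome 9, 123962124 to 123968692) and Ccr4 (chromosome 9, 114490316 to 114504916) passed it, with log2 fold changes of -1.69 (standard error 0.30, adjusted p = 0.0245) and -1.61 (standard error 0.31, adjusted p = 0.0261). Their means in classes 1 and 3 were 40.8 ± 43.5 and 29.2 ± 17.6 CPM (SD, n = 4), and those in classes 2 and 4 were 12.5 ± 15.1 and 9.18 ± 8.94 CPM (SD, n = 4). Both lost the call without either Csf3r-/- library (adjusted p of up to 0.134), at log2 fold changes between -2.01 and -1.30. Among single classes, Ccr1 was highest in class 10 (48.2 CPM), with 3 classes above class 1, and Ccr4 and Sigirr were highest in class 3 (43.7 CPM) and class 1 (72.5 CPM).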

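Prf1 (chromosome 10 of GRCm38, 61297833 to 61304680), which encodes perforin, had 10.4 ± 3.79 CPM (SD, n = 4 libraries) in classes 2 and 4 and 5.00 ± 2.17 CPM (SD, n = 4) in classes 1 and 3. The log2 fold change of 1.11 (standard error 0.34) did not pass the threshold (adjusted p = 0.0705 from edgeR's quasi-likelihood test). It did with no filter on low counts (0.0272), with no gene left out of the clustering (0.0271) and without Csf3r+/+ library 2 (0.0384), and the adjusted p ranged up to 0.240. Gzmd (chromosome 14, 56129556 to 56132608) had 21 UMIs in all cells, 19 of them in classes 2 and 4 and all in Csf3r+/+ library 1, too few for a test. Cxcr3 (chromosome X, 101731535 to 101734269) had 228 ± 102 CPM (SD, n = 4) in classes 2 and 4 and 59.6 ± 59.6 CPM (SD, n = 4) in classes 1 and 3, a log2 fold change of 2.63 (standard error 0.65, adjusted p = 0.0401). Cd28 (chromosome 1, 60716800 to 60773359) had 242 ± 63.8 and 107 ± 62.3 CPM (SD, n = 4), a log2 fold change of 1.45 (standard error 0.27, adjusted p = 0.0257), with its highest mean in class 4 (387 CPM) and the eighth highest in class 2. Cxcr3 and Cd28 did not pass without Csf3r+/+ library 1 or without either Csf3r-/- library (adjusted p of up to 0.156), and their log2 fold changes stayed above 1.16. Ccrl2 (chromosome 9, 111054486 to 111057519) had 103 ± 35.8 and 82.4 ± 61.7 CPM (SD, n = 4), and its log2 fold change of 0.65 (standard error 0.23) did not pass (adjusted p = 0.106; 0.0169 without Csf3r+/+ library 2, and 0.0169 to 0.296 over the alternatives). By single class, Ccrl2 was highest in class 5 (277 CPM), Prf1 in class 8 (21.6 CPM) and Cxcr3 in class 8 (298 CPM).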

Among the other UTC_αβ_ subsets, cluster 12 expressed genes related to functionally active, terminally differentiated T cells (i.e., *Gzmk*, *Gzma*, *S1pr5*, *Cx3cr1*, and *Pdcd1*) (Figures S6D–S6F), while cluster 9 was characterized by the expression of migratory molecules typical of naive T cells such as *S1pr1*, *Ccr7*, and *Sell* (Figure S6D).

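Class 12 was compared with the other cells in 3 libraries, since it held only 18 cells in Csf3r+/+ library 2. Gzmk (chromosome 13 of GRCm38, 113171608 to 113225908) and Gzma (chromosome 13, 113093825 to 113100981) had their highest means of the 11 classes there, 233 ± 113 and 435 ± 409 CPM (SD, n = 4 libraries). Their log2 fold changes were 5.53 (standard error 0.20) and 3.77 (standard error 0.18). The adjusted p-values were 1.97e-165 and 8.49e-91 from edgeR's quasi-likelihood test, and at most 0.00120 and 0.00299 under the alternatives. P-values this small from 3 libraries rest on a spread that edgeR shared across genes. They do not measure the spread of each gene between mice. Pdcd1 (chromosome 1, 94038305 to 94052553), which encodes PD-1, was also highest in class 12 (363 ± 215 CPM; SD, n = 4), with a log2 fold change of 2.35 (standard error 0.17, adjusted p = 2.1e-41). It was not called by DESeq2 (adjusted p = 0.111) or in classes built with no gene left out (log2 fold change 0.80, adjusted p = 0.270, the highest of the alternatives; the lowest was 8.3e-42). Cx3cr1 (chromosome 9, 119901616 to 120069879) had 54 UMIs in all, 6 of them in class 12 and 24 in class 2, and its log2 fold change of 0.90 (standard error 0.83, adjusted p = 0.678) turned to -1.44 without Csf3r+/+ library 1. Its mean was highest in class 12 (2.43 CPM), followed by class 2 (1.82 CPM). S1pr5 (chromosome 9, 21242912 to 21248443) had 14 UMIs in all and 0 in class 12, where a difference was not detectable at this depth. In class 9, Ccr7 (chromosome 11, 99144196 to 99155077) had 308 ± 192 CPM (SD, n = 4), the highest mean of the classes, and a log2 fold change of 2.81 (standard error 0.19, adjusted p = 4.0e-15). S1pr1 (chromosome 3, 115710433 to 115715072) had 31.5 ± 7.14 CPM (SD, n = 4) in class 9, with a log2 fold change of -0.61 (standard error 0.24, adjusted p = 0.0968), and 60.3 CPM in class 7, its highest mean.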

Importantly, clusters 2 and 4 showed a specific enrichment of NK cell-related genes, in particular those included in the Ly49 (*Klra*) and NKG2 (*Klrc*) receptor families (Figure 5E). 

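The NK cell receptor genes lie together on chromosome 6 of GRCm38. Klrd1 (129591782 to 129598775), which encodes CD94, had 764 ± 262 CPM (SD, n = 4 libraries) in classes 2 and 4 and 175 ± 265 CPM (SD, n = 4) in classes 1 and 3, a log2 fold change of 3.76 (standard error 0.88, adjusted p = 0.0355 from edgeR's quasi-likelihood test). Of the NKG2 genes, Klrc1 (129666015 to 129678973) had 168 ± 87.0 and 60.8 ± 99.8 CPM (SD, n = 4), a log2 fold change of 2.98 (standard error 0.70, adjusted p = 0.0365). Klrc2 (129647496 to 129660689) had 127 ± 32.6 and 38.5 ± 65.1 CPM (SD, n = 4), a log2 fold change of 3.27 (standard error 0.84, adjusted p = 0.0441). Of the further Ly49 genes, Klra6 (130013033 to 130026954) had 126 ± 55.8 and 25.8 ± 41.1 CPM (SD, n = 4), a log2 fold change of 3.57 (standard error 0.90, adjusted p = 0.0418). Reads of the Klra and Klrc copies may have been exchanged between members of each family, so that their separate values are uncertain. Klrd1 was highest in class 2 (834 CPM), then in class 4 (570 CPM) and class 12 (453 CPM). Klrc1 was highest in class 12 (211 CPM), followed by class 2 (177 CPM), Klrc2 in class 4 (148 CPM), and Klra6 in class 2 (167 CPM), with class 4 the lowest of the 11 classes. None of the 4 genes passed the threshold without Csf3r+/+ library 1 or without either Csf3r-/- library (adjusted p of up to 0.163), and their log2 fold changes lay between 2.45 and 4.96.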

We validated these findings by flow cytometry on sarcoma-infiltrating *Csf3r*^+/+^ T cells (Figures 5F and 5G).

Indeed, tumor-associated DNT_αβ_ cells displayed a unique set of Ly49 molecules (Figures 5F and 5G) and expressed higher levels of CD94 and NKG2ACE compared to any other T cell subset (Figures 5F and 5G).

A Monocle-guided transcriptional trajectory identified five different functional states ordered along an artificial pseudotime, in which the 12 UTC_αβ_ clusters were differentially distributed (Figures 6A and 6B). The trajectory was defined by a gene set that included molecules related to T cell polarization (i.e., *Tbx21* and *Rorc*), effector functions (i.e., *Gzmb*, *Ifng*, and *Il17a*), and activation state (i.e., *Nr4a1*,*3*) (Figure S6G; Table S5). 

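Monocle was not run here; in its place the 21331 cells were ordered by the first component of a diffusion map, built from the 30 canonical correlation components and the 30 nearest neighbours of each cell, without the genes reported here. The component was turned so that the median cell of classes 2 and 4 ranks above that of classes 1 and 3. Cells were split into 5 equal parts along it, and UMI counts were summed per library and part. From the first to the last part, Nr4a3 went from 31.4 to 42.9 CPM (means of 4 libraries), higher in 4 of 4 libraries. Tbx21 went from 31.8 to 29.2 CPM and Il17a from 337 to 326 CPM, each higher in 1 of 4 libraries. Gzmb went from 771 to 615 CPM, Ifng from 179 to 128 CPM and Nr4a1 from 187 to 185 CPM, each higher in 2 of 4 libraries. With principal components in place of canonical correlation, Il17a fell from 804 to 16.4 CPM, in 4 of 4 libraries. Tbx21 rose from 0.503 to 50.3 CPM, Gzmb from 35.6 to 387 and Ifng from 9.10 to 244, each in 4 of 4. Nr4a1 fell from 347 to 203 CPM (lower in 3 of 4), and Nr4a3 was higher in 2 libraries and lower in 1. With no gene left out of the clustering, Nr4a3 rose in 4 of 4 libraries and Il17a, from 267 to 317 CPM, in 3 of 4. The means of Tbx21, Gzmb, Ifng and Nr4a1 fell there, in 3, 2, 3 and 3 of 4 libraries.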

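Along the first diffusion component, the median cell of classes 2 and 4 lay at 52.8% ± 15.1 of all ranks (SD, n = 4 libraries) and that of classes 1 and 3 at 40.4% ± 17.1 (SD, n = 4). The difference of 12.4 percentage points was positive in 4 of 4 libraries, after the component had been turned to make it positive over all cells, and it fell between 7.20 and 15.8 with each library left out. Of the named classes, class 5 lay lowest (4.10%) and class 8 highest (91.8%), and the unnamed cluster led by macrophage and B cell genes lay beyond class 8, at 99.3%, with class 1 at 38.1%, class 4 at 39.7%, class 3 at 46.3% and class 2 at 59.7%. With principal components in place of canonical correlation, classes 2 and 4 lay at 70.3% and classes 1 and 3 at 39.0%, with class 1 (38.1%) and class 2 (72.9%) at the ends. That order also followed the libraries, since class 1 lay at 73.5% in Csf3r+/+ library 2 and at 14.8% in Csf3r-/- library 2. With no gene left out of the clustering the difference was 3.77 percentage points, and in Csf3r+/+ library 1 the order turned.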

Interestingly, type 3 polarized cells (clusters 1 and 3) and type 1 polarized cells (clusters 2 and 4) were positioned at the opposite ends of the trajectory and represent the extremes in a spectrum of functional states (Figures 6A and S6G; Table S5). Importantly, the expression of several *Klra* genes was dynamically regulated during the trajectory and was higher in state 5 (Figures 6C and S6G). 

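Among the near-identical Klra genes, whose separate counts are uncertain, Klra7 had 243, 268, 327, 406 and 318 CPM (means of 4 libraries) in the 5 parts of the first diffusion component, and the last exceeded the first in 4 of 4 libraries. Klra1 went from 176 to 230 CPM between the first and the last part (higher in 3 of 4 libraries) and Klra6 from 49.9 to 67.3 CPM (4 of 4). Klrd1 went from 345 to 428 CPM (4 of 4). With no gene left out of the clustering the means fell, for Klra1 from 241 to 163 CPM (lower in 3 of 4 libraries), but for Klra7, from 319 to 248 CPM, in only 2 of 4. With principal components the rise was from 5.65 to 604 CPM for Klra7, from 2.02 to 345 CPM for Klra1 and from 0.843 to 166 CPM for Klra6.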

A previously validated splenic NK cell gene signature (Crinier et al., 2018) was significantly enriched in cells pertaining to state 5 (clusters 2 and 4), thus confirming their innate-like phenotype (Figure 6D). Notably, splenic DNT_αβ_ cells from untreated mice showed an array of receptors analogous to that observed in tumor-infiltrating DNT_αβ_ cells (Figures 6E and 6F), suggesting that the spleen might represent a Ly49^+^ DNT_αβ_ cell reservoir. Thus, these results provide insight into the diversity of tumor-associated UTC_αβ_ at a single-cell level and highlight a subset of Ly49R-expressing UTC_αβ_ (i.e., DNT_αβ_ in clusters 2 and 4) with type 1 polarization and potential antitumor activity.

**Figure 6:**
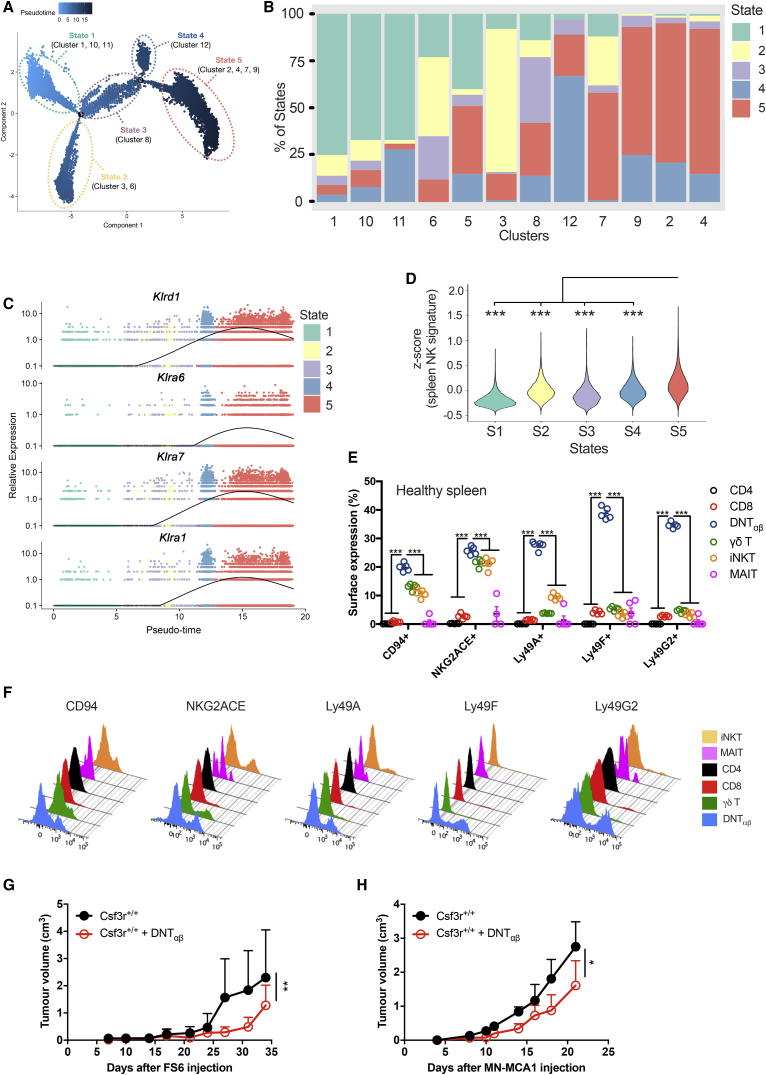
Ly49^+^ DNT_αβ_ Cells Display an Innate-like Phenotype and Antitumor Activity *In Vivo* (A) Monocle-guided cell trajectory orders five transcriptional states along an artificial pseudotime. Pseudotime is shown colored in a gradient from light to dark blue. (B) Analysis of UTC_αβ_ distribution along the transcriptional states described in (A). Bar graphs represent the frequency of cells belonging to each cluster in the five states. Clusters are ordered according to their calculated pseudotime mean score (from low to high pseudotime). (C) Representation of *Klra* gene expression plotted as a function of pseudotime. (D) Violin plots showing the enrichment of a splenic NK cell gene signature described in (Crinier et al., 2018) in the five transcriptional states identified by Monocle analysis. Mean *Z* score was calculated for each cell. Statistical significance was calculated comparing state 5 with every other state. (E) Expression of NK cell-related molecules on splenic *Csf3r*^+/+^ T cell subsets isolated from untreated mice, assessed by flow cytometry. (F) Representative histograms of the analysis shown in (D). (G and H) *In vivo* cotransfer assay was performed with sorted DNT_αβ_ cotransferred with two sarcoma cell lines. 10^5^ DNT_αβ_ were co-injected (subcutaneously [s.c.]) with either 2 × 10^6^ FS6 cells (G) or 5 × 10^5^ MN-MCA1 cells (H). (E) Data are mean ± SEM or (G and H) mean ± SD. ^∗^p ≤ 0.05, ^∗∗^p ≤ 0.01, ^∗∗∗^p ≤ 0.001. (D and E) One-way ANOVA. (G and H) Friedman test with Dunn’s multiple comparison test. See also Figure S5, Figure S6, Figure S7.

In an effort to obtain an indication as to the actual antitumor potential of DNT_αβ_ cells, we conducted an *in vivo* cotransfer model in two transplantable murine sarcoma models (MN-MCA1 and FS6) (Bonavita et al., 2015). At low DNT_αβ_/tumor cell ratios (1:5 and 1:20), DNT_αβ_ cells significantly reduced tumor growth (Figure 6G and 6H). Thus, DNT_αβ_ cells can indeed mediate antitumor resistance *in vivo*.

### Neutrophil Infiltration Is Associated with Better Prognosis and Type 1 Immunity in Selected Human Tumors

The results reported above identify a novel neutrophil-orchestrated pathway of effective type 1 immunity against sarcomagenesis. It was therefore important to explore its significance in human disease. Human soft tissue sarcomas (STS) are a heterogeneous and complex set of neoplasias in terms of genetic abnormalities and clinical behavior, responsible for ∼5,000 deaths per year in the United States (American Cancer Society, 2017, Taylor et al., 2011). We interrogated the RNA-seq The Cancer Genome Atlas (TCGA) database and found that in undifferentiated UPS a type 1 immune response gene signature and *IFN*□ were associated with favorable outcome (Figures 7A and 7B; Table S6). Moreover, *CSF3R* expression was also associated with better outcome in terms of overall survival in UPS patients (Figure 7C). Using a previously validated neutrophil-specific gene signature (Bindea et al., 2013, Chao et al., 2016) (31 genes, listed in Table S6), UPS patients were divided into TAN^high^ and TAN^low^ subgroups. The resulting Kaplan-Meier curve showed that patients with TAN^high^ tumor biopsies at diagnosis had a significant survival advantage compared to TAN^low^ patients and a trend was observed for recurrence-free survival (hazard ratio [HR] 0.28; 95% confidence interval [CI] 0.07–1.16) (Figures 7D and S7A). Interestingly, high *CSF3R* expression was associated with a type 1 immunity signature and with *IFNG* expression (Figures 7E and 7F). No association was observed between *CSF3R*, neutrophil signature, *IFNG*, or type 1 immune signature and outcome in other sarcomas (i.e., dedifferentiated liposarcoma, leiomyosarcoma and myxofibrosarcoma) (Figures S7B–S7M). TAN infiltration in human UPS tumor specimens was validated by immunohistochemistry for CD66b in a separate cohort of 19 UPS patients followed at Humanitas Clinical and Research Center (Figure 7G; Table S7). The mean number of neutrophil infiltration ranged from 1 to 17 cells per field (Figure 7G). Recurrence-free survival was higher in CD66b^high^ UPS patients (Figure 7H). Interestingly UPS, which accounts for 14% of total STS (Brennan et al., 2014), has been suggested to be the counterpart of 3-MCA-induced sarcomas (Katenkamp et al., 1988, Li et al., 2010).

**Figure 7:**
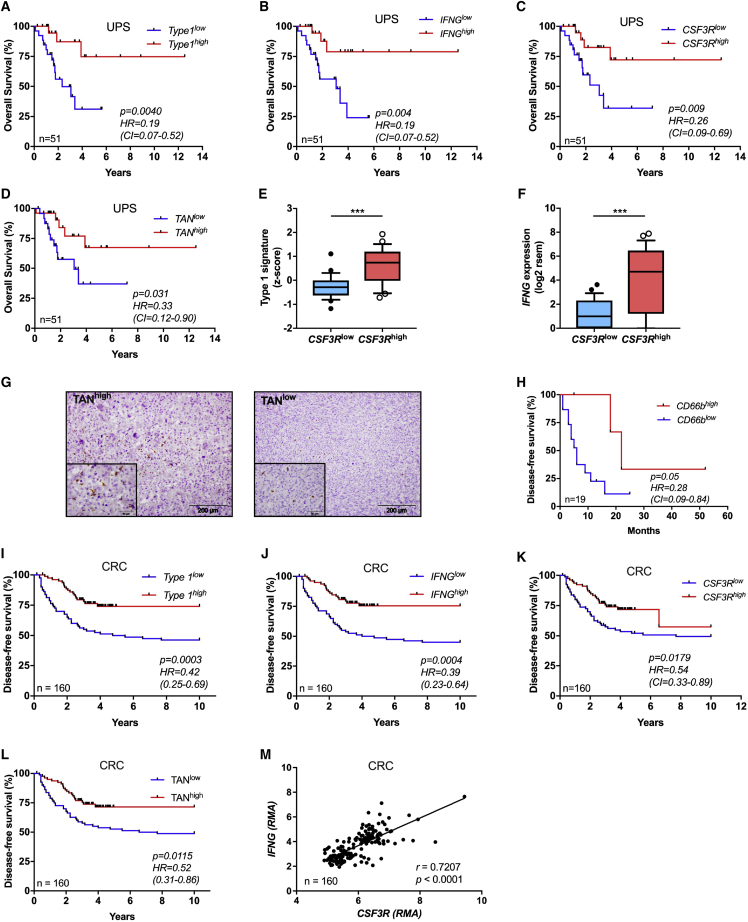
Neutrophils Are Associated With Better Prognosis and Type 1 Immune Response in Human Undifferentiated UPS and Colorectal Cancer (A) Kaplan-Meier survival curve of UPS patients from TCGA cohort with respect to high or low expression of 12 genes related to type 1 signature within tumor specimens. (B) Kaplan-Meier survival curve of UPS patients from TCGA cohort with high or low expression of *IFNG* within tumor specimens. (C and D) Kaplan-Meier survival curves of UPS patients from TCGA cohort with high or low expression of *CSF3R* (C) or TAN gene signature (31 genes) (D) within tumor specimens. (E and F) Relative expression of type 1 gene signature (E) and *IFNG* (F) in tumor samples of UPS patients from TCGA cohort. Patients were divided in two groups according to their high or low expression of *CSF3R*. (G) Example of high and low neutrophil infiltration in human UPS assessed by histological analysis of paraffin-embedded UPS sarcoma samples from Humanitas Clinical and Research Center stained with anti-CD66b antibody. (H) Kaplan-Meier curve shows recurrence-free survival for UPS patients from Humanitas Clinical and Research Center presenting a high or low TAN infiltration (CD66b^high^ and CD66b^low^ assessed by immunohistochemistry). (I–L) Kaplan-Meier survival curves of CRC patients stratified according to their type 1 gene signature (I), *IFNG* (J), *CSF3R* (K), or neutrophil gene signature expression. (M) Pearson correlation between *CSF3R* and *IFNG* expression in CRC patients. Gene expression is reported as robust multi-array average (RMA). (A–D and H–M) Numbers depicted in each graph represent the total number of patients analyzed. (E and F) Boxes: 25–75 range; whiskers: 10–90 range. (E and F) ^∗∗∗^p ≤ 0.001. (A–D and H–L) log-rank (Mantel-Cox) test. (E and F) Two-tailed Mann-Whitney U-test; HR, hazard ratio; CI, 95% confidence interval. (M) Pearson correlation. See also Figure S7 and Tables S6 and S7.

**Figure S7:**
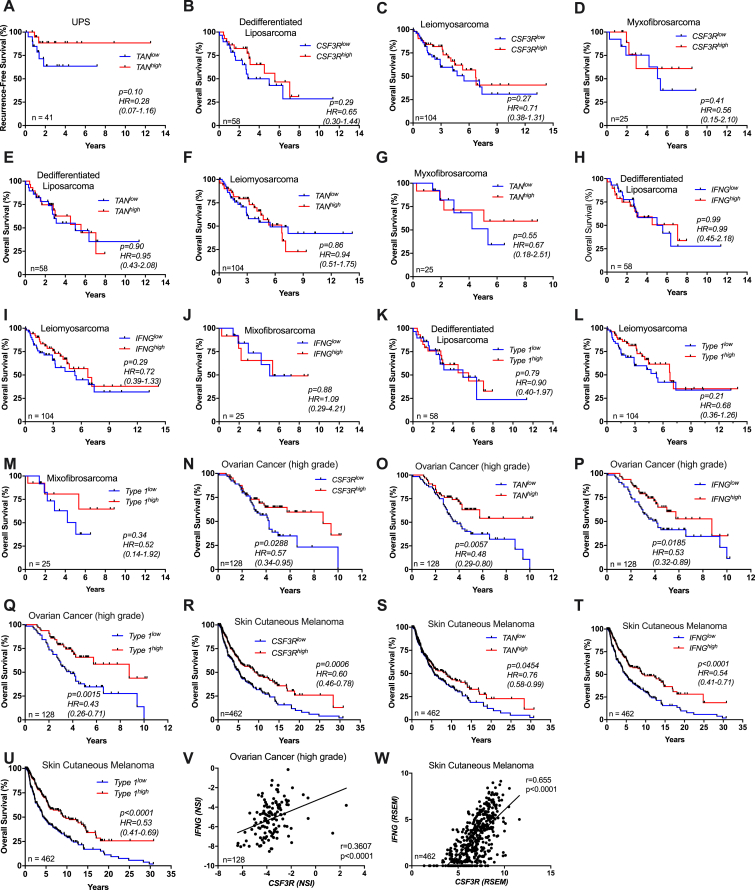
Clinical Significance of TAN Infiltration and Type 1 Immune Response in Soft Tissue Sarcoma Subtypes and Selected Human Tumors, Related to Figure 7 (A) Kaplan-Meier curve of recurrence-free survival in UPS patients from TCGA cohort. (B-M) Kaplan-Meier overall survival curves of patients from TCGA cohort with dedifferentiated liposarcoma, leiomyosarcoma and myxofibrosarcoma with high or low expression of (B-D) *CSF3R*, (E-G) TAN gene signature (31 genes), (H-J) *IFNG* and (K-M) 12 genes related to type 1 immune response within tumor specimens. (N-U) Kaplan-Meier survival curves of patients of ovarian cancer (N-Q) and skin cutaneous melanoma (R-U) with high or low expression of *CSF3R*, TAN gene signature, *IFNG* and type 1 immune gene signature within tumor specimens. (V-W) Pearson correlation between *CSF3R* and *IFNG* expression in ovarian cancer and melanoma patients. Gene expression is reported as NSI or as RSEM, respectively (see Methods). Gene lists used for type 1 immune response and neutrophil signatures are shown in Table S6. (A-W) Numbers depicted in each graph represent the total number of patients analyzed. (A-U) *p* and HR, Hazard Ratio (95% CI ratio) were calculated with log-rank (Mantel-Cox) test. (V-W) Pearson correlation.

We extended our analysis to other human cancer datasets and found a significantly positive correlation between the neutrophilic infiltrate, *IFNG* expression, a type 1 immune response gene signature and better prognosis in colorectal cancer (CRC) (Figures 7I–7L). Moreover, *CSF3R* was positively correlated with *IFNG* expression (Figure 7M), suggesting that the neutrophil-IFNγ axis might be relevant in selected human tumors. Interestingly, high neutrophil infiltration assessed by immunohistochemistry has previously been associated with better outcome in CRC in five independent reports (Berry et al., 2017, Bindea et al., 2013, Galdiero et al., 2016, Governa et al., 2017, Wikberg et al., 2017). These results suggest that, mirroring findings in 3-MCA carcinogenesis, a neutrophil-type 1 immunity axis may play a role in resistance against selected human tumors (Figures 7 and S7N–S7W), in particular UPS and CRC.

## Discussion

Evidence based on antibody-mediated depletion and on clinical associations suggests that neutrophils can exert a dual influence on carcinogenesis, progression to metastasis and response to therapy (Coffelt et al., 2016, Engblom et al., 2017, Fridlender et al., 2009, Galdiero et al., 2016, Granot et al., 2011, Massara et al., 2018, Wculek and Malanchi, 2015). Here, we provide unequivocal genetic evidence based on *Csf3r* deficiency, supported by antibody-dependent depletion and adoptive cell transfer, that neutrophils are essential for mounting an effective type 1 IFNγ-dependent immune response, which restrains 3-MCA sarcomagenesis.

T cells and IFNγ have long been known to mediate resistance against 3-MCA-driven carcinogenesis (Kaplan et al., 1998, Koebel et al., 2007, Shankaran et al., 2001). Here, we report that neutrophil deficiency was associated with a selective functional skewing of UTC_αβ_ cells with no discernable impact on the polarization state of other T cell subsets. It remains unclear whether the enhanced carcinogenesis observed in *Csf3r*^−/−^ neutrophil-deficient mice is only a reflection of defective IFNγ production, increased skewing to a type 3 IL-17 response, or a combination of the two. The discovery of a neutrophil/UTC_αβ_ axis, relevant to the control of mesenchymal carcinogenesis, raises the general issue of the relevance of innate-like UTC_αβ_ cells in cancer.

The neutrophil-dependent pathway of resistance to sarcoma induction by 3-MCA involved IL-12 produced by macrophages. In an *in vitro* coculture model, neutrophils dramatically amplified macrophage-derived IL-12 release, which was sufficient to trigger IFNγ production by UTC_αβ_ but not by CD4^+^ or CD8^+^ T cells. This finding is reminiscent of a previously reported innate lymphoid cell subset, characterized by a unique capacity to produce IFNγ in response to IL-12 (Fuchs et al., 2013). Thus, in 3-MCA sarcomagenesis a tripartite interaction involving neutrophils, macrophages, and UTC_αβ_ is an essential component of type 1 immune resistance.

scRNA-seq analysis showed that tumor infiltrating UTC_αβ_ were highly heterogeneous. Twelve clusters were identified, and four of them represented over 75% of the total UTC_αβ_ pool. These clusters included cells with molecular signatures of MAIT cells. *Csf3r* deficiency was associated with selective depletion of DNT_αβ_ cells belonging to clusters 2 and 4, characterized by a gene expression repertoire indicative of antitumor effector function. These cells expressed several NK cell-related molecules, such as Ly49 inhibitory receptors as well as CD94/NKG2A inhibitory complex. Ly49^+^ DNT_αβ_ cells were present in the spleen of untreated mice and were able to mediate antitumor activity *in vivo* suggesting that the spleen might represent a reservoir of Ly49^+^ DNT_αβ_ cells endowed with antitumor potential. 

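In the single-cell data, Pdcd1 had 52.0 ± 66.2 CPM (SD, n = 4 libraries) in classes 2 and 4 and 136 ± 171 CPM (SD, n = 4) in classes 1 and 3, a log2 fold change of -1.23 (standard error 0.32, adjusted p = 0.0471 from edgeR's quasi-likelihood test). The call was lost with DESeq2 (adjusted p = 0.0524) and without Csf3r+/+ library 1 or either Csf3r-/- library (0.00690 to 0.177 over the alternatives), and library 2 of the Csf3r-/- sarcomas had the most in both groups, 149 and 389 CPM. Of the 11 classes, classes 4 and 2 had the lowest means, 54.1 and 53.1 CPM. Ctla4 (chromosome 1 of GRCm38, 60887000 to 60915832) had 22.8 ± 19.9 CPM (SD, n = 4) in classes 2 and 4 and 43.6 ± 51.5 CPM (SD, n = 4) in classes 1 and 3, a difference that did not pass the threshold (log2 fold change -0.58, standard error 0.25, adjusted p = 0.157). Without Csf3r+/+ library 1 it did (adjusted p = 0.0439, range over the alternatives 0.0439 to 0.674). Ctla4 was highest in class 8, at 345 ± 99.3 CPM (SD, n = 4), and class 2 had the lowest mean of the 11 classes, 22.4 CPM. In class 8 its log2 fold change against the other cells was 3.19 (standard error 0.14, adjusted p = 2.7e-78 from edgeR). Csf3r+/+ library 1, with 12 cells of class 8, was not in that test. So small a p-value rests on a spread shared across genes and does not measure that of Ctla4 between mice.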

Interestingly, the targets of current checkpoint blockade therapies PD-1 and CTLA-4 were not prominently expressed by these cells. Thus, the present results suggest that in tumors in which there is evidence for a neutrophil/IFNγ resistance pathway, targeting DNT_αβ_ cell inhibitory receptors should be considered as an alternative or complementary strategy. These results highlight for the first time the presence, diversity, and antitumor potential of UTC_αβ_ in the TME and suggest that neutrophils can sustain the antitumor potential of Ly49^+^ DNT_αβ_ cells.

A type 1 immune response signature, *IFNG*, *CSF3R*, and a neutrophil signature were associated with better survival in selected human tumors, including UPS and CRC (Figures 7 and S7N–S7W). The finding of neutrophil infiltration being associated with better outcome based on *in silico* analyses of public databases was consistent with data obtained by immunohistochemistry for UPS in the present report (Figures 7G and 7H) and for CRC in five independent previous studies with large case lists (Berry et al., 2017, Bindea et al., 2013, Galdiero et al., 2016, Governa et al., 2017, Wikberg et al., 2017). These results strongly suggest that the neutrophil-dependent pathway of antitumor resistance described in 3-MCA carcinogenesis is indeed relevant in selected human tumors. This neutrophil-type 1 immunity axis may have broader significance in neoplastic and non-neoplastic conditions.

The results reported here emphasize the diversity of mechanisms of immune resistance in human tumors, even when histologically related, and call for tailoring of immunotherapy strategies and correlate biomarkers, including neutrophil-related ones, to the diversity of immune pathways. Moreover, the occurrence and significance of UTC_αβ_ in the TME may have been underestimated.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies and tetramers**		

CD103-PerCPeF710 (2E7)	eBioscience	Cat # 46103182; RRID:AB_2573704
CD11b-BV421 (M1/70)	BioLegend	Cat # 101236; RRID: AB_11203704
CD11b-BV480 (M1/70)	BD Biosciences	Cat # 5666117; RRID:AB_2739519
CD11b-BV786 (M1/70)	BioLegend	Cat # 101243; RRID:AB_2561373
CD11b-APCCy7 (M1/70)	BD Biosciences	Cat # 557657; RRID:AB_396772
CD11b-FITC (M1/70)	BioLegend	Cat # 101206; RRID:AB_312789
CD11c-PE (HL3)	BD Biosciences	Cat # 553802; RRID:AB_395061
CD11c-AlexaFluor700 (HL3)	BD Biosciences	Cat # 560583; RRID:AB_1727421
CD19-PE (1D3)	BD Biosciences	Cat # 553786; RRID:AB_395050
CD19-PerCPCy5.5 (1D3)	BD Biosciences	Cat # 551001; RRID:AB_394004
CD19-eFluor450 (1D3)	eBioscience	Cat # 48019382; RRID:AB_2734905
CD24-APCeFluor780 (M1/69)	eBioscience	Cat # 47024282; RRID:AB_10853172
CD27-APCeFluor780 (LG.7F9)	eBioscience	Cat # 47027180; RRID:AB_10854880
CD27-PECy7 (LG.7F9)	eBioscience	Cat # 25027182; RRID:AB_1724035
CD27-FITC (LG.7F9)	eBioscience	Cat # 11027185; RRID:AB_465002
CD3e-APC (145-2C11)	eBioscience	Cat # 17003182; RRID:AB_469315
CD3e-PerCP-Cy5.5 (145-2C11)	eBioscience	Cat # 45003182; RRID:AB_1107000
CD4-AlexaFluor 700 (RM4-5)	BD Biosciences	Cat # 557956; RRID:AB_396956
CD4-FITC (H129.19)	BioLegend	Cat # 130308; RRID:AB_1279237
CD45-BV605 (30-F11)	BD Biosciences	Cat # 563053; RRID:AB_2737976
CD45-BV650 (30-F11)	BD Biosciences	Cat # 563410; RRID:AB_2738189
CD45-PerCP-Cy5.5 (30-F11)	eBioscience	Cat # 45045182; RRID:AB_1107002
CD45.2-BUV805 (104)	BD Biosciences	Cat # 741957; RRID: NA
CD49a-BV711 (Ha31/8)	BD Biosciences	Cat # 564863; RRID:AB_2738987
CD49b-APC (DX5)	eBioscience	Cat # 17597182; RRID:AB_469485
CD54-PE (YN1/1.7.4)	BioLegend	Cat # 116108; RRID:AB_313699
CD62L-APC (MEL-14)	BD Biosciences	Cat # 553152; RRID:AB_398533
CD62L-BV570 (MEL-14)	BioLegend	Cat # 104433; RRID:AB_10900262
CD64-PE (X54-5/7.1)	BioLegend	Cat # 139304; RRID:AB_10612740
CD86-eFluor450 (GL-1)	eBioscience	Cat # 48086280; RRID:AB_2574030
CD8a-BV480 (53-6.7)	BD Biosciences	Cat # 566096; RRID:AB_2739566
CD8a-BV570(53-6.7)	BioLegend	Cat # 100740; RRID:AB_2563055
CD8a-PE (53-6.7)	Invitrogen	Cat # 12008182; RRID:AB_465530
CD94-BV650 (18d3)	BD Biosciences	Cat # 740551; RRID:AB_2740252
F4/80-PECy7 (BM8)	BioLegend	Cat # 123114; RRID:AB_893478
KLRG1-BV786 (2F1)	BD Biosciences	Cat # 565477; RRID:AB_2739256
Ly49A-BUV395 (A1)	BD Biosciences	Cat # 742370; RRID:AB_2740728
Ly49C-BV605 (5E6)	BD Biosciences	Cat # 744029; RRID:AB_2741939
Ly49F-BV421 (HBF-719)	BD Biosciences	Cat # 744777; RRID:AB_2742475
Ly49G2-BV480 (4D11)	BD Biosciences	Cat # 746794; RRID:AB_2741127
Ly6C-BV421 (AL21)	BD Biosciences	Cat # 562727; RRID:AB_2737748
Ly6C-FITC (AL21)	BD Biosciences	Cat # 561085; RRID:AB_10584332
Ly6G-BUV395 (1A8)	BD Biosciences	Cat # 563978; RRID:AB_2716852
Ly6G-PECF594 (1A8)	BD Biosciences	Cat # 562700; RRID:AB_2737730
MHCII-BV711 (2G9)	BD Biosciences	Cat # 743874; RRID:AB_2741825
MHCII-FITC (2G9)	BD Biosciences	Cat # 553623; RRID:AB_394958
MHCII-PerCP (M5/114.15.2)	BD Biosciences	Cat # 562363; RRID:AB_562363
NK1.1-PE (PK136)	eBioscience	Cat # 12594182; RRID:AB_466050
NK1.1-APC (PK136)	eBioscience	Cat # 17594182; RRID:AB_469479
NK1.1-BV650 (PK136)	BD Biosciences	Cat # 564143; RRID:AB_564143
NK1.1-PECF594 (PK136)	BD Biosciences	Cat # 562864; RRID:AB_2737850
NKG2A/C/E-BUV563 (18d3)	BD Biosciences	Cat # 741339; RRID:AB_741339
NKp46-BV421 (29A1.4)	BioLegend	Cat # 137612; RRID:AB_2563104
TCRβ-BV711 (H57-597)	BD Biosciences	Cat # 563135; RRID:AB_2738023
TCRγδ-BV421 (GL3)	BD Biosciences	Cat # 562892; RRID:AB_2737871
TCRγδ-PerCPeFluor710 (GL3)	eBioscience	Cat # 46571182; RRID:AB_2016707
Eomes-AlexaFluor488 (Dan11Mag)	eBioscience	Cat # 53487582; RRID:AB_10854265
IFNγ-AlexaFluor700 (XMG1.2)	BD Biosciences	Cat # 557998; RRID:AB_396979
IFNγ-BV421 (XMG1.2)	BD Biosciences	Cat # 563376; RRID:AB_2744290
PLZF-AlexaFluor647 (R17-809)	BD Biosciences	Cat # 563490; RRID:AB_563490
RORγT-PECF594 (Q31-378)	BD Biosciences	Cat # 562684; RRID:AB_2651150
Tbet-PE (O4-46)	BD Biosciences	Cat # 561268; RRID:AB_10564071
Tbet-BV780 (O4-46)	BD Biosciences	Cat # 564141; RRID:AB_2738615
αGalCer-CD1d-APC	ProImmune	Cat # E001-4B-E; RRID:NA
5-OP-RU-MR1-BV421	James McCluskey, University of Melbourne	N/A
5-OP-RU-MR1-PE	James McCluskey, University of Melbourne	N/A
Rat anti-Ly6G (1A8)	BioXCell	Cat # BP0075-1; RRID:AB_1107721
Rat anti-iFNγ (XMG1.2)	BioXCell	Cat # BE0055; RRID:AB_1107694
Rat anti-iL-12p75 (R2-9A5)	BioXCell	Cat # BE0233; RRID:AB_2687715
Rat anti-CD115 (AFS98)	BioXCell	Cat # BE0213; RRID:AB_2687699
Rat Isotype Control (2A3)	BioXCell	Cat # BE0089; RRID:AB_1107769
Rat Isotype Control (LTF-2)	BioXCell	Cat # BE0090; RRID:AB_1107780
Rat Isotype Control (HRPN)	BioXCell	Cat # BE0088; RRID:AB_1107775
Rat Anti-mouse CD31 (MEC13.3)	BD Bioscences	Cat # 553370; RRID:AB_394816
Mouse Anti-human CD66b (G10F5)	BD Bioscences	Cat # 555723; RRID:AB_396066

**Biological Samples**		

Surgical Samples from UPS patients	Humanitas Clinical&Research Hospital	N/A

**Chemicals, Peptides, and Recombinant Proteins**		

3-Methylcolanthrene	Sigma Aldrich	Cat # 213942
Recombinant mouse GM-CSF	Peprotech	Cat # 315-03
Recombinant mouse G-CSF	Peprotech	Cat # 250-05
Recombinant mouse M-CSF	Peprotech	Cat # 315-02
Recombinant mouse IFNγ	Peprotech	Cat # 315-05
Recombinant mouse IL-4	Peprotech	Cat # 214-14
Recombinant mouse IL-12	Peprotech	Cat # 210-12
Recombinant human/mouse IL18	MBL	Cat # B001-5
Proleukin, IL-2	Novartis	N/A
ODN 1826 Murine TLR9 Ligand (CpG)	InvivoGen	Cat # Tlrl-1826
cAIMP Difluor	InvivoGen	Cat # Tlrl-nacaidf
Collagenase from *Clostridium Histolyticum*	Sigma Aldrich	Cat # C5138
Liberase TM	Roche	Cat # 541119001
DNase I	Roche	Cat # 4536282001

**Critical Commercial Assays**		

Live/Dead fixable Dye Aqua Cell Dead stain kit, 405nm	Invitrogen	Cat # L34957
Live/Dead fixable Dye eFluor780	eBioscience	Cat # 65-0865-18
Foxp3 Staining Buffer Set	eBioscience	Cat # 00-5523-00
BD GolgiPlug	BD Biosciences	Cat # 555029
Cell Stimulation Cocktail	eBioscience	Cat # 00-4970-03
CD16/CD32 FcBlock (24G2)	eBioscience	Cat # 16016185
Rat Serum	eBioscience	Cat # 24555594
Click-iT EdU AlexaFluor 647 Flow Cytometry Assay Kit	Invitrogen	Cat # C10419
PrimeFlow RNA Assay Kit	Thermo Fisher	Cat # 88-18005-210
*Mus musculus Il12b* (RUO) Probe	Thermo Fisher	Cat # VB4-20451
*Mus musculus Il12a* (RUO) Probe	Thermo Fisher	Cat # VB1-12422
*Mus musculus Actb* (RUO) Probe	Thermo Fisher	Cat # VB1-10350
Chromium Single Cell 3′ Library and Gel Bead Kit v2, 4 rxns	10X Genomics	Cat # FC5120267
Chromium Single Cell A Chip Kit, 16 rxns	10X Genomics	Cat # FC51000009
NSQ500/550 Hi Output KT v2.5 (75CYS)	Illumina	Cat # 20024906
NSQ 500 hi-Output RGT CART v2 (75CYS)	Illumina	Cat # 15057934
NextSeq High Output Flow Cell v2.5	Illumina	Cat # 20022408
NextSeq 500/550 Buffer Cartridge v2	Illumina	Cat # 15057941
NextSeq Accessory Box v2	Illumina	Cat # 15058251
Neutrophil Isolation Kit, mouse	Miltenyi Biotec	Cat # 130-097-658
Pan T cell Isolation Kit II, mouse	Miltenyi Biotec	Cat # 130-095-130
CD45 (TIL) MicroBeads, mouse	Miltenyi Biotec	Cat # 130-110-618
CD4^+^/CD8^+^ (TIL) Microbeads, mouse	Miltenyi Biotec	Cat # 130-116-480
CD11b^+^ Microbeads, human and mouse	Miltenyi Biotec	Cat # 130-049-601
RNeasy MinElute Cleanup Kit	QIAGEN	Cat # 74204
Maxwell^®^ 16 LEV simplyRNA Cell Kit	Promega	Cat # AS1270
High-Capacity cDNA Reverse Transcription Kit	Applied Biosystems	Cat # 4368814
SYBR™ Green PCR Master Mix	Applied Biosystems	Cat # 4309155

**Deposited Data**		

Raw and processed bulk RNaseq data	NCBI GEO	GSE109031
Raw and processed single cell RNaseq data	NCBI GEO	GSE123508

**Experimental Models: Cell Lines**		

MN-MCA1	[Bibr bib51][Bibr bib5]	N/A
FS6	Mantovani et al.,1977	N/A

**Experimental Models: Organisms/Strains**		

*Csf3r*^−/−^	Jackson Laboratory	Cat # 017838
C57BL/6J	Jackson Laboratory	Cat # 000664

**Oligonucleotides**		

*Retnla* (*Fizz1*): forward 5′-CCC TTC TCA TCT GCA TCT CC-3′ reverse 5′-CTG GAT TGG CAA GAA GTT CC-3′	This Paper	N/A
*Chil3* (*Ym1*): forward 5′-TCT GGG TAC AAG ATC CCT GAA-3′ reverse 5′-TTT CTC CAG TGT AGC CAT CCT T-3′	This Paper	N/A
*Ccl5*: forward 5′-TGC AGA GGA CTC TGA GAC AGC-3′ reverse 5′-GAG TGG TGT CCG AGC CAT A-3′	This Paper	N/A
*Nos2*: forward 5′-GCC ACC AAC AAT GGC AAT A-3′ reverse 5′-CGT ACC GGA TGA GCT GTG AAT T-3′	This Paper	N/A
*Ccl2*: forward 5′- ATT GGG ATC ATC TTG CTG GT-3′ reverse 5′- CCT GCT GTT CAC AGT TGC C-3′	This Paper	N/A
*Arg1*: forward 5′- TTT TTC CAG CAG ACC AGC TT-3′ reverse 5′- AGA GAT TAT CGG AGC GCC TT-3′	This Paper	N/A
*Tgfb1*: forward 5′-CAA CCC AGG TCC TTC CTA AA-3′ reverse 5′- GGA GAG CCC TGG ATA CCA AC-3′	This Paper	N/A
*Il27p28*: forward 5′- AGC TCT TGA AGG CTC AGG G-3′ reverse 5′- GTG ACA GGA GAC CTT GGC TG-3′	This Paper	N/A
*Ifng*: forward 5′-TCA AGT GGC ATA GAT GTG GAA GAA-3′ reverse 5′-TGG CTC TGC AGG ATT TTC ATG-3′	This Paper	N/A
*Il10*: forward 5′-GGT TGC CAA GCC TTA TCG GA-3′ reverse 5′-ACC TGC TCC ACT GCC TTG CT-3′	This Paper	N/A
*Stab1*: forward 5′-CCC TCC TTC TGC TCT GTG TC-3′ reverse 5′- CAA ACT TGG TGT GGA TGT CG-3′	This Paper	N/A
*Mrc1*: forward 5′-TGG CAT GTC CTG GAA TGA T-3′ reverse 5′-CAG GTG TGG GCT CAG GTA GT-3′	This Paper	N/A
*Msr1*: forward 5′-TGC CCT CAT TGC TCT CTA CC-3′ reverse 5′- TTC ATT TCC CAA TTC AAA AGC TC-3′	This Paper	N/A
*Il4ra*: forward 5′- GTG GAG CCT GAA CTC GCA-3′ reverse 5′-AAG CAC GCA GAT CCA AAA TC-3′	This Paper	N/A
*Marco*: forward 5′-TTC TGT CGC ATG CTC GGT TA-3′ reverse 5′-CAG ATG TTC CCA GAG CCA CC-3′	This Paper	N/A
*Met*: forward 5′-TGT CCG ATA CTC GTC ACT GC-3′ reverse 5′-CAT TTT TAC GGA CCC AAC CA-3′	This Paper	N/A
*Il1b*: forward 5′- GGT CAA AGG TTT GGA AGC AG-3′ reverse 5′- TGT GAA ATG CCA CCT TTT GA-3′	This Paper	N/A
*Ccl3*: forward 5′- GTGGAATCTTCCGGCTGTAG-3′ reverse 5′- ACCATGACACTCTGCAACCA-3′	This Paper	N/A
*Cxcl10*: forward 5′-CCG TCA TTT TCT CCC TCA TCC-3′ reverse 5′- CCC TAT GGC TGC TTC ACT CTC A-3′	This Paper	N/A
*Il23a*: forward 5′-AGC ATT TAT GCT TCC AAA GC-3′ reverse 5′-GGA GGT CTC AAG TTC CTA CAT G-3′	This Paper	N/A
*Ccr3*: forward 5′-TGA AAC TGT GAT CTT GGG ACA-3′ reverse 5′-CAG CAT CAA CAA CAC GTT CC-3′	This Paper	N/A
*Il1r5*: forward 5′-GAT GCA TGT TTA GGC TTC CA-3′ reverse 5′-TCT TCT GCT GTC TGG AGC AA-3′	This Paper	N/A
*Il1r7*: forward 5′-AGA GTG CAG AGA GGC AAA CC-3′ reverse 5′-TGA AAC CCT CTT CCT CCA GA-3′	This Paper	N/A
*Il12rb1*: forward 5′- GCA GCC GAG TGA TGT ACA AG-3′ reverse 5′- GAG ACG CGA AAA TGA TGG AT-3	This Paper	N/A
*Il12rb2*: forward 5′- AAC ACC AGA GGA AGA GCC TG-3′ reverse 5′- CGT CAC CTG ATA GTG GAG GA-3′	This Paper	N/A
*Gapdh/GAPDH*: forward 5′-GCA AAG TGG AGA TTG TTG CCA T-3′ reverse 5′-CCT TGA CTG TGC CGT TGA ATT T-3′	This Paper	N/A

**Software and Algorithms**		

FlowJo v9.3	FlowJo	https://www.flowjo.com/solutions/flowjo/downloads
Prism v7	GraphPad	https://www.graphpad.com
FastQC (v.0.11.6)	FastQC	http://www.bioinformatics.babraham.ac.uk/projects/fastqc
STAR (v.020201)	Dobin et al., 2013	https://github.com/alexdobin/STAR
edgeR (v.3.24.1)	Robinson et al., 2010	http://bioconductor.org/packages/release/bioc/html/edgeR.html
CellRanger (v.2.1.1)	10X Genomics	https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/what-is-cell-ranger
Seurat (v.2.3.4)	Butler et al., 2018	https://satijalab.org/seurat/
Monocle (v.2.8.0)	Trapnell et al., 2014, Qiu et al., 2017	http://cole-trapnell-lab.github.io/monocle-release/

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Alberto Mantovani () or to Sebastien Jaillon ().

### Experimental Model and Subject Details

#### Animals

All mice used were on a C57BL/6J genetic background. *Csf3r*-deficient mice were purchased from the Jackson Laboratory, Bar Harbour, Maine, US. All colonies were housed and bred in the SPF animal facility of Humanitas Clinical and Research Center in individually ventilated cages. Mice were randomized based on age and weight.

Procedures involving animals handling and care were conformed to protocols approved by the Humanitas Clinical and Research Center (Rozzano, Milan, Italy) in compliance with national (D.L. N.116, G.U., suppl. 40, 18-2-1992 and N. 26, G.U. March 4, 2014) and international law and policies (EEC Council Directive 2010/63/EU, OJ L 276/33, 22-09-2010; National Institutes of Health Guide for the Care and Use of Laboratory Animals, US National Research Council, 2011). The study was approved by the Italian Ministry of Health (approvals n. 334/2013-B, issued on 27/12/2013 and n. 261/2017-PR issued on 28/03/2017). All efforts were made to minimize the number of animals used and their suffering. In most *in vivo* experiments, the investigators were unaware of the genotype of the experimental groups.

#### Carcinogen-induced sarcoma model

Male mice were injected s.c. with a single dose of 100 μg of 3-MCA (Sigma-Aldrich, St Louis, US) dissolved in corn oil and assessed for tumor development over the course of 5 months. Data are shown as tumor incidence and tumor volume according to the formula: Volume = (Dxd^2^)/2, where D = larger tumor diameter and d = smaller tumor diameter, during the entire duration of the experiment using a calliper. In neutrophil adoptive transfer experiments, tumor growth is expressed over time (days) after the first palpable tumor observation (V = 4 mm^3^). In cohousing experiments, *Csf3r*^+/+^ and *Csf3r*^−/−^ male mice were cohoused in a 1:1 ratio from birth until 8 weeks of age, and then injected with 3-MCA.

#### Depletion and blocking experiments

For neutrophil and IFNγ depletions, mice were intraperitoneally (i.p.) treated with 200 μg of specific mAbs (Rat anti-Ly6G, Clone 1A8; Rat Isotype Control Clone 2A3; Rat anti-iFNγ, Clone XMG1.2; Rat Isotype Control, Clone HRPN) on the day before 3-MCA administration, and with 100 μg twice a week for the entire duration of the experiment. In IL-12p75 depletion experiments, mice were i.p. treated with 1 mg of Rat anti-iL-12p75 (Clone R2-9A5; Rat Isotype Control, Clone LTF-2) on the day before 3-MCA administration, and with 500 μg on days +1 and +6 after 3-MCA administration. For M-CSFR blockade experiments mice were i.p. treated as previously shown (Hashimoto et al., 2011) with 1.5 mg of Rat anti-CD115 (Clone AFS98; Rat Isotype Control, Clone 2A3) on the day before 3-MCA administration, and with 300 μg twice a week after 3-MCA administration until mice reached experimental endpoint. In a second set of experiment, mice were i.p. treated with 1.5 mg on the day before 3-MCA administration and with 300 μg on days 0, +3 and +7 after 3-MCA administration. All depleting antibodies were purchased from Bioxcell (West Lebanon, US).

#### Neutrophil adoptive transfer

In a first set of experiments, 3x10^6^ MACS-enriched bone marrow neutrophils (Purity ≥ 97.5%) isolated from naive *Csf3r*^+/+^ mice were injected i.v. in *Csf3r*^−/−^ sarcoma-bearing mice, once a week, starting from the first visible observation of tumor occurrence (range 75-100 days after 3-MCA administration), until mice reached the experimental endpoint. In a second set of experiments, neutrophils were injected in *Csf3r*^−/−^ mice on day −1, 0, 1 and 9 with respect to 3-MCA administration, and mice were sacrificed on day 10.

#### Generation of Bone Marrow Chimeras

*Csf3r*-competent and -deficient mice were lethally irradiated with a total dose of 900 cGy. 2 hours later mice were injected in the retro-orbital plexus with 4x10^6^ nucleated bone marrow cells obtained by flushing of the cavity of a freshly dissected femur from wild-type or *Csf3r*-deficient donors. Recipient mice received gentamycin (0.8 mg/ml in drinking water) starting 10 days before irradiation and maintained during 2 weeks. 8 weeks after bone marrow transplantation, mice were challenged with 3-MCA.

#### Sarcoma transplantable models

FS6 and MN-MCA1 cell lines were cultured in RPMI-1640 medium supplemented with 10% Fetal Bovine Serum (FBS) 1% L-Glutammine, 1% Pen/Strept. On the day of the experiment cells were detached with Tripsin/EDTA solution (Lonza, Basel, Switzerland), washed twice in PBS^−/−^ and diluted in PBS^−/−^ before injection. Mice were anesthetized and shaved on the back, 2x10^6^ FS6 or 5x10^5^ MN-MCA1 were injected subcutaneously. In the *in vivo* cotransfer experiments cells were co-injected with FACS-sorted 1x10^5^ DNT_αβ_ cells isolated from spleen of healthy *Csf3r*^*+/+*^ mice.

#### Undifferentiated pleomorphic sarcoma patients

Patients (n = 19) whose biological samples were included in the study gave their signed consent to donate the tissue remaining after the diagnostic procedure. Human UPS surgical samples were collected from Humanitas Biobank (n = 19), upon approval by the Humanitas Research Hospital Ethical Committee (authorization 609/17, issued on 18 December 2017). Informed consent was obtained from all participants. Demographics and clinicopathologic features of recruited patients are described in Table S7.

### Method Details

#### Organ collection, digestion and flow cytometry analysis

Single-cell suspensions of sarcomas, blood, spleen and skin were obtained and stained. Sarcomas were manually disaggregated and incubated with 0.1 mg/mL Type IV Collagenase (Sigma Aldrich) in PBS^−/−^ at 37°C for 60 minutes. Cell suspensions from spleen were obtained as previously described (Ponzetta et al., 2015). Dorsal skin samples from untreated mice and 3-MCA injection sites were manually disaggregated and incubated with 0.35 mg/mL DNase (Roche, Basel, Switzerland) and 0.125 mg/mL Liberase TM (Roche) in RPMI at 37°C for 90 minutes. Before further procedures, cell suspensions from every organ were filtered using 70 μm cell strainers (Corning, Corning, US). Extracellular staining was performed using a PBS^−/−^ buffer containing FCS 2%, EDTA 2mM and NaN_3_ 0.05%. Prior to any surface staining, cells were incubated with Aqua LIVE/Dead-405 nm staining (Invitrogen, Carlsbad, US) or Live/Dead Fixable Dye eF780 (ThermoFisher, Waltham, US) and negative cells were considered viable. Then Fc blocking reagent (Clone 24G2) was added to any cell suspension for 10 minutes at 4°C. Finally, extracellular staining was performed, and antibody mix was added to cell suspension for 20 minutes at 4°C. The following murine antibodies were used: anti-CD45-BV605, -BV650 or -PerCp-Cy5.5 (Clone 30-F11); anti-CD3e-PerCP-Cy5.5 or -APC (Clone 145-2C11); anti-CD45.2-BUV805 (Clone 104); anti-CD19-PE, - PerCP-Cy5.5 or -eFluor450 (Clone 1D3); anti-NK1.1-APC, -PE, -PECF594 or -BV650 (Clone PK136); anti-CD11b-BV421, -BV480, -BV786, -APCCy7, -FITC (Clone M1/70); anti-CD27-FITC, –APC-eFluor780 or PE-Cy7 (Clone LG.7F9); anti-CD4-AlexaFluor700 (Clone RM 4-5) or -FITC (Clone H129.19); anti-CD8-PE, BV480 or -BV570 (Clone 53-6.7); anti-iFNγ-Alexa700 or -BV421 (Clone XMG1.2), anti-Ly6G-PECF594, -BUV395 (Clone 1A8), anti-Ly6C-FITC or –BV421 (Clone AL-21), anti-MHCII-PercP-Cy5.5, -BV711 (Clone 2G9) or –FITC (Clone M5/114.15.2), anti-F4/80-PECy7 (Clone BM8), anti-CD103-PercP-Cy5.5 (Clone 2E7), CD86-eF450 (Clone GL-1), anti-CD24-APCeF780 (CloneM1/69), anti-CD64-PE (Clone X54-5/7.1), anti-CD11c-AlexaFluor700 or -PE (Clone HL3), anti-TCRβ-BV711 (Clone H57-597), anti-TCRγδ-BV421 or –PercP-Cy5.5 (Clone GL3), anti-T-bet-PE or –BV785 (Clone O4-46), anti-Eomes-AlexaFluor488 (Clone Dan11Mag), anti-Rorγt-PECF594 (Clone Q31-378), anti-PLZF-AlexaFluor674 (Clone R17-809), anti-CD54-PE (Clone 3E2), anti-CD49a-BV711 (Clone Ha31/8), anti CD49b-APC (CloneDX5), anti-KLRG1-BV786 (Clone 2F1), anti-NKP46-BV421 (Clone 29A1.4), anti-Ly49F-BV421 (Clone HBF-719); anti-Ly49C-I-BV605 (Clone 5E6); anti-Ly49A-BUV395 (Clone A1); anti-Ly49G2-BV480 (4D11), anti-NKG2A/C/E-BUV563 (Clone20d5); anti-CD94-BV650 (Clone 18d3); anti-CD62L-APC or –BV570 (MEL-14) from BD Bioscience (San Jose, US), ThermoFisher (Waltham, US), BioLegend (San Diego, US) or Miltenyi Biotec (Bergisch Gladbach, Germany). Murine iNKT cells were detected using CD1d-APC tetramers loaded with αGalCer (ProImmune, Oxford, UK), while murine MAIT cells were detected using MR1-BV421 or -PE tetramers loaded with 5-OP-RU (kindly provided by James McCluskey, University of Melbourne). To avoid non-specific tetramer binding, during MAIT staining cells were pre-incubated with the irrelevant unconjugated tetramer MR1 loaded with 6-FP (as described in Corbett et al., 2014, Rahimpour et al., 2015, Reantragoon et al., 2013). Foxp3/Transcription Factor Staining Buffer Set (ThermoFisher) was used for intracellular staining of transcription factors and cytokines. Results are reported as frequency or as mean fluorescence intensity (MFI) normalized on isotype control or fluorescence minus one (FMO). Cells were analyzed on LSR Fortessa (BD Bioscience), for some experiments cells were analyzed on FACSymphony (BD Bioscience). Data were analyzed with FlowJo software (Treestar, Ashland, US).

#### PrimeFlow RNA Assay

PrimeFlow RNA Assay (ThermoFisher Scientific) was performed following manufacturer’s instructions. Briefly, a single-cell suspension was obtained from dorsal skin of 3-MCA-treated mice and stained for surface antigens as described above. After fixation and permeabilization, *il12a*-AlexaFluor647-, *il12b*-AlexaFluor488- or *actb*-AlexaFluor647-conjugated target probes were added for hybridization, that was performed at 40°C for 2 hours. Signal amplification was achieved by adding PrimeFlow RNA Pre-Amp mix for 1.5 hours at 40°C and then PrimeFlow RNA Amp Mix for 1.5 hours at 40°C.

#### *In vivo* EdU-based proliferation assay

EdU (5-ethynyl-2′-deoxyuridine) was administered i.p. (0.5mg/mice) to 3-MCA-treated mice, 24 hours before sacrifice once they reached the experimental endpoint (calculated tumor volume of 2000 mm^3^). A single-cell suspension was obtained and surface antigen staining was performed. EdU staining was performed with Click-iT EdU AlexaFluor647 Flow Cytometry Assay Kit (ThermoFisher Scientific) following manufacturer’s instructions.

#### Bone-marrow derived macrophages (BMDMs)

Mouse bone-marrow cells were isolated from femurs and tibiae of *Csf3r*^*+/+*^ mice and cultured at density of 1.5x10^6^ cells/mL in RPMI-1640 medium supplemented with 10% Fetal Bovine Serum (FBS) 1% L-Glutammine, 1% Pen/Strept, with 20 ng/mL of murine GM-CSF or 25 ng/mL of murine M-CSF (both M-CSF and GM-CSF were purchased from Peprotech). Cells were washed with PBS and medium replaced at day 2 and 5. BMDMs were stimulated on day 7 with murine IFNγ (20 μg/mL) or murine IL-4 (20 μg/mL), alone or in combination with murine G-CSF (50 ng/mL). After 24 hours cells were lysed with Trizol for further mRNA quantification.

For co-culture experiments, GM-CSF-derived BMDMs were stimulated with GM-CSF (50 ng/mL), either alone or in combination with CpG (250 nM) (Invivogen, San Diego, US) or STING agonist cAIMP (1 μg/mL) (Invivogen). In indicated conditions, BMDMs were co-cultured with 3x10^5^ FACS-sorted neutrophils for 24 hours. In transwell experiments neutrophils were added into the upper compartment of a Transwell permeable support with 0.4 μm pore (Corning, NY, US). After 24 hours medium was collected and IL-12p70 concentration was analyzed by ELISA.

#### *Ex vivo* functional assays

Tumor-infiltrating leukocytes were MACS-enriched using CD45 Microbeads (Miltenyi Biotec) according to manufacturer’s instructions, obtaining a purity ≥ 85%. Enriched cells were cultured in RPMI-1640 medium supplemented with 10% Fetal Bovine Serum (FBS) 1% L-Glutammine, 1% Pen/Strept and IFNγ intracellular staining was performed upon 5 hours of treatment with Cell Stimulation Cocktail 1X (ThermoFisher), using Foxp3/Transcription Factor Staining Buffer Set (ThermoFisher). BD GolgiPlugTM (containing Brefeldin) was added 4 hours prior to intracellular staining.

Cytokines stimulation experiments were performed on MACS-enriched CD45^+^ Tumor-infiltrating leukocytes, that were previously depleted of CD11b^+^ cells (CD11b Microbeads, Miltenyi Biotec). Enriched cells were stimulated with the indicated combinations of IL-2 (Proleukin, Novartis) (10ng/mL), recombinant murine IL-12 (Peprotech, London, UK) (20 ng/mL), human IL-18 (MBL, Woburn, US) (50 ng/mL) for 16 hours. BD GolgiPlugTM was added during the last 4 hours of stimulation. Intracellular staining was performed as indicated before using Foxp3/Transcription Factor Staining Buffer Set (ThermoFisher).

Purified splenic T cells from healthy *Csf3r*^+/+^ mice at a concentration of 3x10^6^ cells/mL were stimulated with recombinant murine IL-12 (Peprotech, London, UK) (20 ng/mL) and/or human IL-18 (MBL, Woburn, US) (50 ng/mL) for 16 hours. BD GolgiPlugTM (containing Brefeldin) was added during the last 4 hours of stimulation.

In a second set of experiment, purified splenic T cells from healthy *Csf3r*^+/+^ mice were cultured with conditioned medium (CM) from BMDMs and neutrophils co-cultures at a concentration of 3x10^6^ T cells/mL. Rat anti-iL-12p75 (Clone R2-9A5; Rat Isotype Control, Clone LTF-2) 20 μg/mL were added to the CM and incubated at 4°C for 30 minutes, before the incubation with T cells. Cells were incubated for 24 hours, and BD GolgiPlugTM was added during the last 4 hours of stimulation.

#### RNA purification

For qPCR experiments, total RNA was extracted using Trizol reagent (Invitrogen) following the manufacturer’s recommendations. RNA was further purified using RNeasy Min-elute RNA isolation kit (QIAGEN, Hilden, Germany). For 3′ mRNA sequencing experiments, RNA was purified with Maxwell 16 LEV SimplyRNA Cells Kit (Promega, Madison, US) using Maxwell 16 Instrument (Promega).

#### Quantitative PCR

cDNA was synthesized using 2 μg of total RNA by reverse transcription using High Capacity cDNA archive kit (Applied Biosystems, Foster City, US) and quantitative real-time PCR was performed using the SybrGreen PCR Master Mix (Applied Biosystems) in a CFX96 TouchTM Real-Time PCR Detection System (Bio-Rad, Hercules, US). Data were analyzed with the Δ^2^CT method (Applied Biosystems, Real-Time PCR Applications Guide). Data were normalized based on the GAPDH expression determined in the same sample. Analysis of all samples was performed in duplicate. Primers were designed according to the published sequences and listed as follows:

*Retnla* (*Fizz1*): forward 5′-CCC TTC TCA TCT GCA TCT CC-3′, reverse 5′-CTG GAT TGG CAA GAA GTT CC-3′; *Chil3* (*Ym1*): forward 5′-TCT GGG TAC AAG ATC CCT GAA-3′, reverse 5′-TTT CTC CAG TGT AGC CAT CCT T-3′; *Ccl5*: forward 5′-TGC AGA GGA CTC TGA GAC AGC-3′, reverse 5′-GAG TGG TGT CCG AGC CAT A-3′; *Nos2*: forward 5′-GCC ACC AAC AAT GGC AAT A-3′, reverse 5′-CGT ACC GGA TGA GCT GTG AAT T-3′; *Ccl2*: forward 5′- ATT GGG ATC ATC TTG CTG GT-3′, reverse 5′- CCT GCT GTT CAC AGT TGC C-3′; *Arg1*: forward 5′- TTT TTC CAG CAG ACC AGC TT-3′, reverse 5′- AGA GAT TAT CGG AGC GCC TT-3′; *Tgfb1*: forward 5′-CAA CCC AGG TCC TTC CTA AA-3′, reverse 5′- GGA GAG CCC TGG ATA CCA AC-3′; *Il27p28*: forward 5′- AGC TCT TGA AGG CTC AGG G-3′, reverse 5′- GTG ACA GGA GAC CTT GGC TG-3′; *Ifng*: forward 5′-TCA AGT GGC ATA GAT GTG GAA GAA-3′, reverse 5′-TGG CTC TGC AGG ATT TTC ATG-3′; *Il10*: forward 5′-GGT TGC CAA GCC TTA TCG GA-3′, reverse 5′-ACC TGC TCC ACT GCC TTG CT-3′; *Stab1*: forward 5′-CCC TCC TTC TGC TCT GTG TC-3′, reverse 5′- CAA ACT TGG TGT GGA TGT CG-3′; *Mrc1*: forward 5′-TGG CAT GTC CTG GAA TGA T-3′, reverse 5′-CAG GTG TGG GCT CAG GTA GT-3′; *Msr1*: forward 5′-TGC CCT CAT TGC TCT CTA CC-3′, reverse 5′- TTC ATT TCC CAA TTC AAA AGC TC-3′; *Il4ra*: forward 5′- GTG GAG CCT GAA CTC GCA-3′, reverse 5′-AAG CAC GCA GAT CCA AAA TC-3′; *Marco*: forward 5′-TTC TGT CGC ATG CTC GGT TA-3′, reverse 5′-CAG ATG TTC CCA GAG CCA CC-3′; *Met*: forward 5′-TGT CCG ATA CTC GTC ACT GC-3′, reverse 5′-CAT TTT TAC GGA CCC AAC CA-3′; *Il1b*: forward 5′- GGT CAA AGG TTT GGA AGC AG-3′, reverse 5′- TGT GAA ATG CCA CCT TTT GA-3′; *Ccl3*: forward 5′- GTGGAATCTTCCGGCTGTAG-3′, reverse 5′- ACCATGACACTCTGCAACCA-3′; *Cxcl10*: forward 5′-CCG TCA TTT TCT CCC TCA TCC-3′, reverse 5′- CCC TAT GGC TGC TTC ACT CTC A-3′; *Il23a*: forward 5′-AGC ATT TAT GCT TCC AAA GC-3′, reverse 5′-GGA GGT CTC AAG TTC CTA CAT G-3′; *Ccr3*: forward 5′-TGA AAC TGT GAT CTT GGG ACA-3′, reverse 5′-CAG CAT CAA CAA CAC GTT CC-3′; *Il1r5*: forward 5′-GAT GCA TGT TTA GGC TTC CA-3′, reverse 5′-TCT TCT GCT GTC TGG AGC AA-3′; *Il1r7*: forward 5′-AGA GTG CAG AGA GGC AAA CC-3′, reverse 5′-TGA AAC CCT CTT CCT CCA GA-3′; *Il12rb1*: forward 5′- GCA GCC GAG TGA TGT ACA AG-3′, reverse 5′- GAG ACG CGA AAA TGA TGG AT-3′; *Il12rb2*: forward 5′- AAC ACC AGA GGA AGA GCC TG-3′, reverse 5′- CGT CAC CTG ATA GTG GAG GA-3′; *Gapdh/GAPDH*: forward 5′-GCA AAG TGG AGA TTG TTG CCA T-3′, reverse 5′-CCT TGA CTG TGC CGT TGA ATT T-3′.

#### 3′-mRNA Sequencing

Tumor-infiltrating CD4^+^, CD8^+^, UTC_αβ_ and γδ T cells from *Csf3r*^+/+^ and *Csf3r*^−/−^ sarcomas were FACS sorted (quadruplicates for *Csf3r*^−/−^ and for *Csf3r*^−/−^ mice), and RNA was prepared as described above.

Total RNA extracted from purified T cell subsets were subjected to Poly(A) mRNA sequencing. Libraries were constructed using the SMART Seq v4 Ultra Low Input RNA kit according to manufacturer's instruction (Illumina, San Diego, US). Sequencing was performed with the NextSeq 500 (Illumina). All libraries were sequenced in single-end mode (75bp length).

#### Single-cell RNA sequencing

UTC_αβ_ sorted populations in *Csf3r*^−/−^ and *Csf3r*^+/+^ mice were subjected to single-cell RNA sequencing analysis. Two biological replicates for each condition (*Csf3r*^*−/−*^ and *Csf3r*^*+/+*^) were analyzed. Single cell suspensions of cells have been prepared by tissue mincing and enzyme digestion. FACS-sorted UTC_αβ_ were counted with an automatic cell counter (Countess II, Thermo Fisher). UTC_αβ_ were loaded into one channel of the Single Cell Chip A using the Single Cell 3′ reagent kit v2 (10X Genomics) for gel bead emulsion generation. Following capture and lysis, cDNA was synthesized and amplified for 14 cycles following the manufacturer’s protocol (10X Genomics). 50 ng of the amplified cDNA were then used for each sample to construct Illumina sequencing libraries. Sequencing was performed on the NextSeq500 Illumina sequencing platform following 10x Genomics instruction for reads generation. We recovered a total number of 15,137 cells from *Csf3r*^*+/+*^ and 17,388 cells from *Csf3r*^*−/−*^ samples. An average sequencing depth of 20,000 reads/cell was recovered for each sample we processed. Cells with a null *Cd3e* unique molecular identifier (UMI) count were not considered further for the analysis, resulting in a total number of 31,623 cells (14,721 cells for *Csf3r*^*+/+*^ and 16,902 cells for *Csf3r*^*−/−*^ samples).

#### Purification of murine leukocytes

Bone marrow neutrophils were MACS-enriched with Neutrophil Isolation Kit (Miltenyi Biotec) according to manufacturer’s instructions for adoptive transfer experiments. Purity of neutrophils was > 98% as determined by flow cytometry.

For *in vitro* co-cultures experiments MACS-enriched neutrophils were stained for LiveDead-Fixable Dye eF780; anti-CD45-BV605; anti-CD11b-BV421; anti-Ly6G-PECF594 and sorted on a FACSAria cell sorter (BD Bioscience) to obtain a highly purified neutrophils population (purity > 99%).

Splenic T cells were MACS enriched with Pan T cell Isolation kit II (Miltenyi Biotec) according to manifacturer’s instructions, for *ex vivo* stimulation with cytokines. Purity of the obtained CD3+ cells was > 99%. In some experiments, splenic T cells were MACS enriched and subsequently T cell subsets (CD4^+^, CD8^+^, UTC_αβ_ and γδ T cells) were FACS-sorted. Resulting cells were processed for mRNA extraction.

For RNA expression analysis on neutrophils, macrophages, immature macrophages and monocytes, tumor-associated CD11b^+^ cells were MACS-enriched (CD11b Microbeads, Miltenyi Biotec) according to manufacturer’s instructions. CD11b+ cells represented more than 85% of resulting cell suspension. Next, neutrophils, macrophages, immature macrophages and monocytes were stained with LiveDead-Fixable Aqua, anti-CD45-BV605, anti-CD11b-BV786, anti-Ly6G-PECF594, anti-Ly6C-FITC, anti-F4/80-PECy7, anti-CD64-PE, anti-CD11c-AlexaFluor700 and sorted on a FACSAria cell sorter (BD Bioscience) to obtain high purity myeloid populations. Purity of each population was > 98%. Resulting cells were processed for mRNA extraction.

For RNaseq experiments on T cell subset populations, tumor cells were depleted of CD11b^+^ cells and resulting cells were stained with LiveDead-Fixable Aqua, anti-CD45-BV605, anti-CD11b-APCCy7, anti-TCRβ-BV711, anti-TCRγδ-BV421, anti-CD4-AlexaFluor700 and anti-CD8-BV570 and sorted on a FACSAria cell sorter to obtain high purity T cell subset populations. Purity of each population was > 98%. Resulting cells were processed for mRNA extraction.

For single cell RNaseq experiments on UTC_αβ_, tumor infiltrating leucocytes from *Csf3r*^+/+^ and *Csf3r*^−/−^ mice were MACS-enriched (CD45^+^ TIL Microbeads), then CD11b^+^ cells and CD4^+^/CD8^+^ T cells were depleted. Cells were FACS-sorted as CD45^+^/CD11b^-^/TCRβ^+^/TCRγδ^-^/CD4^-^/CD8^-^ cells. Resulting cells (purity < 99.9%) were further processed for single cell RNaseq.

For the *in vivo* cotransfer experiments, splenic T cells were first MACS-enriched with Pan T cells Isolation kit II; after negative selection of CD4^-^/CD8^-^ T cells (CD4^+^/CD8^+^ T cells Microbeads, Miltenyi Biotec) cells were stained with fluorophore-conjugated antibodies and DNT _αβ_ cells were FACS-sorted on a FACSAria as CD45^+^/CD11b^-^/CD19^-^/TCRβ^+^/TCRγδ^-^/CD4^-^/CD8^-^/MR1-OP-RU^-^/CD1d-αGal/Cer^-^ cells. Cell purity was < 99.0%.

#### Cytokine Measurement

Tumors or 3-MCA injection sites were homogenized in 1 mL PBS^−/−^ containing protease inhibitors (Complete-EDTA-free; Roche) and PMSF (1mM). Tissue homogenates were centrifuged at 14000 rpm for 30 min at 4°C and supernatants were stored at −20°C for cytokine analysis. Murine IFNγ, CCL2, CXCL1, CXCL2, CXCL12, M-CSF, G-CSF, TNFα, IL-22, IL-1β, IL-6, IL-12p70, VEGF, TGFβ and IL-23p19 were measured in tissue homogenates by ELISA (R&D DuoSet ELISA Development System) according to manufacturer’s instructions. Murine IL-18, IL-17A were measured in tissue homogenates by ProcartaPlex Assay (ThermoFisher) according to manufacturer’s instructions.

#### Immunohistochemistry

PFA-fixed, paraffin-embedded mouse tumor tissues were analyzed for each condition. Consecutive sections from the middle of the tissue were used for histological examination in each mouse. Paraffin-embedded tissue sections were mounted on Super-frost slides, dewaxed in xylene and rehydrated in ethanol. Endogenous peroxidase was blocked for 20 min in 90% ethanol containing 2% H_2_O_2_. Sections were then pretreated in a microwave oven (two cycles for 3 minutes each at 800 W, in 0.25 mM EDTA buffer). Unspecific sites were blocked with Rodent Block M (Biocare Medical) 30 minutes and tissues were incubated for two hours with affinity-purified Ig against CD31 (Clone MEC13.3; BD Bioscience) in PBS supplemented with BSA (1%) and NP40 (0.02%). Envision+ System HRP Labeled Polymer anti Rabbit (Dako), Rat on Mouse HRP-Polymer kit (Biocare Medical) was used as secondary antibody. For anti-human CD66b staining, paraffin embedded tissues were cut at 3 μm and put over night at 37°C. Then sections were dewaxed in xylene and rehydrated in ethanol. Antigen unmasking was performed in Decloaker Chamber in DIVA Buffer (Biocare Medical) (3 minutes at 125°C, 5 minutes at 90°C). Endogenous peroxidase was blocked with H_2_O_2_ 2% for 20 minutes. Unspecific binding sites were blocked with Background Sniper (Biocare Medical) for 15 minutes. Mouse anti-human CD66b (Clone G10F5; BD PharMingen, CA) or control antibody was diluted in Washing Buffer (PBS pH 7.00 + 0.05% Tween 20) and incubated in humid chamber 1h. MACH 1 HRP polymer (Biocare Medical) was used as secondary antibody. After washing, slides were developed with DAB (3,3′-diaminobenzidine) (Biocare Medical) and counterstained with Hematoxilyn. Tissues were dehydrated with ethanol, mounted with Eukitt and analyzed with an Olympus BX61 virtual slide scanning system. The number of CD66b^+^ cells infiltrating the tumors was determined in whole tissue sections (magnification 20X) and mean values were employed to divide tumors in CD66b^high^ and CD66b^low^.

### Quantification and statistical analysis

#### Statistical analysis

For animal studies, sample size was defined on the basis of past experience on cancer models, to detect differences of 20% or greater between the groups (10% significance level and 80% power). Values were expressed as mean ± s.e.m. Wilcoxon matched-pairs signed-rank test was used to compare two groups for tumor incidence. Friedman test with Dunn’s multiple comparison was used to compare tumor incidence for multiple group experiments. One-way ANOVA or Kruskal-Wallis test were used to compare multiple groups. Two-tailed multiple Student’s t test was used to compare unmatched groups with Gaussian distribution. Two-tailed Mann–Whitney *U*-test was used to compare unmatched groups with non-Gaussian distribution. The Kaplan-Meier method was used for survival curve analysis, and the log-rank (Mantel-Cox) test was used to determine the statistical significance. p ≤ 0.05 was considered significant. A ROUT test was applied to exclude outliers. Statistics were calculated with GraphPad Prism version 7, GraphPad Software.

#### 3′-mRNA Sequencing analysis

Raw reads were preprocessed for adaptor trimming and quality check was assessed using the FastQC tool (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Reads were aligned to the reference genome (Ensembl Mouse release GRC38) using the STAR (Dobin et al., 2013) algorithm. To minimize the variability among replicates, a coefficient of variation (CV) was calculated based on TMM (Trimmed Mean of M-Values) normalized expression values in each group. Genes exceeding 100% CV in at least one replicate’s group were not considered for further differential expression analysis. Differential expression analysis was performed using the GLM approach implemented in the R/Bionconductor (Gentleman et al., 2004) edgeR (Robinson et al., 2010) package (*p value* ≤ 0.001). Results of differential analysis are provided in Table S2. The resulting gene lists were analyzed through the use of Ingenuity Pathways Analysis (IPA) (Krämer et al., 2014). Results of IPA analysis are provided in Table S3.

#### Single cell RNA sequencing analysis

Raw sequencing data in the format of bcl files were converted in fastq files and aligned to the mouse reference genome [http://cf.10xgenomics.com/supp/cell-exp/refdata-cellranger-mm10-1.2.0.tar.gz] taking advantage of the Cell Ranger Pipeline version 2.1, provided by 10X Genomics. Raw digital gene expression matrix (unique molecular identifier (UMI) counts per gene per cell) were analyzed using the Seurat R package version 2.3.0 with default parameters. To assess the correlation between biological replicates in each condition we computed a Pearson correlation analysis using normalized gene expression matrices (Figure S5L-M). Based on high correlation between replicates, samples belonging to each condition were pooled together using the Cell Ranger aggregate option producing a unique raw digital gene expression matrix in *Csf3r*^*−/−*^ and *Csf3r*^*+/+*^ conditions. 

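The correlation between both libraries of a genotype was computed across all 27998 genes, on the mean log-normalized value per gene over the cells with Cd3e that passed the filters. Pearson's r was 0.972 for the Csf3r+/+ and 0.9895 for the Csf3r-/- libraries. On linear means, the alternative that moved the Csf3r+/+ value most, r was 0.945 and 0.989. Across genotypes, Csf3r+/+ library 1 and Csf3r-/- library 1 had an r of 0.984, above that of the 2 Csf3r+/+ libraries, and Csf3r+/+ library 2 had 0.953 with Csf3r-/- library 2 and a lower r with Csf3r-/- library 1. Genes are not independent replicates, so no p-value is given.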

Pooled data were imported into the Seurat pipeline and filtered applying the following thresholds: less than 200 or more than 3500 as unique expressed genes, more than 20000 as the number of UMIs and 10% as the percentage of mitochondrial genome content (for *Csf3r*^*+/+*^ condition) and less than 200 or more than 4000 as unique expressed genes, more than 20000 as the number of UMIs and 10% as the percentage of mitochondrial genome content (for *Csf3r*^*−/−*^ condition). Cell cycle phases were predicted and corrected in each dataset using a Seurat function that scores each cell based on the expression of canonical marker genes for S and G2/M phases. The resulting dataset was normalized through a global-scaling method, converted by a scale factor (10,000 by default) and log-transformed using the ScaleData Seurat implemented function. A canonical correlation analysis was run in order to identify common sources of variation between the two datasets, using the RunCCA implemented function that stores into a single object the canonical correlation vectors. Finally an integrated analysis of the two datasets was performed choosing a number of 30 correlation components. The resulting data were subjected to clustering analysis using standard Seurat package procedures. A validation consistency procedure of the resolution (using the ValidateCluster function) allowed us to select 0.6 as the suitable resolution level. The total 12 identified clusters were visualized using t-distributed Stochastic Neighbor Embedding of the principal components (t-SNE) as implemented in Seurat.

Average gene expression matrices were retrieved for each cluster and a Spearman correlation analysis was performed, using the Picante R package version 1.6-2. Differential expression analysis among clusters (using the FindAllMarkers implemented function, with parameters only.pos = FALSE, min.pct = 0.2, thresh.use = 0.2) allowed us to select the top markers expressed at a higher level by each cluster.

Pathway enrichment analysis examining enriched processes in clusters was performed using Gene Set Variation Analysis (GSVA) software (Hänzelmann et al., 2013) from Bioconductor (version 3.8). Mouse_AllPathways_November_01_2018_symbol.gmt from [http://download.baderlab.org/EM_Genesets/current_release/] was used to identify enriched cellular pathways in GSVA.

#### Single-cell trajectory analysis

Monocle (Qiu et al., 2017, Trapnell et al., 2014) was used to investigate transcriptional and functional trajectories concerning the twelve clusters identified with Seurat (see Cell clustering, differential expression and pathway analysis paragraph). Using the reversed graph embedding approach, Monocle learns the kinetics of gene expression and places each cell along an inferred trajectory. The data, in the format of raw data, together with clusters information deriving from Seurat, were loaded into a Monocle object. Normalization and dimensionality reduction were performed using default parameters. The trajectory was designed using the plot_cell_trajectory command. Cells were ordered along an artificial trajectory based on gene expression changes among clusters. Genes that underwent a significant change along pseudotime (q-value < 0.05) were visualized by a heatmap using plot_pseudotime_heatmap. The trend of *Klra1*, *Klra6*, *Klra7* and *Klrd1* gene expression was depicted by individual graphs using the plot_genes_in_pseudotime function.

#### Public gene expression data analysis

Publicly available RNA sequencing data were downloaded from the Cancer Genome Atlas database (TCGA) through the Firebrowse repository (http://firebrowse.org/; release 01/28/2016), for Sarcoma dataset (SARC) and from Xena Browser (https://xenabrowser.net/) for Melanoma dataset (SKCM).

The sarcoma dataset included a total of 261 tumor samples, classified in the following subtypes: dedifferentiated liposarcoma (n = 58), desmoid tumor (n = 2), giant cell sarcoma (n = 1), leiomyosarcoma (lms, n = 104), malignant peripheral nerve sarcoma (mpnst, n = 10), myxofibrosarcoma (n = 25), synovial sarcoma (n = 10), undifferentiated sarcoma (ups, n = 51). Sarcoma histotypes with a total number of samples < 10 were excluded from further analysis. The Melanoma dataset included a total of 474 patients. RSEM (RNASeq by Expectation-Maximization) expression values were retrieved and log-transformed. For colorectal cancer (CRC) cohort we used a microarray dataset (GEO: GSE24551) including a total of 160 samples. For ovarian cancer we used a microarray dataset (GEO: GSE32062) including a total of 270 samples, from which we selected the high grade cohort (128 samples). For both datasets we used respectively Robust Multi-array Average (RMA) and Normalized Signal Intensity (NSI) gene expression values as provided by GEO.

Survival analysis was performed with GraphPad Prism™ using the Kaplan-Meier (KM) approach and applying the Log-rank (Mantel-Cox) test to estimate survival curves comparison. For *CSF3R* survival analysis, the median gene expression value was used to classify tumor samples into *CSF3R*^low^ and *CSF3R*^high^ gene expression groups. A signature of 31 neutrophil-related genes was retrieved from Bindea et al. (Bindea et al., 2013) (Table S6). This neutrophil-specific gene signature was based on previous microarray datasets of gene expression in resting and activated human peripheral blood leukocyte subsets (Chtanova et al., 2005). In particular, the signature is composed of genes with higher expression in resting and LPS-activated neutrophils compared to any other leukocyte subset. Of note, *CSF3R* was included in the neutrophil signature and, in the TCGA dataset of UPS patients, a significant correlation was observed between *CSF3R* expression and 28 out of 30 genes present in the neutrophil signature (not shown). Type 1 immune response gene signature was designed by including factors known to be upstream or downstream of *IFNG* signaling pathway (genes listed in Table S6) (Ayers et al., 2017, Ikeda et al., 2002, Murphy et al., 2000, Swain et al., 2012). Their expression correlated with *IFNG* (p < 0.005, not shown). For both signatures, RSEM or normalized signal values were converted into z-score applying the following transformation: z-score = (X – average(X))/stdev(X), where X represents gene expression values. The average and standard deviation were calculated considering the expression of X across all tumor samples, as previously described (Chao et al., 2016). Finally, the median z-score value was considered as the threshold to define Low and High expression groups.

#### Statistics and reproducibility

Figures 1A and 1B, n = *10* mice per group; Figure 1C, n = 20 (*Csf3r*^+/+^), n = 8 (*Csf3r*^−/−^), n = 12 (*Csf3r*^−/−^ + Nϕ). Figures 1A and 1B, one representative experiments out of twenty performed; Figure 1C, pooled data of two independent experiments performed.

Figure 2A, n = 9 mice per group; Figures 2B and 2C, n = 8 (*Csf3r*^+/+^ isotype), n = 9 (*Csf3r*^+/+^ anti-CD115), n = 9 (*Csf3r*^−/−^ isotype) or n = 10 (*Csf3r*^−/−^ anti-CD115) mice per group, Figure 2D, n = 5 (*Csf3r*^+/+^), n = 5 (*Csf3r*^−/−^), n = 4 (*Csf3r*^−/−^ + Nϕ); Figure 2E, n = 10 (*Csf3r*^+/+^), n = 10 (*Csf3r*^−/−^), n = 4 (*Csf3r*^−/−^ + Nϕ) Figure 2F, n = 9 mice per group; Figures 2A–2F, one experiment performed.

Figure 3A, n = 12 (*Csf3r*^+/+^) or n = 18 (*Csf3r*^−/−^) mice; Figure 3C, n = 16 (*Csf3r*^+/+^) or n = 21 (*Csf3r*^−/−^) mice; Figure 3D, n = 5 (Csf3r^+/+^), n = 14 (*Csf3r*^−/−^), n = 5 (*Csf3r*^−/−^+neutrophils); Figure 3E, n = 11 (*Csf3r*^*+/+*^), n = 14 (*Csf3r*^−/−^), n = 14 (*Csf3r*^−/−^ + neutrophils) mice; Figure 3F, n = 9 (*Csf3r*^+/+^), n = 20 (*Csf3r*^−/−^) mice per group, Figure 3G, n = 5 (*Csf3r*^+/+^), n = 14 (*Csf3r*^−/−^), n = 5 (*Csf3r*^−/−^ + NΦ) mice per group. Pooled data of two (Figures 3A, 3C, 3E, and 3F) experiments are shown. Figures 3D and 3G, one experiment performed.

Figure 4A, n = 4 mice per group; Figures 4B and 4C, n = 4 mice per group; Figure 4D, n = 3 mice per group; Figure 4E, n = 6 (*Csf3r*^+/+^ isotype), n = 7 (*Csf3r*^+/+^ anti-iL-12p70), n = 5 (*Csf3r*^−/−^ isotype) or n = 4 (*Csf3r*^−/−^ anti-iL-12p70) mice per group; Figure 4G, n = 5 (Mϕ), n = 5 (Nϕ), n = 8 (Mϕ+Nϕ), n = 3 (Mϕ+Nϕ Transwell); Figure 4H, n = 4 mice per group; Figure 4I, n = 10 mice per group. Figures 4A–4F, one experiment performed. Pooled data of two (Figures 4G and 4H) or three (Figure 4I) experiments are shown.

Figures 5A–5E, n = 2 mice per group; Figures 5F and 5G, n = 5 mice per group. Figures 5A–5E, one experiment performed.

Figures 6A–6D, n = 2 mice per group; Figures 6E and 6F, n = 5 mice per group; Figure 6G, n = 8 (*Csf3r*^+/+^), n = 7 (*Csf3r*^+/+^ + DNT_αβ_); Figure 6H, n = 8 (*Csf3r*^+/+^), n = 7 (*Csf3r*^+/+^ + DNT_αβ_). Figures 6A–6H, one experiment performed.

### Data and Software Availability

#### Data availability and accession

The accession number for the bulk RNA-sequencing data reported in this paper is Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/): GSE109031. The accession number for the single cell RNA-sequencing data reported in this paper is Gene Expression Omnibus (GEO): GSE123508.

The authors declare that all other data supporting the findings of this study are available within the article and its supplementary information files.

#### Reagent availability

Reagents used in the present study are described in the Key Resources Table.

How the deposited data were processed for this re-analysis (not part of the article)

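The single-cell RNA sequencing of UTCαβ sorted from 3-methylcholanthrene sarcomas of 2 Csf3r+/+ and 2 Csf3r-/- mice was analysed, with 1 library per mouse. According to the methods, the authors made the counts with Cell Ranger, which aligned reads to the mm10 reference, assigned them to genes and cell barcodes, collapsed duplicates to UMIs and pooled both libraries of a genotype with its aggregate option; the deposited values are these raw UMI counts, without further normalization. Counts of both libraries of a genotype were separated by the number at the end of each barcode. The depositors' labels do not tie this number to an animal, so libraries are unnumbered replicates, and 0 columns of the deposited matrices were left without a library.

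Gene places come from GENCODE vM21 (GRCm38), in which 27645 of the 27998 genes (98.7%) were found. Cells were kept with at least 1 UMI of Cd3e and within the limits on genes, UMIs and mitochondrial UMIs of the methods. Per library, 2841, 6449 (Csf3r+/+), 5215 and 6826 (Csf3r-/-) cells passed, with 9798067, 23602790, 14166978 and 16241257 UMIs and medians of 3053, 3025, 2239 and 1983 UMIs per cell. At this depth a UMI of a low gene is found in few cells even where the gene is expressed; counts of single genes are given with their exact 95% Poisson interval, and a count of 0 in n cells allows up to 3/n. Where shares of cells with a UMI are given, each cell was thinned to 1500 UMIs, and 1718 of 21331 cells were too shallow for this, 63 and 139 of the Csf3r+/+ and 541 and 975 of the Csf3r-/- libraries.

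Clustering used Seurat 5.3.0 under R 4.3.3, with log-normalized values (scale factor 10000), the 1000 genes of highest dispersion per genotype, regression of the cell-cycle scores, canonical correlation between genotypes (30 components, each cell scaled to unit length), 30 neighbours and the Louvain method at resolution 0.6 (seed 42). A list of 101 genes, of which 100 are listed in the matrices, was left out of the variable genes because their values are reported; it holds every gene that the paper names in its single-cell text and figures and some related genes. For the contrast of genotypes, the rule also named the 5 genes with the largest change in each direction among those past the threshold, of which there were none. A cluster was named after the class with the most of its 12 markers among the 50 genes of highest fold over the other cells (at least 10% of the cluster's cells, pseudocount 0.02 per 10000), with at least 3 required, and it was compared only if its 10 leading genes held no more markers of another class. Marker genes of iNKT, MAIT, γδ T, CD4 and CD8 T cells, neutrophils, macrophages, fibroblasts or sarcoma cells, B cells and of the sex of the animal were counted as lists fixed in advance.

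UMI counts summed per library, or per library and class with at least 20 cells, were tested with edgeR 4.0.16 (TMM factors, filterByExpr, quasi-likelihood F test) and adjusted by Benjamini-Hochberg over all genes tested, at a threshold of 0.05. Comparisons of classes had the library as a block, and those of genotypes did not. Shares of cells per class were tested with the same model on cells per class and library, offset by the cells of the library; groups of classes were tested in the same way, without adjustment, and are given with the unadjusted p. Genes and class-by-class values are given as CPM of the summed counts, with the SD over libraries. Both tools were tested on simulated counts (200 genes with a log2 change of 2, dispersion 0.05). Between genotypes edgeR recovered 98.5% of the changed genes, with 7.08% false calls, and all between classes, with 6.54%. DESeq2 recovered 97.0%, with 5.83%, and all, with 3.38%. The dispersion was set for the simulation and not estimated from the libraries, and genes of low counts were not changed. These shares therefore do not give the power on the real counts.

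Alternatives were DESeq2 1.42.0, no filter on low counts, no gene left out of the clustering, principal components instead of canonical correlation, resolutions 0.4 and 1.0, no regression of the cell cycle, clustering without the genes that differ between genotypes within a class, all deposited barcodes, each library left out in turn, and the number after the barcode as a block. The order of cells was taken from a diffusion map written for this purpose (numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0), since Monocle was not run. Doublet scores came from Scrublet in scanpy 1.11.5; its threshold did not work, so the scores serve only for an alternative without the highest ones. Sequence words of 31 bases in the last 300 bases of transcripts were compared between genes to find reads that several genes share. Bulk RNA sequencing, flow cytometry and human data were not used here, except for the genes of Table S2; set variation analysis and the NK cell signature were not analysed here. Results that need items withheld for evaluation are not reported here.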

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

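The tests on the unnamed cluster were chosen only after it was seen; those on the processed pseudogenes were set down before their results.

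A cluster of 283 cells carried signal in cells that the paper does not report on, since its leading genes mark macrophages and B cells rather than T cells. It held 10 and 113 cells of Csf3r+/+ libraries 1 and 2, and 75 and 85 of Csf3r-/- libraries 1 and 2 (0.352%, 1.75%, 1.44% and 1.25%). The macrophage list, whose 6 genes include Cd74, also a marker of class 8, had 5098, 13606, 14865 and 61519 CPM there, against 37.0, 64.9, 75.5 and 277 CPM in the named classes. The lowest of these 4 ratios was 138, which argues against free RNA spread evenly over droplets. The B cell list had 0, 235, 1064 and 28.4 CPM in the cluster and 14.3, 6.21, 35.6 and 17.4 CPM in the named classes, so that it was not higher in Csf3r+/+ library 1. Cd3e stood at 388, 334, 570 and 376 CPM, against 717, 444, 793 and 803 CPM in the named classes, though each cell was required to hold a Cd3e UMI. The cells held 1.26, 1.52, 1.73 and 2.06 times the median UMIs of the named classes; doublet scores are not used here, since Scrublet's threshold marked 4 cells in all. Doublets of a T cell and another cell are therefore a candidate explanation, with 1.26 as the lowest ratio, though a larger cell of 1 type with free Cd3e RNA stays open. No biological explanation was tested; the cluster was not compared itself, but its cells are among the other cells that single classes were compared with.

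Among genes that the paper does not discuss, processed pseudogenes were lower in both Csf3r-/- libraries. Over 64 tested processed pseudogenes the median log2 fold change, Csf3r-/- over Csf3r+/+, was -1.95, and 59 of them (92.2%) had both Csf3r-/- libraries below both Csf3r+/+ libraries, where chance gives 16.7% and protein-coding genes gave 16.5%; 3 had them above. Of 3491 genes tested in 10 contrasts of the genotypes, over all cells and within 9 classes, 47 were below -1.5 in each, and 17 of these were processed pseudogenes, of 27 tested. A difference in total UMIs is argued against by the largest median difference between both libraries of a genotype, -0.270. It was found between the Csf3r+/+ libraries, whose total UMIs had a ratio of 0.415, while pairs across genotypes differed by -1.31 to -1.73. Median UMIs per cell differed mainly between genotypes, 3053 and 3025 in Csf3r+/+ against 2239 and 1983 in Csf3r-/- libraries. Depth per cell therefore could not be tested by these pairs. Donor-strain sequence kept around Csf3r is argued against by their places, with 0 of them within 20 Mb of Csf3r and 11 chromosomes represented. What also stays open is that reads shared with near-identical genes were counted differently in the libraries of both genotypes. Of protein-coding genes, the 316 that share over 50% of their sequence words with another gene had a median log2 fold change of -0.169, and the 6485 that share none had 0.029, a difference of -0.199; the median of the 316 genes lay below those of all 10000 random lists of genes (95% of these between -0.052 and 0.064). The same difference was 0.006 between the Csf3r+/+ libraries and -0.062 between the Csf3r-/- libraries, where the median of the 316 genes, 0.0037, also lay outside the range of 95% of random lists (0.024 to 0.085), so that part of the effect arises between libraries of 1 genotype. A different alignment setting or Cell Ranger version for the 2 genotypes may therefore explain it, as a hypothesis, and a biological effect of the neutrophil deficiency on pseudogenes was not tested.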

How the results depend on the processing

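Results with the top doublet scores left out, with no Cd3e filter, the cell counts by markers and, for the share of classes 1 to 4, without regression of the cell cycle or without the genes that differ between genotypes were chosen only after the data were seen; the other alternatives were chosen before the data were examined.

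The shares of cells per class were given under alternatives by 79 differences, of which 69 had the direction reported and 10 the opposite, and no single class passed the threshold by edgeR (lowest adjusted p 0.169, with principal components; range up to 0.997). Groups of classes were judged by the unadjusted p of edgeR, 0.627 for classes 1 and 3 and 0.513 for classes 2 and 4; it was under 0.05 without Csf3r+/+ replicate 1 (0.0339 and 0.0423) and, for classes 1 and 3, with principal components (0.0180, at 40.9 percentage points), and at least 0.350 under every other alternative.

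Opposite directions were found in class 5 with no gene left out of the clustering (-0.298 percentage points), without the top doublet scores (-0.241) and with the genes that differ between genotypes left out (-0.261), and with the latter also in class 4 (3.81) and classes 2 and 4 together (0.687); the cause was not tested. The setting without these genes picks genes by the genotypes and gives other classes (class 4 with 28.7% and 27.5% of the pooled Csf3r+/+ and Csf3r-/- cells, against 16.5% and 8.37%), so its 3 reversals do not count against the differences. With each library left out in turn, the difference ranged from -11.2 to 24.3 in class 1, from -18.0 to -6.46 in class 2, from 0.194 to 19.1 in class 3, from -12.7 to 1.11 in class 4, from -5.85 to 6.50 in class 5, from 2.93 to 29.5 in classes 1 and 3, and from -30.7 to -5.35 in classes 2 and 4. Class 1 reversed without Csf3r+/+ replicate 2 (-11.2) and without Csf3r-/- replicate 1 (-3.43), class 4 without Csf3r+/+ replicate 2 (1.11), and class 5 without Csf3r+/+ replicate 2 (-0.133) and without Csf3r-/- replicate 1 (-5.85); the 2 libraries of a genotype differ more than the genotypes do there. The share of classes 1 to 4 moved to 82.0% at resolution 0.4, to 73.6% without regression of the cell cycle and to 73.5% without the top doublet scores, and stayed between 70.4% and 71.1% without 1 library; the cause was not tested. No value could be given where a class was not found or not clean, namely at resolution 1.0 (classes 1 and 2, and every group of classes), with principal components (class 2, classes 2 and 4, and classes 1 to 4), with no Cd3e filter (classes 2 and 3, and every group) and without the genes that differ between genotypes (class 3, classes 1 and 3, and classes 1 to 4). The alternative that leaves out the doublets called by Scrublet was not run, because its own threshold marked 4 cells.

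Between genotypes over all cells, edgeR called 0 of 11473 genes (1648 at an unadjusted p under 0.05), DESeq2 619 (193 higher and 426 lower in Csf3r-/-) and edgeR 267 of 17183 with no filter on low counts; over all barcodes edgeR called 0 of 11966. Without 1 library the count ranged from 0 to 871, the latter without Csf3r+/+ replicate 1. Within classes, DESeq2 moved the count from 75 to 333 in class 1, from 434 to 111 in class 3, from 726 to 145 in class 7 and from 19 to 124 in class 11, and stayed within 1.5 times of it in classes 2 (249), 4 (217), 5 (239), 9 (43) and 10 (180). Leaving out 1 library gave 0 to 1420 genes in class 1, 132 to 451 in class 2, 160 to 1539 in class 3, 15 to 423 in class 4, 3 to 1242 in class 5, 130 to 723 in class 7, 0 to 171 in class 9, 0 to 482 in class 10 and 0 to 124 in class 11; with 1 library left in a genotype, that library is assumed to vary like the others, and the cause was not tested. Between classes 2 and 4 and classes 1 and 3, the count of 1688 stayed within 1571 and 2012 with DESeq2, with no filter and with no gene left out. Resolution 1.0 gave 1528, but its groups of classes were not clean, so that value does not test the count. Without 1 library the count ranged from 0 to 2214. It was 282 without Csf3r+/+ replicate 1, and 0 by edgeR without Csf3r-/- replicate 1 or replicate 2. With the number after the barcode as a block, 251 genes were called between genotypes (66 higher and 185 lower), and adjusted p-values of the shares of single classes ranged from 0.850 to 0.957 with no call. The numbers were not shown to pair libraries: with only 2 pairs, the differences of library 1 and library 2 had a Pearson r of 0.281 between genotypes (Spearman 0.263, 11473 genes). With the block, edgeR called 22 of the 68 bulk genes and 0 without it; the block was not used for genotype contrasts within classes.

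Of 312 values of single named genes under alternatives, 237 kept direction and side of the threshold, 53 lost the call, 21 gained it and 1 reversed: Cx3cr1 in class 12, with a log2 fold change of -1.44 without Csf3r+/+ replicate 1, on 6 UMIs. Of the 53 losses, 50 came from leaving out 1 library. The 237 include all 27 values at resolution 1.0, where the groups of classes were not clean. The number of left-out genes higher in a class ranged from 65 to 74 without 1 library, and the same-sign share of bulk genes from 95.7% to 98.6%; only genes of that list past the threshold could not be used, since none passed. Pearson's r of the Csf3r+/+ libraries moved to 0.945 on linear means, and Spearman's rho was 0.952 for Csf3r+/+ and 0.959 for Csf3r-/-. Csf3r UMIs over all deposited barcodes were 13 and 10, more cells by construction. Along the first diffusion component the difference moved to 31.3 percentage points with principal components, and lay between 7.20 and 15.8 without 1 library; the cause was not tested. The difference in cells counted by markers ranged from 26.9 to 73.6 percentage points without 1 library. Over all libraries, cells with more class 1 markers did not pass the threshold by edgeR (adjusted p = 0.272). They did not without the marker Eif3f (0.203), nor with genes that the paper names for its type 3 and type 1 clusters (0.230). With those genes the difference was 27.5 without Csf3r+/+ replicate 2 and 67.4 without Csf3r+/+ replicate 1. Depth limits the genes of few UMIs, such as Csf3r, Cx3cr1, S1pr5 and Gzmd.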

Differences from the paper's values

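The counts of cells with Cd3g or any Cd3 gene and of cells by markers were chosen only after the data were seen; the alternatives named otherwise were chosen before the data were examined.

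The paper gives 14,721 Csf3r+/+ cells after leaving out cells without a Cd3e UMI; the deposited matrix holds 9310 such barcodes. The alternative with the gene, UMI and mitochondrial limits gives 9290, which differs as well. In counts chosen after seeing these values, 14457 barcodes of Csf3r+/+ hold a UMI of Cd3g and 14869 a UMI of Cd3d, Cd3e or Cd3g, and 16821 and 17153 of Csf3r-/-, where the paper gives 16,902.

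Pearson's r between the Csf3r+/+ libraries is about 0.95 in Fig. S5, read by eye, and 0.972 here. On linear means it is 0.945 and with Spearman's rho 0.952, both within the reading of the figure; over genes with a mean of at least 0.1 normalized UMIs it is 0.965, which is not. For the Csf3r-/- libraries, where r is about 0.99 in Fig. S5, read by eye, Spearman's rho is 0.959, outside the reading, and r on linear means is 0.989, within it.

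The paper places more than 75% of the cells in clusters 1 to 4, over its 14,721 and 16,902 cells; here 70.7% of 21331 cells are in classes 1 to 4. At resolution 0.4 the share is 82.0%.

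The paper reports clusters 1 and 3 as enriched in Csf3r-/- and clusters 2 and 4 in Csf3r+/+ sarcomas. The differences here were 16.2 and -18.0 percentage points. No single class passed a test over libraries (edgeR, adjusted p = 0.964, and 0.169 to 0.997 over the alternatives). The cell sets differ as well, since the Cd3e filter kept 78.6% and 56.1% of the barcodes of Csf3r+/+ libraries 1 and 2. By mean CPM, Cd3e ranked 2 of 11 in class 1 and 9 in class 2, so the filter may have changed these shares. No setting called a single class. As a group, classes 1 and 3 had an unadjusted p of 0.0180 by edgeR with principal components, which do not align the genotypes. Class 1 held 0.710% and class 3 2.12% of the pooled Csf3r+/+ cells there, so that value is no firm ground for a difference in shares. Results without 1 library are given above. In a count of cells by markers chosen after seeing the values, cells with more class 1 markers were more frequent in both Csf3r-/- libraries than in both Csf3r+/+ libraries. Cells with more class 2 markers went the other way. Neither count passed over all libraries (edgeR, adjusted p = 0.272 and 0.0742).

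Each gene that the paper gives to clusters 1 and 3 or to clusters 2 and 4 and that was tested had the paper's direction here, but Il17a, Tbx21, Il12rb2, Sigirr, Vsir, Prf1 and Ccrl2 did not pass the threshold. Of these, Il17a, Tbx21, Il12rb2 and Vsir passed with DESeq2 (adjusted p of 0.0192, 0.00677, 0.00155 and 0.0169), with no filter on low counts (0.0122, 0.00791, 0.0155 and 0.0138) and without Csf3r+/+ replicate 2 (0.0293, 0.00423, 0.000500 and 0.0168). Sigirr and Vsir passed with no gene left out of the clustering (0.0426 and 0.0403), and Prf1 with no filter (0.0272), with no gene left out (0.0271) and without Csf3r+/+ replicate 2 (0.0384). Ccrl2 passed with no filter (0.0461) and without Csf3r+/+ replicate 2 (0.0169). Over the alternatives the adjusted p reached 0.164 for Il17a, 0.176 for Tbx21, 0.231 for Il12rb2, 0.208 for Sigirr, 0.178 for Vsir, 0.240 for Prf1 and 0.296 for Ccrl2.

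The paper gives the Ly49 genes to clusters 2 and 4; here Klra9 was highest in class 4 and Klra1, Klra6 and Klra7 in class 2, while class 4 had the lowest Klra6 mean of the 11 classes. Gzmd, which it also gives to these clusters, had 21 UMIs in all, too few to test. The paper names S1pr1 for cluster 9; here it was lower in class 9 than in the other cells (log2 fold change -0.61, adjusted p = 0.0968), and past the threshold only with no gene left out of the clustering (-0.81, adjusted p = 0.0403; range 0.0403 to 0.838). It names Cx3cr1 and S1pr5 for cluster 12; here S1pr5 had 0 of 14 UMIs in class 12, and Cx3cr1 had 6 of 54 with its highest mean there (2.43 CPM, class 2 1.82 CPM), but no setting called it. It gives Il12rb2 to clusters 2 and 4; here class 2 did not differ from the other cells (log2 fold change 0.73, adjusted p = 0.298; 0.00341 to 0.664 over the alternatives), and it was called only without Csf3r+/+ replicate 2.

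The paper's Monocle trajectory runs between its type 3 and type 1 clusters; here class 5 lay at 1 end of the first diffusion component and class 8 and, beyond it, the unnamed cluster (99.3%) at the other, and with principal components the ends were classes 1 and 2. The rise of Klra genes along it was found on the 30 canonical correlation components and with principal components, and was not found with no gene left out of the clustering (Klra7 from 319 to 248 CPM, lower in 2 of 4 libraries, and Klra1 lower in 3 of 4).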

Other observations

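Tests on both Csf3r+/+ libraries, on cells counted by markers, on genes near Csf3r within classes and on other splits of the sums were chosen only after their patterns were seen; those on the bulk genes and Spearman's rho were not.

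Table S2 lists 95 genes that differ in the paper's bulk comparison of the genotypes, 58 higher and 37 lower in Csf3r-/-. The hypothesis that the same genes differ in the single-cell sums was tested on 68 of them. The sign was the same for 67 (98.5%, exact 95% interval 92.1 to 99.96), namely 38 of 39 higher and 29 of 29 lower, with a Spearman rho of 0.875. Over all genes tested edgeR called 0 of the 68 (48 at an unadjusted p under 0.05; DESeq2 39, and edgeR 22 with the number after the barcode as a block), and adjusted over the list alone 42. With no filter on low counts edgeR called 26 of 83, so the number of calls depended on the setting. Genes are not independent, so the share describes the list; both assays compare the same genotypes, and effects of genotype and of donor strain stay open.

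The class shares of Csf3r+/+ library 1 lay apart from those of Csf3r+/+ library 2, with 45.5% and 19.0% in classes 1 and 3. Counted without clusters, 56.0% of the cells of library 1 held more UMIs of class 1 than of class 2 markers, against 9.33% in library 2, which argues against the clustering as the cause. Each cell had been thinned to 1500 UMIs for this count, so that the same values, 56.0% and 9.33%, argue against depth. A mislabelled sample cannot be told apart from a difference between mice: Csf3r had 1 and 3 UMIs, too few, and processed pseudogenes set library 1 with Csf3r+/+ (median log2 difference -0.270 between both), but might mark processing rather than genotype. The state of the 2 tumors or mice was not tested.

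By the same count of markers, 81.3% and 84.5% of the Csf3r-/- cells held more class 1 markers, and the means differed by 50.3 percentage points, 82.9% ± 2.25 against 32.7% ± 33.0 (SD, n = 2). Both Csf3r-/- libraries lay above both Csf3r+/+ libraries. By edgeR's quasi-likelihood test on the cells per library, cells with more class 1 markers had an adjusted p of 0.272 and cells with more class 2 markers one of 0.0742 (unadjusted p = 0.0247; adjusted over the 3 counts, equal ones included). A difference in type 3 cells cannot be told apart from the spread between the Csf3r+/+ libraries, which keeps it open. With the number after the barcode as a block neither count passed (adjusted p = 0.265 for each). Without Csf3r+/+ library 1 the difference in cells with more class 1 markers was 73.6 percentage points. Without Csf3r+/+ library 2 the difference was 26.9 and without the marker Eif3f it was 48.8. The markers were picked by the study on these libraries.

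Knockout mice can keep donor-strain sequence around the targeted gene. Of 900 genes called between genotypes in any class, 25 (2.78%) lie within 20 Mb of Csf3r, as do 293 of the 9791 genes tested (odds ratio 0.919, Fisher's exact p = 0.759; 1.04 within 10 Mb and 0.945 within 40 Mb), which argues against this as the cause of the calls. Cells of different markers within a class, as counted in classes 1 and 3 (31.4% to 99.9% with more class 1 markers), stay open as a cause. Different counting of reads shared between genes stays open for part of the calls. Processed pseudogenes were 19 of the 73 genes called lower in class 1 and 29 of the 406 in class 7. No class had a processed pseudogene called higher.

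Spearman's rho was 0.952 between both Csf3r+/+ libraries and between 0.948 and 0.957 across genotypes, so libraries of this genotype were not more alike than libraries of different ones. Between both Csf3r-/- libraries it was 0.959, above each pair across genotypes.

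With the sums of both groups exchanged in some libraries, the real grouping gave the largest count of genes in 1 of 8 splits for classes 2 and 4 against 1 and 3, and likewise for classes 1, 2, 3, 4, 5, 9 and 11 against the other cells, and in 1 of 4 for classes 8 and 12; so few splits cannot give a share under 0.05. Other splits gave 0 genes by edgeR, apart from 226 in 1 split for class 3 (1057 in the real one) and 1 for class 8 (775).

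In cells that passed, Cd4 had 0.612, 3.47, 1.69 and 4.62 CPM in Csf3r+/+ libraries 1 and 2 and Csf3r-/- libraries 1 and 2, and the CD8 genes had 15.3, 7.75, 32.1 and 27.6 CPM. The neutrophil list had 2.55, 0.890, 0.353 and 2.03 CPM, the macrophage list 65.0, 395, 407 and 2002 CPM, the fibroblast or sarcoma list 0.714, 0.0424, 1.55 and 3.08 CPM, and the B cell list, of which 2 of 3 genes are listed, 14.2, 11.8, 58.7 and 17.7 CPM. The sex list had 171, 230.2, 172 and 263 CPM: Xist had 1, 1, 0 and 1 UMIs, and Ddx3y 40.7, 95.5, 65.7 and 110.03 CPM.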
